# Genetic and Molecular Characterization of Submergence Response Identifies *Subtol6* as a Major Submergence Tolerance Locus in Maize

**DOI:** 10.1371/journal.pone.0120385

**Published:** 2015-03-25

**Authors:** Malachy T. Campbell, Christopher A. Proctor, Yongchao Dou, Aaron J. Schmitz, Piyaporn Phansak, Greg R. Kruger, Chi Zhang, Harkamal Walia

## Abstract

Maize is highly sensitive to short term flooding and submergence. Early season flooding reduces germination, survival and growth rate of maize seedlings. We aimed to discover genetic variation for submergence tolerance in maize and elucidate the genetic basis of submergence tolerance through transcriptional profiling and linkage analysis of contrasting genotypes. A diverse set of maize nested association mapping (NAM) founder lines were screened, and two highly tolerant (Mo18W and M162W) and sensitive (B97 and B73) genotypes were identified. Tolerant lines exhibited delayed senescence and lower oxidative stress levels compared to sensitive lines. Transcriptome analysis was performed on these inbreds to provide genome level insights into the molecular responses to submergence. Tolerant lines had higher transcript abundance of several fermentation-related genes and an unannotated *Pyrophosphate-Dependent Fructose-6-Phosphate 1-Phosphotransferase* gene during submergence. A coexpression network enriched for *CBF* (*C-REPEAT/DRE BINDING FACTOR*: *C-REPEAT/DRE BINDING FACTOR*) genes, was induced by submergence in all four inbreds, but was more activated in the tolerant Mo18W. A recombinant inbred line (RIL) population derived from Mo18W and B73 was screened for submergence tolerance. A major QTL named *Subtol6* was mapped to chromosome 6 that explains 22% of the phenotypic variation within the RIL population. We identified two candidate genes (*HEMOGLOBIN2* and *RAV1*) underlying *Subtol6* based on contrasting expression patterns observed in B73 and Mo18W. Sources of tolerance identified in this study (*Subtol6*) can be useful to increase survival rate during flooding events that are predicted to increase in frequency with climate change.

## Introduction

The frequency and intensity of extreme precipitation events (drought and flooding) are predicted to increase due to changes in climatic patterns. These changes in precipitation patterns will impact many maize-producing regions of the world, which receive considerable rainfall during early growing season [1, 2]. Maize is highly sensitive to waterlogging and submergence (complete inundation) during germination and seedling stages and leads to poor seedling establishment, stunted growth, and delayed development. Most of the previous research has focused on waterlogging, while submergence tolerance remains less characterized in maize [3–10].

At a cellular level, hypoxic conditions during submergence reduce protein translation and induce selectively translated proteins involved in glycolysis and the fermentative pathways [11]. The shift to anaerobic respiration allows the plants to continue producing ATP, albeit at a considerably lower rate, while carbon reserves are still available [12–14]. As part of a metabolic adaptation to hypoxia, several ATP consuming biochemical pathways are inhibited [15]. Furthermore, survival through prolonged inundation hypoxia also involves the use of inorganic pyrophosphate (PPi) as an alternative energy source and induction of enzymes that reduce reactive oxygen species (ROS) or cytoplasmic acidosis [12–14, 16, 17].

The molecular and physiological mechanisms involved in the submergence responses in plants have largely been characterized in two tolerant species, rice (*Oryza sativa*) and *Rumex palustris* [18–23]. One of the early responses to submergence involves the differential regulation of a suite of transcription factors belonging to the ethylene response factor (ERFs) gene family [20, 21, 24–28]. Rice *SUB1A*, a member of the ERF gene family, dramatically improves submergence tolerance in controlled and field conditions. *SUB1A* limits shoot elongation during submergence by repressing gibberellic acid (GA) levels and modulating GA signaling [20–22]. In striking contrast, two ERFs, *SNORKEL1* and *SNORKEL2*, confer submergence adaptation in deepwater rice by inducing rapid internode elongation through enhanced GA responses [25].

Given the economic significance of submergence tolerance for maize, our current knowledge of the submergence responses in maize is limited when compared to rice and *Rumex palustris*. The extent of genetic variation for submergence tolerance in maize is largely unexplored. Utilizing the natural variation in maize for submergence tolerance studies has become more tractable due to availability of genetic resources such the Nested Association Mapping (NAM) populations and high-density marker information [29]. The aims of this study were to (i) assess the natural variation for submergence tolerance in maize germplasm by screening the diverse maize founder lines, (ii) examine the molecular responses to submergence through transcriptional profiling of a subset of tolerant and sensitive inbreds, and (iii) elucidate the genetic basis of submergence tolerance through QTL analysis. We show that substantial variation for submergence tolerance exists in maize NAM population germplasm, and identify a major QTL associated with submergence tolerance.

## Results

### Maize inbreds exhibit significant phenotypic diversity for submergence tolerance

A panel of 23 genetically diverse maize Nested Association Mapping (NAM) parental lines, representing five subpopulations, and B73 were screened for submergence tolerance for a period of 48 h or 96 h. The NAM founder lines were selected to represent maize diversity and include more than 50% tropical lines and 9 temperate lines [29]. Submerged plants were scored for visual damage using a scoring system specifically developed for this study (see Material and Methods section; S1 Fig and S2 Fig). A parallel set of non-submerged plants was maintained as controls. The scoring range was set from 0–10 and lower scores correspond to higher tolerance based on visual phenotyping. Based on the submergence tolerance scoring system, we observed considerable variation among maize NAM parents (Fig. 1). Our visual scoring of leaf 1 (oldest leaf), 2 and 3 (youngest leaf), identified several genotypes (B73, B97, CML52, Il14H, NC350 and NC358) with high sensitivity after 48 h of submergence. In contrast, at least 12 of the NAM parents had minimal or no visual damage from 48 h of submergence followed by 7 d recovery period (Fig. 1A). Scores based on 96 h of submergence, followed by 7 d recovery period were more reliable in identifying the highly tolerant inbreds. The identified tolerant lines (CML228, KY21, M162W and Mo18W) exhibited no or minimal signs of stress after 48 h and 96 h of submergence in the three replicates (Fig. 1). The four tolerant genotypes tested had either minor or no chlorosis on the lower leaves, while newer leaves remained turgid and green after 48 h and 96 h of submergence (S3 Fig). These results indicate that most maize inbreds are highly sensitive to even short duration of submergence.

**Fig 1:**
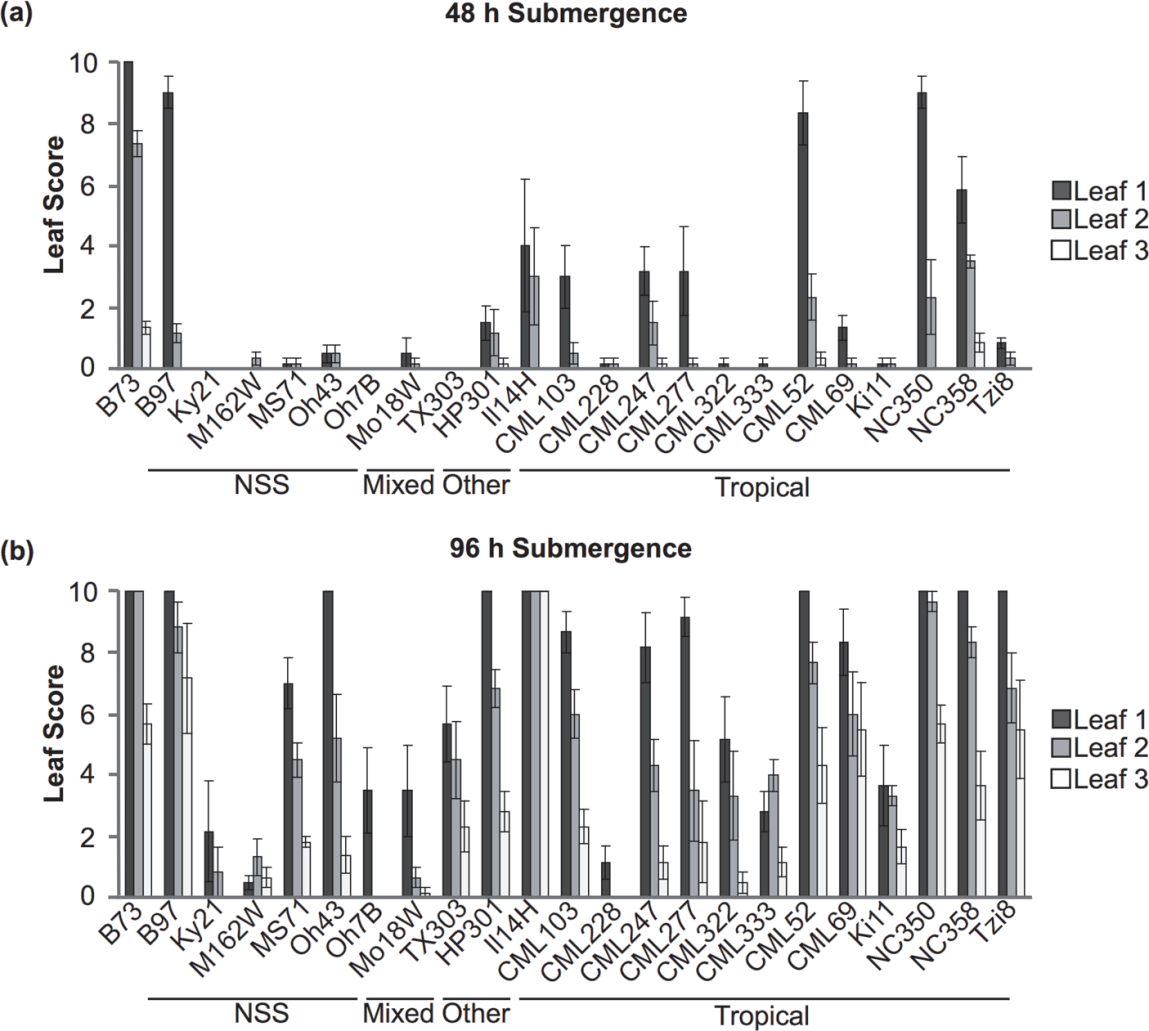
Phenotyping of NAM parents after 48 h and 96 h of complete inundation. Plants were completely submerged for 48 h (a) and 96 h (b) and scored daily for 7 d after removing from submergence. Plants were scored on a 0 to10 scale with a score of 0 showing no visual damage and 10 indicating complete senescence. Graphed are the scores of leaves 1 to 3 (1: oldest leaf, 3: youngest leaf) at 7 d. Genotypes with no senescence or other damage from submergence (e.g. Ky21 at 48 h) do not have a bar graph representation. Genotypes in which the leaf received the same score in each replicate have no error bars. Bars represent standard error, where n = 9 for this experiment. Genotypes were separated into subfamilies based on the classification of McMullen et al. [29]. NSS: non-stiff stalk.

### Submergence tolerant genotypes maintain lower reactive oxygen species levels

Because stress-associated senescence and loss of turgor in the sensitive genotypes are typical symptoms of disrupted cellular processes, we selected two tolerant (Mo18W and M162W) and two highly sensitive genotypes (B73 and B97) for estimating reactive oxygen species (ROS) levels in submerged plants (Fig. 2A). Based on Nitro Blue Tetrazolium (NBT) and Diaminobenzidine tetrahydrochloride (DAB) staining assays, which measure superoxide and hydrogen peroxide respectively, we observed that tolerant genotypes generally had lower levels of H_2_O_2_ and superoxide in leaves after 96 h of complete submergence compared to sensitive genotypes (Fig. 2A). B73 and B97 showed more intense DAB and NBT staining after 96 h of submergence suggesting that higher levels of superoxide and hydrogen peroxide were produced in the leaves. The lower ROS levels in submergence tolerant inbreds could be due to lower ROS production and/or more effective ROS scavenging.

**Fig 2:**
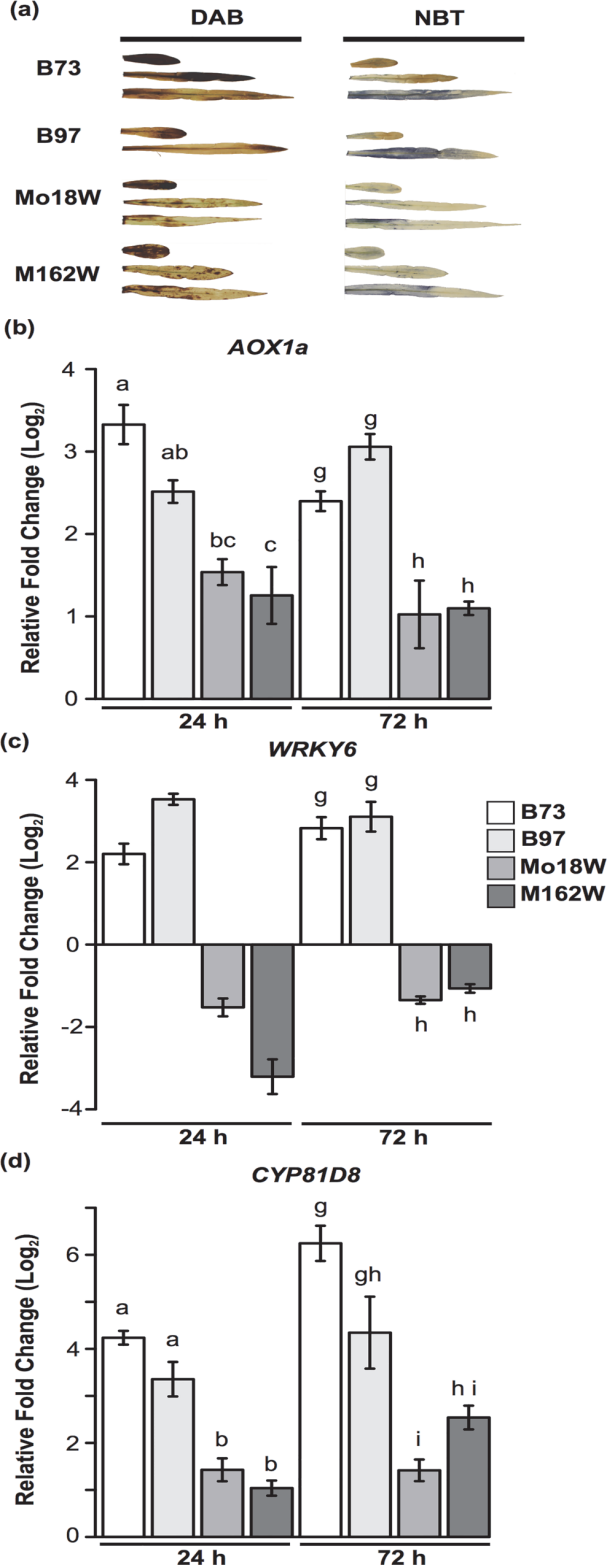
Detection of ROS and expression of ROS marker genes in inbreds with contrasting levels of submergence tolerance. (a.) Detection of H_2_O_2_ and superoxide in selected submergence tolerant and sensitive maize genotypes. A subset of four nested association mapping panel parents were selected based on visual leaf scoring for ROS staining assays after submergence. Hydrogen peroxide was detected using stain 3,3′-diaminobenzidine tetrahydrochloride (DAB), while superoxide was detected using nitroblue tetrazolium (NBT). Both assays were performed after 96 h of submergence. In B97, the third leaf was barely emerged and not used for the assay. (b-d) Real-time quantitative PCR of ROS genes. ROS genes were selected based on the study by Gadjev, Vanderauwera and Gechev [30] and showed a significant induction in response to at least two stresses that induce ROS formation in Arabidopsis. (b.) *ALTERNATIVE OXIDASE 1a* (*AOX1a*); (c.) *WRKY6* (d.) *CYTOCHROME P81 D8* (*CYP81D8*). All sample were collected at 24 h and 72 h after submergence. Expression levels are relative to shoot tissue of control plants at 24 h. Letters above bars indicate nonsignificant differences in expression determined using Tukey’s HSD (*p* < 0.05). Statistical tests were performed separately for each time point. Plots without letters (ie 2c 24 h) indicate that all comparisons are significantly different. Error bars display standard error where *n* = 3.

To validate the results of NBT and DAB staining assays, we examined the expression of known ROS marker genes in the four inbreds after 24 and 72 h of submergence using quantitative real-time PCR (qPCR). The ROS marker genes were from derived from an Arabidopsis dataset for four oxidative stress treatments (methyl viologen, *Alternaria alternata* toxin, 3-aminotriazole, and ozone) [30]. Genes were selected if they showed an induction in at least two of the four stresses and had corresponding maize orthologs. The relative gene expression was measured using real-time quantitative PCR (qPCR) for *ALTERNATIVE OXIDASE 1a* (*AOX1a*; GRMZM2G125669). Both sensitive inbreds displayed a considerably higher induction of *AOX1a* in response to submergence when compared to M162W at 24h (Fig. 2B; *p* < 0.05). While at 72 h after submergence, the expression of *AOX1a* was significantly higher in both B73 and B97 compared to tolerant inbreds (Fig. 2B; *p* < 0.05). Maize *WRKY6* ortholog (GRMZM5G871347) showed contrasting expression patterns in response to submergence in maize (Fig. 2C; *p* < 0.05). The expression of *WRKY6* was induced in both B73 and B97 by more than two-fold at 24 and 72 h after submergence relative to control samples, while in tolerant inbreds the expression of *WRKY6* was down-regulated at both time points relative to controls. A third marker gene, *CYP81D8* (GRMZM2G087875) was expressed at significantly lower levels in both tolerant lines at 24 h after submergence compared to sensitive lines (Fig. 2D; *p* < 0.05). While at 72 h after submergence, *CYP81D1* showed significantly lower expression in Mo18W when compared to both sensitive inbreds. Collectively, the staining assays and quantitative expression analysis suggest that the relatively lower survival and poor recovery of the sensitive inbreds could partly be due to higher ROS levels and downstream transcriptome changes that accompany oxidative stresses.

### Sensitive and tolerant maize inbreds have distinct transcriptome dynamics during submergence

We performed RNAseq analysis using shoot tissue sampled at 24 and 72 h after submergence for the sensitive genotypes (B73 and B97) and tolerant genotypes (M162W and Mo18W). Non-submerged shoot samples were collected at 24 h as controls. 

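Shoot tissue of 4 inbreds (B73, B97, Mo18W and M162W) was sampled in 3 biological replicates from control plants at 24 h and from submerged plants at 24 and 72 h. This gave 36 RNA-seq samples in 12 groups. The authors mapped the reads to the B73 genome (ZmB73_RefGen_v2) with up to 2 mismatches per read, discarded reads with several locations and counted the remaining reads on 39656 annotated genes. The deposited values are described as these counts, without normalization, although 14 samples hold more counts than the unique reads reported for them. Between 10534158 and 26525990 reads per sample were counted on genes, with a median of 16481504.5. A gene needs 3 counts to be told from no signal here, which is 0.11 CPM (counts scaled to library size) in the deepest sample and 0.28 in the shallowest. Of the 39656 genes, 7050 had 0 counts in all samples. Counts were normalized by edgeR's TMM method, genes with low counts were removed by its filterByExpr function, and groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each submerged group was compared with the 24 h control of its inbred, since no control was sampled at 72 h. A gene was called differentially expressed at an adjusted p-value below 0.001 and an absolute log2 fold change above 1. In simulated counts with 200 changed genes, this test recovered 198 and called 0 unchanged genes. These counts had B73 library sizes, changes well above the fold-change threshold and no deviating sample. Their spread between replicates was smaller than in the Mo18W fits and the M162W fit at 24 h. They do not show how many changes the test misses there. Mo18W control replicate 1 had 15780 genes with 0 counts, against 14315 and 13288 in Mo18W control replicates 2 and 3, and a TMM factor of 0.563, against 0.958 and 0.946. This sample was kept in all main fits, and several results are also given without it.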

We sampled at 24 h to capture the early responses to short-term submergence. Because, by 96 h, the tolerant genotypes were clearly distinguishable from the sensitive genotypes based on ROS staining assays, we reasoned that the 72 h time point could provide insights on the inducible tolerance responses before the visual phenotypes appear. The complete set of differentially expressed genes is provided as S1 File (FDR < 0.001).

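In each inbred, 3 submerged samples were compared with 3 control samples by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In B73, 2731 genes were up-regulated and 1586 down-regulated at 24 h, and 2100 were up-regulated and 1286 down-regulated at 72 h. B97 had 1371 up-regulated and 743 down-regulated genes at 24 h, and 1164 and 910 at 72 h. M162W had 307 up-regulated and 114 down-regulated genes at 24 h, and 2303 and 1826 at 72 h. In Mo18W, 0 genes passed the threshold at either time, of 21647 genes tested at 24 h and 21308 at 72 h. The biological coefficient of variation between replicates was 0.5522 and 0.5265 in the 2 Mo18W fits, and lay between 0.1773 and 0.3383 in the fits of the other inbreds. Leaving out Mo18W control replicate 1 raised the Mo18W totals to 1975 genes at 24 h and 4145 at 72 h, the largest change among the samples left out. Under edgeR's exact test on all 6 samples, the Mo18W totals were 1118 and 1819, and with all 36 samples in one fit they were 3016 and 4060. The paper takes the number of responsive genes as evidence of a major shift in the transcriptome of all 4 genotypes.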

Submergence resulted in a major shift in the transcriptome of all four maize genotypes as indicated by a large number of responsive genes (Table 1). Two numeric features emerged from submergence responsive differential expression analysis. The tolerant M162W had almost half the number of differentially expressed genes at 24 h relative to the other genotypes. 

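By the quasi-likelihood test, 421 genes were differentially expressed in M162W at 24 h (n = 3 submerged and 3 control samples, 21904 genes tested). The corresponding totals were 4317 in B73, 2114 in B97 and 0 in Mo18W. The M162W total depended strongly on the samples in the fit. It was 1276 without M162W submerged replicate 1 and 154 without submerged replicate 2. It was 0 without submerged replicate 3 or without any 1 of the control replicates, and 20 with a replicate block. The test itself moved it further, to 2852 genes under edgeR's exact test and 2982 under DESeq2. With all 36 samples in one fit, the 24 h totals were 3309 in B73, 4078 in B97, 3016 in Mo18W and 2497 in M162W. The paper reads the lower number in M162W as one of the numeric features of the submergence response.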

The three replicates for M162W had a high Spearman correlation (*R* ^*2*^ = 0.95–0.98) suggesting that a smaller set of differentially expressed genes was not due to variation among the three biological replicates. 

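Squared Spearman correlations were computed between replicates over the 32606 genes with at least 1 count in any sample. The correlations are across genes, which are not independent replicates. In M162W, the 3 pairs of control replicates gave values from 0.9579 to 0.9709, and the 3 pairs at 72 h gave 0.9657 to 0.974. The submerged replicates at 24 h gave 0.8779 for replicates 1 and 2, 0.923 for replicates 1 and 3 and 0.9699 for replicates 2 and 3. Over the 14609 genes with at least 10 counts in every sample, the lowest M162W value at 24 h of submergence fell to 0.7087 and the median of its 3 pairs from 0.923 to 0.826. The lowest value of any group was that of the Mo18W controls, 0.7094 for replicates 1 and 2. The biological coefficient of variation of the M162W comparison at 24 h was 0.3383, against 0.1773 in B73, 0.2877 in B97 and 0.5522 in Mo18W. Without squaring and over all 39656 genes, the M162W values ran from 0.9519 (submerged for 24 h) to 0.9845 (submerged for 72 h). Rounded, this is the range that the paper gives as squared, so its values may be unsquared correlations. From the correlation of the M162W replicates, the paper reasons that the smaller number of differentially expressed genes did not come from variation among replicates.

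**Figure D1:**
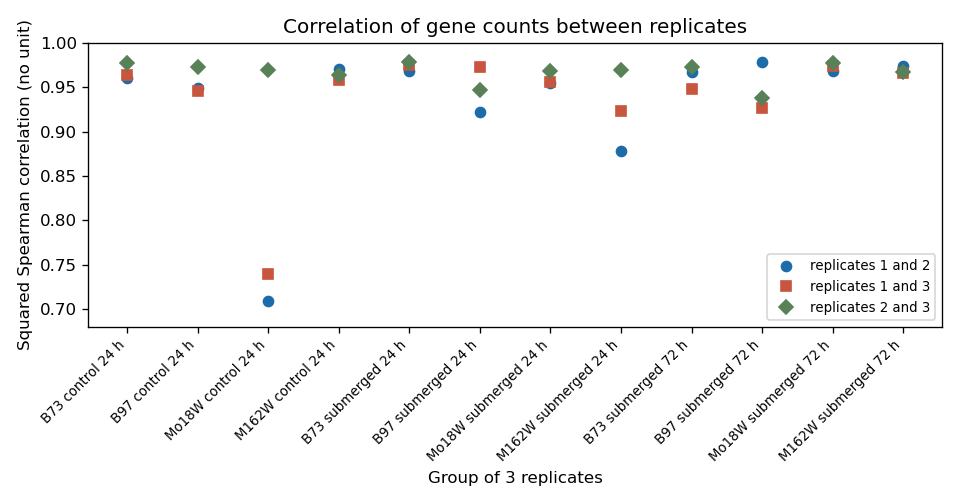
Squared Spearman correlation of gene counts (no unit, y axis) between the replicates of each group of 3 (x axis), with 1 point per pair of replicates. The 2 lowest points belong to the Mo18W controls, 0.7094 and 0.7394, and involve replicate 1. The next lowest is 0.8779 in M162W submerged for 24 h.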

The number of differentially expressed genes in M162W at 72 h was comparable to other genotypes. 

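At 72 h, 4129 genes were differentially expressed in M162W (2303 up-regulated and 1826 down-regulated, n = 3 samples per group, edgeR's quasi-likelihood test). B73 had 3386 such genes, B97 had 2074 and Mo18W had 0. The M162W total stayed between 2400 and 3790 across the fits that each left out one of its 6 samples. A replicate block lowered it to 2331 genes, and edgeR's exact test raised it to 5553. Mo18W had 4145 differentially expressed genes at 72 h when its control replicate 1 was left out. M162W log2 fold changes regressed on the mean of the other inbreds across 19484 genes had a slope of 0.805 at 24 h. The slope was 0.97 at 72 h, across 19454 genes. From the numbers of genes at the 2 times, the paper proposes that short-term submergence acted on the M162W transcriptome with a delay.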

These results suggested that short-term submergence had a delayed effect on M162W transcriptome relative to other genotypes.

**Table 1:** Summary of differential expression analysis.

	B73		B97		Mo18W		M162W		Commonly Expressed in Sensitive Lines		Commonly Expressed in Tolerant Lines	
	Up	Down	Up	Down	Up	Down	Up	Down	Up	Down	Up	Down
**24 h**	3603	3018	2390	2168	2292	2123	1344	575	1969	1304	1041	425
**72 h**	3389	2262	2439	1816	3222	3068	3490	2801	1820	1096	1899	1745

Number of differentially expressed transcripts from comparisons between submerged and control plants. All transcripts showed significant differences in expression (FDR <0.001).

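The tolerant inbreds shared 0 differentially expressed genes at 24 h by the quasi-likelihood test, since 0 of the genes tested in Mo18W passed the threshold (n = 3 samples per group) and 421 passed in M162W. At 72 h the shared number was also 0. Without Mo18W control replicate 1, 1975 genes passed in Mo18W at 24 h, and 324 of them changed in the same direction in M162W. These were 77% of the M162W genes and 16.4% of the Mo18W genes. At 72 h, the same fit gave 2388 shared genes, 57.8% of those in M162W and 57.6% of those in Mo18W. The largest shared number at 24 h, 1311 genes, came from one fit of all 36 samples, where it made up 52.5% of the M162W genes and 43.5% of the Mo18W genes. The paper contrasts the small overlap at 24 h in S4 Fig with the similar phenotype of the tolerant lines.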

Despite the phenotypic similarities observed in the tolerant lines, very few genes displayed similar expression patterns after 24 h of submergence (S4 Fig). In contrast, the transcriptional response of the sensitive lines was mostly shared. Approximately 50% of the genes that were differentially expressed in response to submergence in B73 at 24 h displayed similar expression patterns in B97 at 24 h after submergence (Table 1). 

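Of the 4317 genes differentially expressed in B73 at 24 h, 1658 passed the threshold in the same direction in B97, which is 38.4% (n = 3 samples per group, edgeR's quasi-likelihood test). The shared genes were 1148 up-regulated and 510 down-regulated. At 72 h, 1438 genes were shared, 42.5% of the 3386 in B73, with 839 up-regulated and 599 down-regulated. The share at 24 h rose to 66.1% with all 36 samples in one fit, 60.5% under DESeq2 and 60.1% under the exact test. It was 0% with a replicate block, under which 0 genes passed in B97. Across 19484 genes fitted in every inbred at 24 h, B73 log2 fold changes correlated with the mean of the other inbreds with r = 0.883 and those of B97 with r = 0.876. These are correlations across genes. The corresponding r was 0.765 for Mo18W and 0.816 for M162W. From the overlap of B73 and B97, the paper proposes that the sensitive lines share a similar response.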

The overlapping expression patterns observed in sensitive lines suggest that they may share a similar response to submergence.

### Tolerant lines exhibit higher expression of hypoxia-associated energy homeostasis genes

We explored the possibility that unannotated genes may be contributing to submergence response in maize (S2 File). A notable finding from this analysis was a transcript (TCONS_00005048) with similarity to the alpha subunit of *PYROPHOSPHATE-DEPENDENT FRUCTOSE-6-PHOSPHATE 1-PHOSPHOTRANSFERASE (PFP)* protein in maize. Although the expression of *PFP* was strongly reduced by submergence in all lines, the transcript abundance of *PFP* was higher in the tolerant lines during submergence due to a relatively gradual decline compared to the rapid drop in transcript levels observed in the sensitive inbreds. The expression of this *PFP* transcript was confirmed using qPCR, indicating that it is a bona fide transcript (Fig. 3A). Several other genes participating in ethanolic fermentation downstream of *PFP* also had higher transcript abundance in the tolerant lines after 24 and 72 h of submergence relative to controls. 

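In the RNA-seq counts, ADH1 (GRMZM2G442658) had 165 ± 53.6 TMM-normalized CPM in Mo18W submerged for 24 h (SD, n = 3), 231 ± 162 in M162W, 162 ± 47 in B73 and 67.5 ± 26 in B97. After 72 h the values were 247 ± 95.6, 304 ± 127, 238 ± 20.3 and 121 ± 109 in the same order, and in the controls 13.7 ± 14.5, 5.65 ± 1.96, 17.5 ± 1.84 and 17.5 ± 8.96. Between submerged plants at 24 h, the log2 fold change of ADH1 against B73 was 0.024 in Mo18W (SE 0.31, adjusted p = 0.96, edgeR) and 0.574 in M162W (SE 0.53, adjusted p = 0.48, edgeR), and both values fell below 0 without submerged replicate 1 of the tolerant inbred, to -0.218 and -0.157. Against B97 it was 1.21 in Mo18W (adjusted p = 0.035, edgeR) and 1.79 in M162W (adjusted p = 0.061, edgeR). Over the 8 comparisons of a tolerant with a sensitive inbred under submergence, PDC3 (GRMZM2G087186) had values from 0.506 to 1.19, and 0 comparisons passed the threshold for either gene. Against the controls, the log2 fold change of ADH1 at 24 h was 3.68 in Mo18W (SE 0.77, adjusted p = 0.038, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 5.28 in M162W (SE 0.59, adjusted p = 0.0016, same test). At 72 h it was 4.26 in Mo18W (adjusted p = 0.022, edgeR) and 5.77 in M162W (adjusted p = 2.4e-06, edgeR). In the sensitive lines, ADH1 rose by a log2 fold change of 3.16 in B73 and 1.98 in B97 at 24 h, and of 3.72 and 2.85 at 72 h. PDC3 had log2 fold changes of 1.95 in Mo18W, 3.6 in M162W, 2.14 in B73 and 1.95 in B97 at 24 h. At 72 h these were 2.28, 4.67, 2.41 and 2.64. When Mo18W control replicate 1 was left out, ADH1 in Mo18W was at 4.87 at 24 h (adjusted p = 6.8e-05, edgeR) and 5.52 at 72 h (adjusted p = 1.6e-05, edgeR), and PDC3 at 3.24 (adjusted p = 0.00031, edgeR) and 3.63 (adjusted p = 4.3e-05, edgeR), all past the threshold that the main values in Mo18W did not pass. The difference between the mean response of the tolerant and of the sensitive inbreds was tested directly in edgeR with 24 samples. In simulated counts, this test recovered 105 of 200 genes, but these were changed only in submerged Mo18W. That does not show how well the test finds a difference shared by Mo18W and M162W. For ADH1 the difference was 1.91 on the log2 scale at 24 h (SE 0.597, Benjamini-Hochberg adjusted p = 0.089) and 1.7 at 72 h (SE 0.623, adjusted p = 0.11). At 24 h the ADH1 value was 1.88 under DESeq2 (adjusted p = 0.032) and 1.91 with all 36 samples in one fit (adjusted p = 0.061, edgeR). For PDC3 the difference in the main fit was 0.731 at 24 h (adjusted p = 0.67) and 0.913 at 72 h (adjusted p = 0.48). At 24 h these differences moved most without Mo18W control replicate 1, to 2.58 for ADH1 (adjusted p = 0.0025, edgeR) and 1.45 for PDC3 (adjusted p = 0.038, edgeR). At 72 h that fit gave 2.34 for ADH1 (adjusted p = 0.0062, edgeR) and 1.61 for PDC3 (adjusted p = 0.06, edgeR), and ADH1 moved most with replicate 3 left out of every group, to 2.42. The paper places both genes in ethanolic fermentation downstream of PFP.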

For instance, a *PYRUVATE DECARBOXYLASE3* gene (*PDC3*; GRMZM2G087186) showed more than a 3 and 4-fold induction in M162W and Mo18W, respectively after 24 h of submergence when compared to control plants (Fig. 3B). The transcript abundance of *PDC3* continued to increase significantly in tolerant lines during submergence, showing a 4.8 and 6-fold induction in Mo18W and M162W, respectively after 72 h of submergence. A similar trend in *PDC3* expression was also observed in B73 during submergence; however, the expression in response to submergence was considerably lower relative to the tolerant lines. A gene encoding *ALCOHOL DEHYDROGENASE1* (*ADH1*; GRMZM2G442658) showed more than a seven-fold induction in Mo18W and M162W after 24 h of submergence (Fig. 3C). The expression increased further after 72 h of submergence, with more than a 9.5 and eight-fold up-regulation observed in Mo18W and M162W, respectively. Although *ADH1* was induced by submergence in the sensitive lines, the induction was considerably lower relative to the tolerant lines.

**Fig 3:**
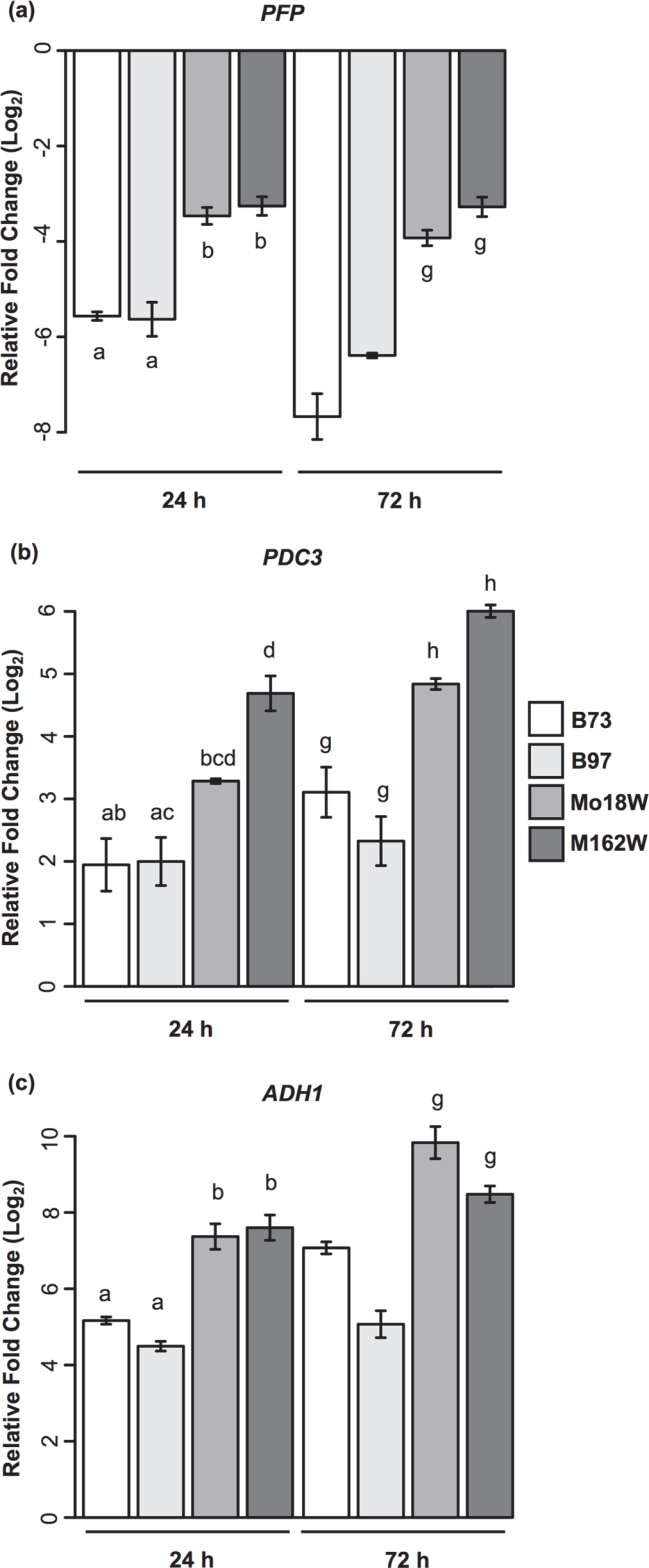
Real-time quantitative PCR of *PYROPHOSPHATE-DEPENDANT FRUCTOSE-6-PHOSPHATE 1-PHOSPHOTRANSERASE* (*PFP*) and anaerobic glycolysis genes during submergence. (a.) The expression of an unannotated *PYROPHOSPHATE-DEPENDANT FRUCTOSE-6-PHOSPHATE 1-PHOSPHOTRANSERASE* (*PFP*) gene in submerged shoot tissue during submergence. (b.) *PYRUVATE DECARBOXYLASE3* (*PDC3*) expression in shoot tissues during submergence. (c.) *ALCOHOL DEHYDROGENASE1* (*ADH1*) transcript levels in submerged shoot tissue. All sample were collected at 24 h and 72 h after submergence. Expression levels are relative to shoot tissue of control plants at 24 h. Letters above bars indicate nonsignificant differences in expression determined using Tukey’s HSD (*p* < 0.05). Statistical tests were performed separately for each timepoint. Plots without letters (ie 3a 72 h and 3c 72 h) indicate that all comparisons are significantly different. Error bars display standard error where *n* = 3.

### Oxidative stress associated gene families are differentially regulated during submergence in maize

To identify pathways that may be affected during submergence, gene ontology (GO) enrichment analysis was conducted on differentially expressed gene lists (S4 File). Transcripts associated with protein phosphorylation and ubiquination, were enriched among up-regulated genes in all in accessions at 24 and 72 h after submergence (S4 File). Several notable features were observed in genes that showed similar expression patterns in both tolerant and sensitive lines. Transcripts associated with trehalose metabolism were enriched among up-regulated transcripts in Mo18W at 24 and 72 h after submergence, suggesting that this may be a unique component of the transcriptional response to submergence in this inbred (S4 File; GO:0005991, GO:0005992). Genes involved in apoptosis and cell death were overrepresented (*p* < 0.05) in up-regulated genes in sensitive lines, suggesting that processes associated with senescence were triggered as part of an early response to submergence in these accessions (S5C Fig; GO:0006915, GO:0012501, GO:0008219, GO:0016265). Several notable gene families with role in senescence were down-regulated in the tolerant lines when compared to one or more sensitive line during submergence. Redox homeostasis related transcripts, such as *Gluathione S-Transferase* (*GST*) and *Alternative Oxidase* genes (*AOX*) were expressed at significantly higher levels in sensitive lines compared to tolerant varieties (S6A Fig). 

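S6A Fig lists 10 glutathione S-transferase and alternative oxidase genes, which were compared between each tolerant and each sensitive inbred after 24 and 72 h of submergence (8 comparisons, n = 3 samples per group). Of the 80 pairs of a gene and a comparison, 63 could be fitted, and 58 of those had a negative log2 fold change in the tolerant inbred. The threshold was passed by 31 pairs, all lower in the tolerant inbred, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper chose these genes because they differed between genotypes in the same data, so these numbers are not independent evidence. Against B73, 5 genes were lower in Mo18W at each time and 8 were lower in M162W at 24 h, with 4 at 72 h. Against B97, 1 gene was lower in Mo18W at 24 h and 4 at 72 h, with 2 in M162W at each time. AOX1a (GRMZM2G125669) had a negative value in all 8 comparisons and passed the threshold in 5. Its log2 fold change was -3.53 in M162W against B73 at 24 h (SE 0.19, adjusted p = 8.4e-05, edgeR) and -1.11 in Mo18W against B73 (SE 0.23, adjusted p = 0.0042, edgeR). One gene, GRMZM2G302373, was in 0 of the fits because of low counts. With replicate 2 left out of every group, the number of pairs past the threshold fell from 31 to 7, the largest change among the replicates. The paper places these genes among families with a role in senescence that were lower in the tolerant lines.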

Both GST and *AOX* are critical for redox homeostasis. *AOX* competes with cytochrome bc1 complex in mitochondria, reducing the production of superoxide radicals [31, 32].

We performed transcription factor enrichment analysis and found significant enrichment for several transcription factor families such as *ERF*, *NAC* (*NAM*, *ATAF*, and *CUC*) and *WRKY* across genotypes in response to submergence (*p*<0.05; Table 2; S1 Table). Although these transcription factor families are involved in many diverse processes, several orthologous genes known to be involved with oxidative stress responses and ethylene signaling were expressed at significantly higher levels in sensitive inbreds relative to tolerant lines. Besides the genes that respond to submergence, genotypic comparisons showed contrasting expression patterns between the tolerant and sensitive lines for these transcription factor families (Table 3; S2 Table). We observed that the *NAC* family transcription factors were significantly enriched among down-regulated genes in all comparisons between tolerant and sensitive lines, except comparisons between Mo18W and B97 (p <0.05; Table 3). A gene similar to *AtNAC029*, which is induced during leaf senescence in Arabidopsis, displayed considerably lower expression in all tolerant lines when compared to sensitive inbreds at both 24 and 72 h after submergence ([33]; S6B Fig). 

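GRMZM2G078954, the gene similar to SOG1, had 0 counts in all 3 Mo18W samples submerged for 24 h and in all 3 Mo18W controls. In B73 at 24 h of submergence it had 0.686 ± 0.111 TMM-normalized CPM (SD, n = 3) and in B97 0.731 ± 0.368. At 72 h it had 0.0222 ± 0.0385 in Mo18W, 0.637 ± 0.485 in B73 and 0.825 ± 0.288 in B97. Against B73 at 24 h, the log2 fold change in Mo18W was -6.65 (SE 0.89, adjusted p = 0.00091, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was farthest from that value under DESeq2, at -6.06 (adjusted p = 0.00011), and it passed the threshold in 0 of the 6 fits that left out a sample. The gene was below the low-count filter in the other comparisons of Mo18W, which therefore have no main fit. In M162W the log2 fold change against B73 was -0.524 at 24 h (adjusted p = 0.68, edgeR) and 0.765 at 72 h (adjusted p = 0.34, edgeR). Beside the lower expression in Mo18W, the paper cites the central role of SOG1 in the Arabidopsis response to DNA damage.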

Furthermore, SUPPRESSOR *OF GAMMA RADIATION 1* (*SOG1*) (GRMZM2G078954) in Arabidopsis showed considerably lower levels of expression in Mo18W when compared to both sensitive lines at 24 and 72h after submergence. In Arabidopsis, *SOG1* is a central player in DNA damage response, inducing hundreds of genes involved in DNA repair [34, 35].

**Table 2:** Transcription factor enrichment analysis from comparisons between treatments.

		24 h			72 h		
		*AP2-ERF*	*NAC*	*WRKY*	*AP2-ERF*	*NAC*	*WRKY*
**B73**	**Down**	4.0%	1.9%	3.8%	3.3%	1.3%	3.8%
	**Up**	13.9%***	15.2% ***	12.5% **	13.1% ***	17.1% ***	13.1% **
**B97**	**Down**	2.2%	1.3%	1.3%	2.2%	0.6%	1.3%
	**Up**	10.6% ***	10.1% ***	11.3% ***	9.9% ***	12.7% ***	9.4% **
**Mo18W**	**Down**	2.2%	1.3%	2.5%	4.7%	5.1%	4.4%
	**Up**	10.6% ***	10.8% ***	8.8% *	11.3% ***	13.9% ***	7.5%
**M162W**	**Down**	0.7%	0.0%	3.1% *	4.4%	1.9%	3.1%
	**Up**	10.9%***	5.1% ***	3.8%	14.6% ***	16.5% ***	14.4% ***

Subset of enriched transcription factors that were significantly enriched among differentially expressed genes. Differentially expressed genes were identified from comparisons between submerged and control plants at 24 and 72 h (FDR < 0.001). Asterisks denote statistical significance as determined using hypergeometric test: * p≤0.05, ** p≤0.01 and *** p≤0.001. *NAC*: *NAM*, *ATAF*, *CUC1*.

**Table 3:** Transcription factor enrichment analysis from comparisons between genotypes. Subset of enriched transcription factor identified from comparisons between genotypes at 24 and 72 h after submergence. Differentially expressed genes were identified from comparisons between submerged and control plants at 24 and 72 h (FDR < 0.001). Asterisks denote statistical significance as determined using hypergeometric test: * *p*≤0.05, ** *p*≤0.01 and *** *p*≤0.001. *NAC*: *NAM*, *ATAF*, *CUC1*.

		24 h			72 h		
		*AP2-ERF*	*NAC*	*WRKY*	*AP2-ERF*	*NAC*	*WRKY*
**Mo18W vs B73**	**Down**	6.2%	8.2% *	5.6%	7.7%	11.4% **	13.1% ***
	**Up**	3.2% *	0.6%	1.3%	1.5%	0.6%	0.6%
**Mo18W vs B97**	**Down**	3.3%	5.1%	5.0%	3.6%	10.1% ***	12.5% ***
	**Up**	2.9%	1.3%	2.5%	1.8%	3.2%	1.3%
**M162W vs B73**	**Down**	5.1%	8.9% **	8.8% **	2.9%	5.1% *	1.9%
	**Up**	1.5%	0.0%	0.6%	3.3%	3.2%	2.5%
**M162W vs B97**	**Down**	3.6%	7.0% **	6.9% **	6.2% *	9.5% ***	3.8%
	**Up**	4.4%	1.3%	2.5%	2.2%	3.8%	1.9%

*WRKYs* were enriched among the down-regulated genes in M162W when compared to both sensitive inbreds at 24 h after submergence. However, at 72 h a significant enrichment was observed among the down-regulated genes of Mo18W when compared to the sensitive lines (Table 3). 

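GRMZM2G063880, similar to WRKY53, had 7.12 ± 1.86 TMM-normalized CPM in B73 and 6.3 ± 1.22 in B97 after 24 h of submergence (SD, n = 3). Mo18W had 2.95 ± 1.27 and M162W 0.862 ± 0.0984. At 72 h the values were 5.97 ± 2.19 in B73, 3.9 ± 1.06 in B97, 0.76 ± 0.404 in Mo18W and 1.81 ± 0.423 in M162W. For M162W at 24 h, the log2 fold change was -2.98 against B73 (SE 0.3, adjusted p = 0.00061, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -2.85 against B97 (SE 0.3, adjusted p = 0.0014, same test). For Mo18W at 72 h, it was -2.9 against B73 (SE 0.42, adjusted p = 0.00068) and -2.3 against B97 (SE 0.43, adjusted p = 0.0052). Mo18W at 24 h differed by -1.26 from B73 (adjusted p = 0.017) and -1.15 from B97 (adjusted p = 0.06). For Mo18W against B73 at 24 h, the largest move came from leaving out Mo18W submerged replicate 3, which gave -0.92. Values of M162W at 72 h were -1.67 against B73 (adjusted p = 0.003) and -1.06 against B97 (adjusted p = 0.039). The paper links the higher expression in sensitive inbreds to the role of WRKY53 in leaf senescence.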

One notable WRKY gene, which is similar to *WRKY53* (GRMZM2G063880) in Arabidopsis, showed considerable higher expression in both sensitive inbreds when compared to M162W and Mo18W at both 24h and 72h after submergence respectively (S6B Fig). In Arabidopsis, *WRKY53* has been shown to be a positive regulator of leaf senescence [36–38]. 

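For GRMZM2G169966, M162W at 24 h of submergence had a log2 fold change of -4.16 against B73 (SE 0.39, adjusted p = 0.00049, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -3.17 against B97 (SE 0.44, adjusted p = 0.0035, same test). Mo18W at 72 h had -3.76 against B73 (SE 0.28, adjusted p = 2.5e-05) and -2.74 against B97 (SE 0.33, adjusted p = 0.00079). The gene averaged 16.6 ± 1.06 TMM-normalized CPM in B73, 8.13 ± 1.74 in B97 and 0.886 ± 0.481 in M162W at 24 h (SD, n = 3). For GRMZM2G148087, M162W at 24 h had -2.27 against B73 (SE 0.37, adjusted p = 0.004) and -2.97 against B97 (SE 0.39, adjusted p = 0.0029). Mo18W at 72 h had -1.91 against B73 (SE 0.21, adjusted p = 0.00016) and -2.75 against B97 (SE 0.22, adjusted p = 0.00018). At 72 h, M162W did not share the direction for this gene, with 1.15 against B73 (adjusted p = 0.00069) and 0.318 against B97 (adjusted p = 0.26). The largest move among these came from leaving out M162W submerged replicate 2 at 24 h, which took GRMZM2G169966 against B73 to -4.79. The paper connects these genes with ethylene signaling.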

Two putative WRKY genes that are similar to *AtWRKY33* (GRMZM2G169966, GRMZM2G148087) showed lower expression in M162W at 24 and Mo18W at 72h when compared to both sensitive lines (S6B Fig). *WRKY33* is involved in ethylene-mediated thermotolerance and was proposed to regulate ethylene signaling via a positive feedback mechanism [39]. More recently it was shown that *WRKY33* regulates the expression of the ethylene biosynthesis gene, *ACS6* [40]. Collectively, our analysis of *WRKY* and *NAC* factors suggested that expression patterns of several of these genes, with orthologs known to be associated with senescence correlated with submergence sensitivity response. Surprisingly, some of these transcription factors and senescence-associated transcriptional signatures were triggered within 24 h of submergence in the sensitive maize genotypes.

### ERFs are an integral component of the early submergence response in maize

We found that ERFs were significantly enriched among up-regulated genes in response to submergence (*p* < 0.001). 

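Of all the ERF genes behind this count, the 22 listed in S3 Table are analysed here. They were listed for responding to submergence in the same data, so positive changes among them are not independent evidence. In B73, 16 of the 22 were up-regulated past the threshold at 24 h and 14 at 72 h (n = 3 samples per group, edgeR's quasi-likelihood test). B97 had 8 and 5, and M162W had 4 and 14. Mo18W had 0 at both times, as 0 of all genes tested there passed. For that reason, 0 of the 22 were up-regulated in all 4 lines at either time. Of the 176 pairs of a gene and a comparison, 142 could be fitted, and 139 of those had a positive log2 fold change. Leaving out Mo18W control replicate 1 gave 11 up-regulated genes in Mo18W at 24 h and 15 at 72 h, with 2 and 4 up-regulated in all 4 lines. The largest numbers came from DESeq2, the exact test and the fit of all 36 samples, each with 6 genes in all 4 lines at 24 h and 7 at 72 h.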

Eighteen ERFs were up-regulated in all four lines at 24 h after submergence, while at 72 h, 19 ERF genes were up-regulated in response to submergence (Table 2; S1 Table). We also found a notable ERF that was induced only in the tolerant lines at 24 h. The expression of maize ortholog of *REDOX-RESPONSIVE TRANSCRIPTION FACTOR* (*RRTF1*; GRMZM2G138396; S7A Fig) was induced by approximately 7- and 4.6-fold in Mo18W and M162W respectively. 

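RRTF1 (GRMZM2G138396) was below the low-count filter in every pair-wise comparison and has no main fit. Its raw counts in the 3 replicates submerged for 24 h were 11, 29 and 2 in Mo18W, 0, 29 and 36 in M162W, 8, 0 and 0 in B73 and 1, 0 and 0 in B97. The controls had 3, 0 and 0 counts in Mo18W, 0, 1 and 1 in M162W and 0 in every replicate of B73 and B97. In TMM-normalized CPM, the 24 h means were 0.726 ± 0.685 in Mo18W and 1.13 ± 0.977 in M162W (SD, n = 3). Without the low-count filter, the log2 fold change at 24 h was 3.31 in Mo18W (SE 1.4, adjusted p = 0.23, edgeR with Benjamini-Hochberg adjustment) and 4.71 in M162W (SE 1.4, adjusted p = 0.06). It was 4.31 in B73 (SE 2.3, adjusted p = 0.16) and 1.7 in B97 (SE 1.8, adjusted p = 0.52), where the size is not determined because the controls had 0 counts. In the fit of all 24 samples of that time, the gene passed the filter, and the response of Mo18W differed from the mean of the other inbreds by -0.357 on the log2 scale (SE 0.643, adjusted p = 0.95, same test). This difference moved most with replicate 1 left out of every group, to 5.26 (SE 13900). With 0 counts in the B73 and B97 controls, its size is not determined, and it cannot tell whether Mo18W responded more. A difference between tolerant and sensitive lines was not tested for this gene. From the induction in the tolerant lines, the paper proposes a role of RRTF1 in redox balance during submergence.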

*RRTF1* is a key member of a regulatory network required for redox homeostasis in Arabidopsis and could play a role in ameliorating the redox imbalance associated with submergence in the tolerant inbreds [41].

### Induction of B-2 ERFs by submergence is conserved across species

Given the significant differential response of maize ERFs during submergence, we extended our expression analysis across multiple species for the maize submergence responsive ERFs. We mined the published submergence/hypoxia transcriptome datasets from Arabidopsis and rice for orthologous *ERFs* that were differentially regulated during maize submergence [22, 42–43] (GSE41103; GSE18930;, GSE24077). Results from the cross-species comparisons are summarized in S3 Table. One notable feature to emerge from the *ERF* family analysis was the expression of seven *ERF* gene family members corresponding to the *ERF* clade B-2 (Arabidopsis group VII *ERFs*; S7A Fig, S8 Fig; S5 File). These transcription factors were characterized by strong up-regulation at both time points in the four maize genotypes (Table 2; S1 Table). 

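For the 7 ERF genes of clade B-2, each of the 4 genotypes at each of the 2 times gives 56 pairs of a gene and a comparison (n = 3 samples per group). Of these, 52 could be fitted in edgeR and 51 had a positive log2 fold change. The threshold was passed by 27 pairs, all up-regulated. None of these was in Mo18W, where 0 of all genes tested passed. GRMZM2G018984 had log2 fold changes from 4.37 to 8.25 with a median of 6.89, and GRMZM2G052667 had values from 2.63 to 3.66. GRMZM2G148333 ranged from 3 to 3.67, GRMZM2G053503 from 3.49 to 6.89 and GRMZM2G085964 from 3.56 to 7.32. GRMZM2G169382 ranged from -0.115 to 4.92. GRMZM2G131281 was fitted in 5 of 8 comparisons, with values from 1.15 to 2.9, and passed the threshold in 0. Under edgeR's exact test, the number of pairs past the threshold rose the most, from 27 to 49. S3 Table also places GRMZM2G129674, GRMZM2G081892 and RRTF1 in clade B-2, and these are not among the 7. GRMZM2G129674 ranged from 3.96 to 13.1 and passed in 4 comparisons. GRMZM2G081892 ranged from 0.115 to 1.61 and passed in 3, and RRTF1 was fitted in 0. The paper takes the up-regulation, together with data from Arabidopsis and rice, as evidence of a conserved response of this clade.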

Arabidopsis and rice orthologs of this subgroup were also strongly induced in response to submergence, indicating a conserved response across these three species. The orthologs in this clade play important roles in hypoxia and submergence tolerance, and include the *HYPOXIA-RESPONSE ERFs* (*HRE1* and *HRE2*) in Arabidopsis, and the rice *SUB1A* gene [26, 27]. Collectively, our maize data and reports from Arabidopsis and rice suggest that the *ERF* gene family and specifically, the subgroup B-2 exhibited a conserved response to submergence across multiple species. While the transcriptional patterns of B-2 ERFs are conserved across species during submergence, members of the B-2 ERF subfamily have also been reported be regulated at the post-translational level [27, 28].

### CBF transcriptional network is submergence inducible in maize

We identified four submergence-responsive *ERF* genes that are orthologous to the Arabidopsis *C-REPEAT/DRE BINDING FACTOR2* (*CBF2*; At4g25470) and another *ERF* orthologous to *C-REPEAT/DRE BINDING FACTOR3* (*CBF3*; At4g25480). These *CBF* genes were up-regulated at almost all time points in the four genotypes indicating that the maize *CBF* pathway was triggered by submergence. 

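S3 Table lists 6 genes named after CBF2, CBF3 or CBF4. Over the 4 genotypes and 2 times these make 48 pairs of a gene and a comparison, of which 26 could be fitted (n = 3 samples per group). All 26 log2 fold changes were positive, from 0.579 to 5.79, and 4 passed the threshold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None of these was in Mo18W, where 0 of all genes tested passed. CBF3 (GRMZM2G124011) was fitted in all 8 comparisons with values from 3.7 to 5.2. It passed the threshold in B73 at 24 h, with 3.89 (SE 0.45, adjusted p = 7.9e-05, edgeR), and in B97 at 24 h, with 4.72 (SE 0.6, adjusted p = 9e-04, edgeR). GRMZM2G069146 ranged from 0.579 in B97 at 72 h to 3.23 in M162W at 24 h, and GRMZM2G042756 from 2.26 to 5.79. GRMZM2G137341 and GRMZM2G175856 did not pass the low-count filter in any comparison. Without the filter, the log2 fold change of GRMZM2G137341 in B97 was 1.44 at 24 h and -0.976 at 72 h (SE 1.3, adjusted p = 0.59, edgeR with Benjamini-Hochberg adjustment). It was positive in the other inbreds, and that of GRMZM2G175856 was positive in all 8 comparisons. For GRMZM2G069126, that fit gave -0.327 in B73 and -0.39 in B97 at 24 h, and 1.17 and -0.326 at 72 h. Among the fitted values, that of GRMZM2G042756 in M162W at 24 h moved most, from 3.56 to 5.35 without M162W control replicate 2. From the up-regulation in the 4 genotypes, the paper concludes that submergence triggers the maize CBF pathway.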

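The response of Mo18W was compared with the mean response of the other inbreds in one edgeR fit per time, with 24 samples and 3 replicates per group. For GRMZM2G069126 the difference at 24 h was 3 on the log2 scale (SE 0.831, adjusted p = 0.052, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and at 72 h it was 1.28 (SE 0.727, adjusted p = 0.31, same test). For GRMZM2G069146 it was 0.836 at 24 h (SE 0.865, adjusted p = 0.81) and -0.223 at 72 h (SE 0.985, adjusted p = 0.96). GRMZM2G069126 had 6.41 ± 3.74 TMM-normalized CPM in Mo18W submerged for 24 h (SD, n = 3), 2.64 ± 0.904 in M162W, 0.0588 ± 0.0566 in B73 and 0.238 ± 0.0962 in B97. GRMZM2G069146 had 6.32 ± 2.63 in Mo18W, 17.6 ± 4.46 in M162W, 4.96 ± 1.19 in B73 and 2.65 ± 0.356 in B97. Its log2 fold change at 24 h was 2.99 in Mo18W, 3.23 in M162W, 1.99 in B73 and 0.935 in B97. At 72 h it was 1.33 in Mo18W and 2.2 in B73, its highest value at that time. The Mo18W values were 3.73 at 24 h and 2.09 at 72 h without Mo18W control replicate 1. The log2 fold change of GRMZM2G069126 at 24 h was 3.94 in Mo18W (adjusted p = 0.019, edgeR) and 3.41 in M162W (adjusted p = 0.0044, edgeR), and the gene was below the low-count filter in B73 and B97. Leaving out replicate 2 of every group moved the 24 h difference of GRMZM2G069146 most, to -0.529, and that of GRMZM2G069126 to 2.27. Without Mo18W control replicate 1, the difference of GRMZM2G069126 at 24 h was 3.4 (adjusted p = 0.038, edgeR with Benjamini-Hochberg adjustment) and that of GRMZM2G069146 was 1.71 (adjusted p = 0.37). The paper connects the induction of these genes with the tolerance of Mo18W.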

Strikingly, the induction of *CBF2* genes (GRMZM2G069146 and GRMZM2G069126) was higher in the tolerant Mo18W compared to other genotypes after 24 and 72 h of submergence. Arabidopsis *CBF2* gene is known to regulate a suite of downstream genes. To identify genes that are co-expressed with the two maize *CBF2* orthologs, we utilized the Maize Coexpression Browser (COB v1.02; http://csbio.cs.umn.edu/COB/), which generates co-expression networks from a maize developmental atlas dataset. Using the *CBF2* orthologs as seeds, two clusters were generated consisting of 23 and 17 genes from GRMZM2G069146 and GRMZM2G069126, respectively (Fig. 4A; S9 Fig). 

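The network seeded by GRMZM2G069146 is listed with 22 gene identifiers, of which 21 are in the files. At 24 h, 8 of the 21 were differentially expressed in at least 1 genotype by the quasi-likelihood test (n = 3 samples per group). The numbers were 7 in B73, 3 in B97, 0 in M162W and 0 in Mo18W, where 0 of all 21647 genes tested passed. Counting either time, 11 of the 21 passed. Under DESeq2 and under edgeR's exact test, 12 passed at 24 h. The count moved most with replicate 3 left out of every group, to 2.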

Approximately 61% of the genes (14 of 23) populating the GRMZM2G069146 network showed significant expression differences between control and submerged plants after 24 h (Fig. 4B). 

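For the network seeded by GRMZM2G069126, 17 gene identifiers are listed and 16 are in the files. In edgeR's quasi-likelihood test at 24 h, 2 of the 16 passed the threshold in at least 1 genotype (n = 3 samples per group), both in B73. No other genotype had a cluster gene past the threshold, and in Mo18W 0 of all 21647 genes tested passed. With 72 h included, the number was 3. It was 1 with a replicate block and 3 under DESeq2, the exact test and the fit of all 36 samples.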

While in the GRMZM2G069126 cluster only 4 of 17 genes showed significant differences between control and submerged samples for at least one genotype. Notably, half of these genes in the larger GRMZM2G069146 cluster corresponded to *ERFs*, four of which encoded putative *CBF* genes. The presence of multiple *CBF* genes in this cluster is not surprising, considering that many *CBF* genes are co-expressed and regulate different aspects of the cold response in Arabidopsis [44, 45]. However, higher up-regulation of these genes in Mo18W suggested that *CBFs* could be an important component of the submergence tolerance response in this particular inbred.

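Cluster genes were counted by genotype at 24 h. In the GRMZM2G069146 cluster, the quasi-likelihood test called 7 of 21 genes in B73, 3 in B97, 0 in Mo18W and 0 in M162W. In Mo18W, 0 of all 21647 genes tested passed, so its 0 in either cluster was fixed in advance. It does not speak against induction there, and such counts do not measure the size of a change. Without Mo18W control replicate 1, the Mo18W number was 2, and under edgeR's exact test on all samples the up-regulated genes numbered 11 in B73, 8 in B97, 2 in Mo18W and 8 in M162W. In the GRMZM2G069126 cluster, the numbers were 2 of 16 genes in B73 and 0 in each other inbred. Among single CBF genes, the difference in response between Mo18W and the mean of the other inbreds at 24 h was 2.6 on the log2 scale for GRMZM2G042756 (SE 1.13, adjusted p = 0.26, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.9 for GRMZM2G137341 (SE 1.44, adjusted p = 0.35, same test). It was 1.02 for CBF3 (GRMZM2G124011; SE 0.963, adjusted p = 0.76, same test) and -3.48 for CBF4 (GRMZM2G175856; SE 1.72, adjusted p = 0.35, same test). For GRMZM2G124011 the value moved most with replicate 2 left out of every group, to -0.337. From the higher up-regulation that it reports in Mo18W, the paper proposes that CBF genes are a component of tolerance in this inbred.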

**Fig 4:**
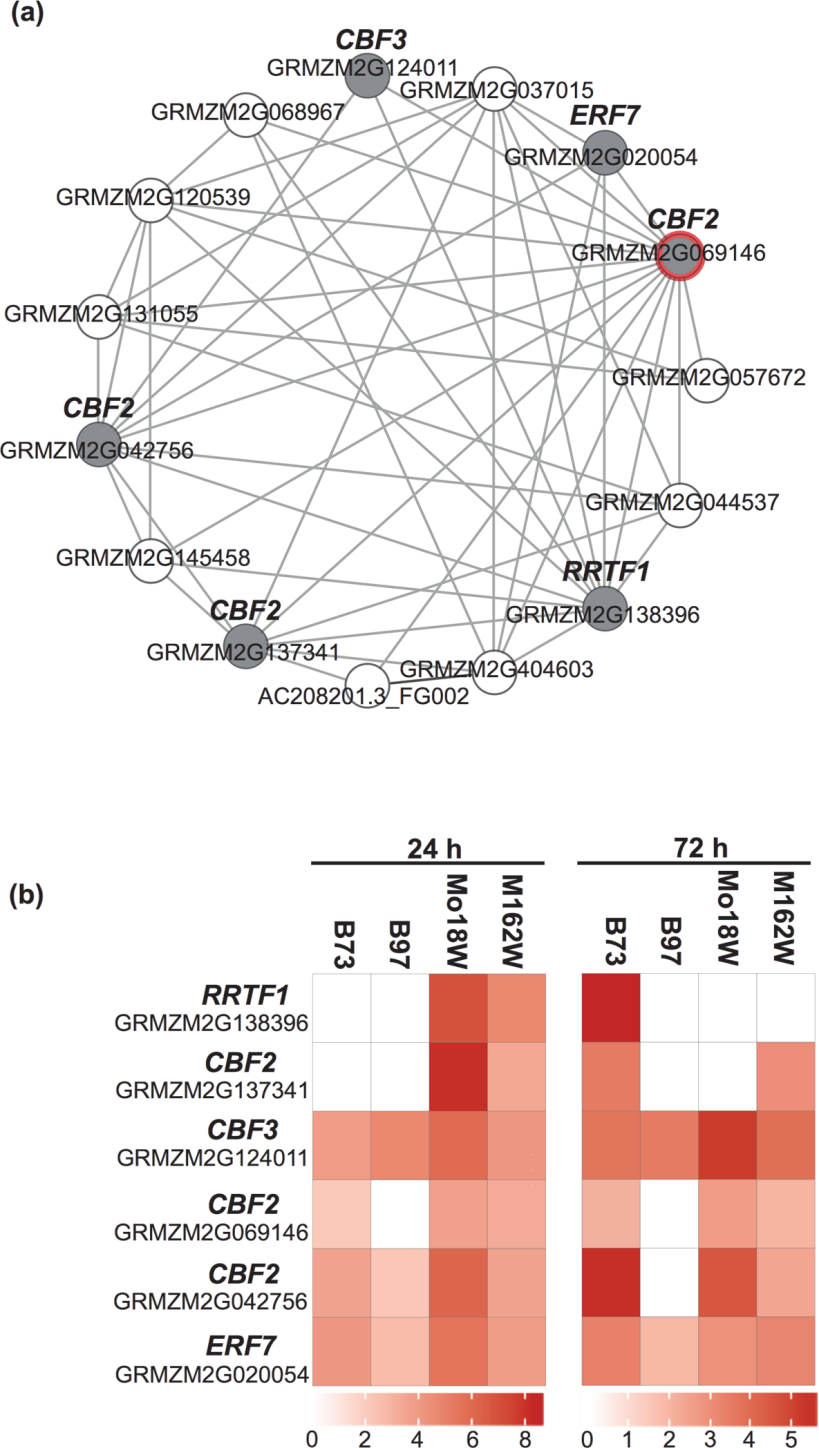
*CBF* (*C-REPEAT/DRE BINDING FACTOR*) co-expression cluster is induced by submergence in maize. (a.) *CBF* co-expression network generated form genes differentially expressed at 24 h in comparisons between submerged and control plants. Each gene in the network is represented as a circle. (b.) Genes highlighted in the heatmap are represented by grey circles, while that with a red outline indicates the seed gene for the network. The heatmap highlights the expression of a subset of genes in B73, B97, Mo18W and M162W after 24 h of submergence. (c.) Expression of highlighted genes at 72 h after submergence. All genes showed significant differences in expression between submerged and control plants (FDR <0.001). The scale indicates log_2_ fold-change. Up-regulation indicates higher expression in submerged samples. *CBF2*: *C-REPEAT/DRE BINDING FACTOR2*; *CBF3*: *C-REPEAT/DRE BINDING FACTOR3*; *ERF7*: *ETHYLENE RESPONSE FACTOR7*; *RRTF1*: *REDOX REPONSIVE TRANSCRIPTION FACTOR1*

### Subtol6, a major QTL on chromosome 6 is associated with submergence tolerance

We selected the RIL family derived from the cross between the tolerant Mo18W and sensitive B73 lines in the NAM population to study the genetic basis of submergence tolerance in Mo18W. To this end we screened 166 RILs for submergence tolerance using the protocol described earlier for screening the founder lines (Fig. 5A) [29]. QTL analysis was performed with a publically available set of 1478 markers [46]. A major QTL, that we named *Submergence Tolerance 6* (*Subtol6)* was detected on chromosome 6. The *Subtol6* region spans ∼ 20 Mb (141–162 Mb) with the most significant marker located at ∼162 Mb (Fig. 5B). This QTL explains 22% of the total phenotypic variation for mean leaf score. To determine whether *Subtol6* is associated with submergence tolerance or sensitivity, we examined the mean leaf score for RILs harboring the Mo18W and B73 alleles at this location. RILs harboring the Mo18W allele for *Subtol6* were more tolerant than RILs with the B73 allele, suggesting that this region from Mo18W contains alleles conferring submergence tolerance in Mo18W relative to B73 (Fig. 5C).

**Fig 5:**
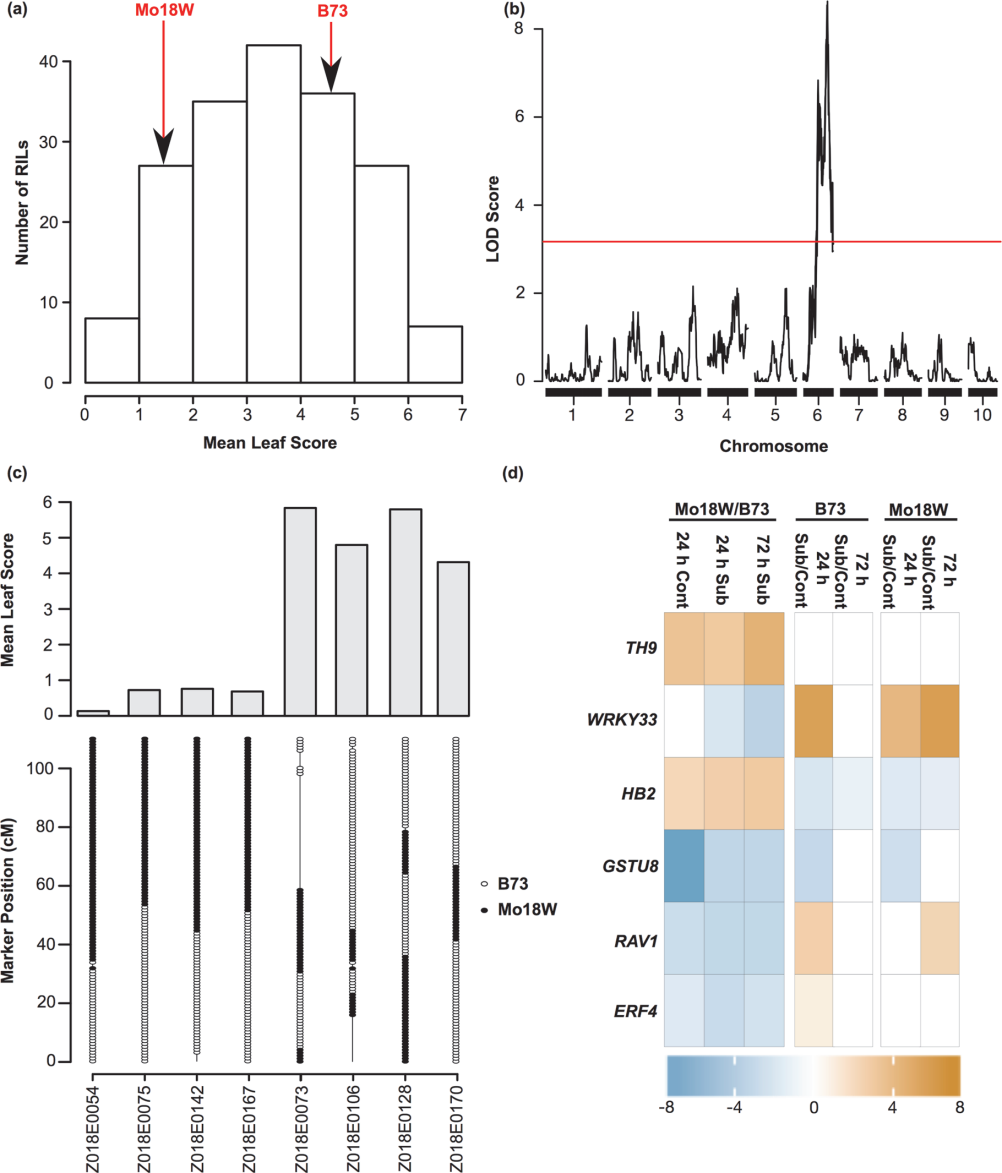
*Subtol6* is associated with submergence tolerance in maize. (a.) Distribution of mean leaf scores for Mo18W x B73 RIL mapping population and parental inbreds. Leaf score was averaged across leaves 1 to 3. Scores for parental inbreds are indicated with red arrows. (b.) Interval mapping results for QTL identified in the Mo18W x B73 RIL family from the NAM population. LOD threshold was determined using 10,000 permutations. (c.) Observed genotypes of chromosome 6 for a subset of tolerant and sensitive RILs. Markers with the B73 allele are represented by open ovals, while Mo18W alleles are represented by closed ovals. (d.) Expression of a subset of genes that fall within the Bayes credible interval for the most significant marker. Expression data was derived from RNA sequencing of B73 and Mo18W after 24 h and 72 h after submergence. All genes between ∼141.4 to 162.8 Mb on chromosome 6 and showing significant differences in expression in comparisons between B73 and Mo18W were considered (FDR <0.001). The scale indicates log_2_ fold-change. Up-regulation indicates higher expression Mo18W relative to B73. *TH9*: *THIOREDOXIN9* (GRMZM2G701204); *WRKY33* (GRMZM2G169966); *HB2*: *HEMOGLOBIN2* (GRMZM2G168898); *GSTU8*: *GLUTATHIONE S-TRANSFERASE8* (GRMZM2G097989); *RAV1*: *RELATED TO ABI3/VP1 1* (GRMZM2G059939); *ERF4*: *ETHYLENE RESPONSE FACTOR4* (GRMZM2G020150)

To identify candidate genes for submergence tolerance in the *Subtol6* region, we mined the submergence transcriptome data for B73 and Mo18W from our RNAseq analysis. All genes falling within the 95% Bayes credible interval around the most significant marker (141–162 Mb on chromosome 6) were considered for expression analysis. 

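The listing of genotypic differences in S3 File holds 228 genes on chromosome 6, of which 178 start between 141.4 and 162.8 Mb, and all 178 are in the files. Mo18W and B73 were compared with 3 samples per group in the control, after 24 h and after 72 h of submergence. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 111 of the 178 genes passed the threshold in at least 1 condition and 0 passed in all 3. In submerged plants at 24 h, 23 of them were higher in Mo18W and 51 were lower, and at 72 h 25 were higher and 68 lower. In the controls 0 genes passed. Without Mo18W control replicate 1, 17 were higher and 38 lower in the controls, and 119 genes passed in at least 1 condition. For the interval from 141 to 162 Mb, 101 of 164 listed genes passed. Leaving out replicate 2 of every group lowered the number most, from 111 to 26.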

Sixty-seven genes within this region showed significant differences (FDR < 0.001) in transcript abundance between Mo18W and B73 under control, or after 24 and 72 h of submergence (S3 File). Six of these differentially expressed genes underlying the *Subtol6* region have been previously reported to be involved in abiotic stress responses, hypoxia and senescence/oxidative stress (Fig. 5D). 

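The genes shown in Fig. 5D lie on chromosome 6 of ZmB73_RefGen_v2. ERF4 (GRMZM2G020150) starts at 156397491, GSTU8 (GRMZM2G097989) at 147060736, TH9 (GRMZM2G701204) at 154314291 and WRKY33 (GRMZM2G169966) at 153264614. After 24 h of submergence, the log2 fold change of Mo18W against B73 was -2.77 for ERF4 (SE 0.2, adjusted p = 1e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -3.12 for GSTU8 (SE 0.41, adjusted p = 0.00032, same test). It was 3.11 for TH9 (SE 0.47, adjusted p = 0.00074, same test) and -1.96 for WRKY33 (SE 0.43, adjusted p = 0.0057, same test). At 72 h it was -2.52 for ERF4, -3.4 for GSTU8, 4.23 for TH9 and -3.76 for WRKY33 (n = 3 samples per group). In the controls, GSTU8 differed by -5.34 (SE 1.2, adjusted p = 0.041, edgeR) and ERF4 by -1.07 (SE 0.49, adjusted p = 0.27, edgeR). Leaving out Mo18W control replicate 1 moved the GSTU8 control value most, to -7.75 (adjusted p = 1.4e-06, edgeR), and took that of ERF4 to -1.73 (adjusted p = 0.00026, edgeR). The paper selects these genes from the interval for their reported roles in abiotic stress responses, hypoxia and senescence.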

Two notable candidate genes are *RELATED TO ABA-INSENSITIVE3(ABI3)/VIVIPAROUS1* (*RAV1;* GRMZM2G059939) and *HEMOGLOBIN2* (*HB2;* GRMZM2G168898). 

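RAV1 (GRMZM2G059939) spans 162571228 to 162572891 on chromosome 6 of ZmB73_RefGen_v2. After 24 h of submergence it had 25.5 ± 3.63 TMM-normalized CPM in B73 and 3.13 ± 0.705 in Mo18W (SD, n = 3). After 72 h the values were 21.2 ± 4.94 and 2.02 ± 0.255. The log2 fold change of Mo18W against B73 was -3.03 at 24 h (SE 0.23, adjusted p = 1.5e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -3.34 at 72 h (SE 0.21, adjusted p = 1.2e-05, same test). Both values passed the threshold in all 6 fits that left out one sample. The controls had 3.76 ± 0.923 in B73 and 2.14 ± 2.65 in Mo18W, where the replicates were at 5.2, 0.679 and 0.535. The log2 fold change in the controls was -0.813 (SE 0.92, adjusted p = 0.7, edgeR), smaller than its SE. It moved most without Mo18W control replicate 1, to -2.68 (adjusted p = 0.00054, edgeR with Benjamini-Hochberg adjustment). The paper proposes RAV1 as a candidate for Subtol6 from the expression difference between Mo18W and B73. It reports that difference by quantitative PCR as well, which was not analysed here. It also mentions the position of RAV1 near the most significant marker.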

*RAV1*, an *ERF* located at approximately 162.6 Mb, was expressed at significantly lower levels in Mo18W when compared to B73 in control and submerged conditions (S10A Fig). The position of *RAV1* is in close proximity to the most significant marker for *Subtol6* at ∼162 Mb. Arabidopsis *RAV1* is known to positively regulate leaf senescence [47]. The second candidate gene, *HEMOGLOBIN2* (*HB2*), which encodes for a non-symbiotic hemoglobin protein was identified at approximately 159.1 Mb on chromosome 6. *HB2* was expressed at higher level in Mo18W relative to B73 in both control and submerged conditions (S10B Fig). 

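HB2 (GRMZM2G168898) spans 159147009 to 159148433 on chromosome 6 of ZmB73_RefGen_v2. In the controls it had 138 ± 12.9 TMM-normalized CPM in Mo18W and 28.1 ± 2.65 in B73 (SD, n = 3). After 24 h of submergence the values were 52.7 ± 9.42 and 7.22 ± 0.962, and after 72 h they were 60 ± 5.62 and 8.33 ± 1.55. Every Mo18W replicate was above every B73 replicate in each condition. The log2 fold change was 2.27 in the controls (SE 0.2, adjusted p = 0.0052, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2.86 at 24 h (SE 0.19, adjusted p = 7.6e-06, same test) and 2.9 at 72 h (SE 0.17, adjusted p = 8.4e-06, same test). The control value did not pass the threshold of 0.001 by this test with all samples. It passed without Mo18W control replicate 1, at 2.28 (adjusted p = 4.2e-06, edgeR), under edgeR's exact test, at 2.27 (adjusted p = 8.7e-09), and with all 36 samples in one fit, at 2.3 (adjusted p = 5.8e-10). It did not pass with a replicate block, at 2.27 (adjusted p = 0.16, edgeR), and it passed in 1 of the 6 fits that left out a sample. Among those fits, the control value moved most without B73 control replicate 2, to 2.16 (adjusted p = 0.053, edgeR). Submergence lowered HB2 in both inbreds, with a log2 fold change at 24 h of -1.38 in Mo18W (adjusted p = 0.022, edgeR; -1.46 and 0.0011 without Mo18W control replicate 1) and -2.01 in B73 (adjusted p = 4.4e-06, edgeR). The paper takes the higher abundance in Mo18W, which it also measured by quantitative PCR, as a reason to propose HB2 as a candidate for Subtol6.

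**Figure D2:**
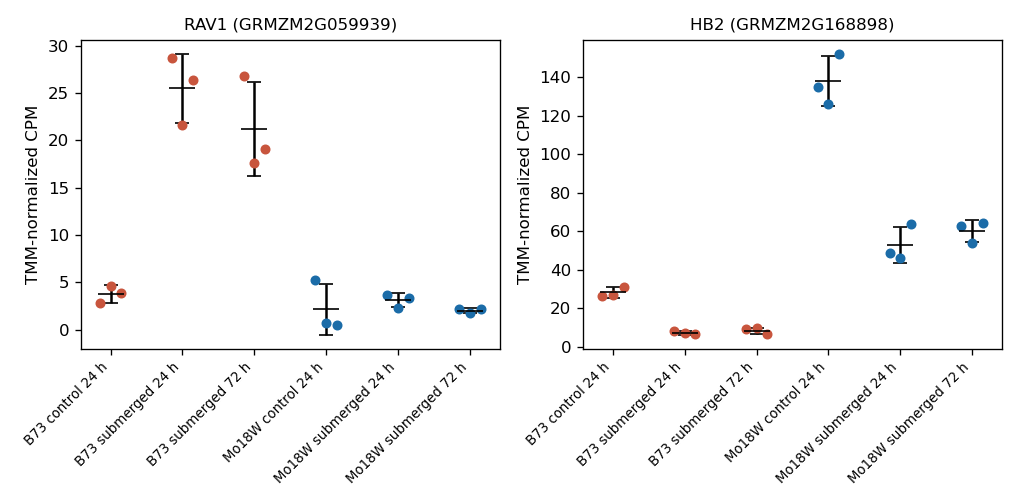
TMM-normalized CPM (y axis) of RAV1 and HB2 in B73 and Mo18W by condition (x axis), with 1 point per replicate, the mean as a bar and the SD (n = 3) as error bars. For RAV1, Mo18W control replicate 1 lies at 5.2 and the other Mo18W controls at 0.679 and 0.535. For HB2, all Mo18W points lie above all B73 points of the same condition.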

Hemoglobin proteins in maize have been associated with repressing ROS levels and maintaining energy status of maize cells during hypoxic conditions [48–51].

## Discussion

We have characterized the genetic variation for submergence tolerance in the maize NAM parent diversity panel and identified two inbreds with significantly higher submergence tolerance during the early seedling stage. These results have provided a means to map and characterize a major submergence tolerance QTL (*Subtol6*) using RILs derived from Mo18W and B73. Interestingly, the RILs harboring the B73 allele at *Subtol6*, were considerably more sensitive to submergence than those with the Mo18W allele. Since B73 is widely used in many U.S. breeding programs, this suggests that there is a need for improving submergence tolerance in lines that have retained alleles associated with B73 submergence sensitivity.

The submergence tolerant lines identified from our experiments displayed delayed senescence in response to complete submergence. Lower ROS levels were observed in the tolerant lines during submergence. An increase in ROS has been reported in plants exposed to submergence and hypoxic conditions [52, 53]. One of the likely candidate genes that we propose for *Subtol6* is *HB2*. This is based on the expression differences between the parent inbreds (Mo18W and B73) and previously reported role of *HB2* in plant survival in low oxygen or low ATP conditions [48–51]. A recent report has linked lower *HB2* levels with the triggering of programmed cell death, mediated by higher ROS levels in maize embryogenic tissue [51]. Our observations that the tolerant Mo18W has higher *HB2* transcript abundance, lower ROS levels and minimal senescence after submergence stress present *HB2* as an attractive candidate for *Subtol6*.

The second candidate gene underlying the *Subtol6* that we propose is the maize ortholog of *AtRAV1*, a member of the ERF gene family. Maize *RAV1* transcript abundance was lower in Mo18W relative to B73 under control and submerged conditions. 

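The difference between Mo18W and B73 in the response of RAV1 (GRMZM2G059939) was tested in one edgeR fit per time, with 24 samples and 3 replicates per group. It was -2.17 on the log2 scale at 24 h (SE 0.793, adjusted p = 0.16, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -2.42 at 72 h (SE 0.761, adjusted p = 0.0498, same test). Within B73, RAV1 rose by a log2 fold change of 2.71 at 24 h (SE 0.19, adjusted p = 3e-06) and 2.44 at 72 h (SE 0.23, adjusted p = 6.4e-05). Within Mo18W, it changed by 0.662 at 24 h (SE 0.86, adjusted p = 0.68) and 0.0281 at 72 h (SE 0.85, adjusted p = 0.99). Leaving out Mo18W control replicate 1 moved the Mo18W values most, to 2.32 at 24 h (adjusted p = 0.0029) and 1.77 at 72 h (adjusted p = 0.0022). The difference between the inbreds was then -0.371 at 24 h (adjusted p = 0.82, edgeR) and -0.673 at 72 h (adjusted p = 0.53, edgeR). It moved most with replicate 1 left out of every group, to -0.188 and -0.346. The paper takes the stronger induction in B73, together with the effect of RAV1 overexpression in Arabidopsis, as a reason to consider RAV1 for the senescence of B73.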

Although, *RAV1* expression is induced in both Mo18W and B73, the up-regulation in B73 is higher than Mo18W in response to submergence. The differential expression pattern of *RAV1* between Mo18W and B73 is noteworthy because overexpression of *RAV1* in Arabidopsis is known to lead to early senescence. In wildtype Arabidopsis plants, *RAV1* expression is induced during onset of senescence [47]. This is consistent with the increased senescence observed in B73 relative to Mo18W after submergence stress. Although our selection of candidates for *Subtol6* is based on gene expression level differences, it is possible that the genetic basis of the *Subtol6* gene(s) could be due to sequence polymorphism in the underlying gene that has comparable transcript abundance during submergence and in control conditions. It is also possible that Mo18W may have additional gene(s) not present in the reference genome based on B73 as was the case with the rice *Sub1* locus. Future characterization of the *Subtol6* locus will address these possibilities and elucidate the casual gene underlying *Subtol6*.

Several *CBF/DREB* genes were induced in response to submergence in maize. This response was only observed in maize and is missing in rice and Arabidopsis. *CBF* genes act together in a transcriptional network and are expressed in response to a variety of conditions such as low temperature, dehydration, mechanical agitation, and senescence [54]. Notably, the induction of the CBF transcriptional network was stronger in the tolerant Mo18W, indicating that a *CBF*-mediated response may be more active in this line. 

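Across all genes, the submergence response of Mo18W was compared with the mean response of the other inbreds (24 samples per fit, 3 replicates per group, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05). At 24 h, 848 of 24950 genes differed, 261 with a higher and 587 with a lower response in Mo18W. At 72 h, 2775 of 24918 genes differed, 576 higher and 2199 lower. None of the 6 CBF genes of S3 Table had a difference past that threshold at either time. The closest was GRMZM2G069126 at 24 h, with 3 on the log2 scale (SE 0.831, adjusted p = 0.052, same test), and this gene passed, at 3.4, without Mo18W control replicate 1 (adjusted p = 0.038, same test). It also passed under DESeq2 (3.02, adjusted p = 0.011), with all 36 samples in one fit (3.01, adjusted p = 0.014, edgeR) and without replicate 1 of every group (3.58). It did not pass with RLE, no low-count filter, a replicate block, or without replicate 2 or 3. The 24 h number of genes that differed was 12 with replicate 3 left out of every group and 1729 with all 36 samples in one fit, the settings farthest from 848 on each side. The paper reads the induction of the CBF network as stronger in Mo18W and proposes that a CBF-mediated response is more active in this line.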

In our study, submergence-induced senescence was delayed considerably in Mo18W compared to B73 and B97. Studies by Sharabi-Schwager et al. have shown that the ectopic expression of *CBF* genes negatively regulates senescence in Arabidopsis [55, 56]. Although further studies are needed to determine the underlying cause of delayed senescence in Mo18W, the higher expression of the *CBF* transcriptional network highlights an interesting feature of the submergence response of this inbred and merits further exploration.

Although the tolerant lines have very different genetic backgrounds, at the molecular level, several interesting features were shared. Both tolerant inbreds had higher transcript abundance of ethanol fermentation related genes, specifically *PDC3* and *ADH1* compared to sensitive inbreds. In hypoxic conditions, PDC catalyzes the conversion of pyruvate to acetaldehyde, which is then converted to ethanol by ADH providing NAD^+^ for glycolysis [16]. An unannotated transcript showing homology to the alpha subunit of *PYROPHOSPHATE-DEPENDENT FRUCTOSE-6-PHOSPHATE 1-PHOSPHOTRANSFERASE (PFP)* protein in maize was relatively less repressed in both tolerant lines compared to sensitive lines during submergence. During anoxic conditions the levels of ATP declines dramatically, and pathways that consume ATP are replaced by those that utilize PPi [13, 14, 57, 58]. In rice seedlings, the activity of PFP increased during prolonged oxygen deprivation, and the activity of *PFP* was dependent on protein levels rather than protein kinetics [12]. Furthermore, higher glycolytic rates, and higher protein levels and activity of *PFP* were reported in anoxia tolerant rice [18]. Although the exact function of *PFP* in plants is not entirely clear, it is thought that fructose-6-phosphate could be phosphorylated by *PFP* rather than phosphofructose kinase during anoxia. This mechanism could increase the ATP yield of glycolysis by as much as 50% during anaerobiosis [12]. To date no studies have explored the importance of *PFP* in hypoxia/submergence tolerance in maize, however the expression pattern of *PFP* in tolerant genotypes in our study presents an intriguing possibility for a role in submergence tolerance in maize.

Complete submergence of maize during an early vegetative stage is an event that could contribute to substantial seedling leaf senescence with resultant yield losses. Precipitation events leading to maize submergence are likely to increase in frequency with the predicted climatic shifts in precipitation patterns. Despite the economic implications of this situation, very few studies have explored submergence tolerance in maize [7, 59]. Here, we have identified a major QTL for submergence tolerance and characterized the molecular responses of a diverse set of maize inbreds to submergence. Future work will focus on identification and functional characterization of the major *Subtol6* gene conferring submergence tolerance in Mo18W.

## Materials and Methods

### Post-submergence visual scoring of NAM parents

Initial phenotypic screening for submergence tolerance was conducted using twenty-three genetically diverse maize (*Zea mays*) inbreds from the Nested Association Mapping (NAM) parent panel, representing five subfamilies, and B73 [29]. The genotypes used in this study and their corresponding subfamilies are listed in S4 Table. Seeds of each genotype were sown directly in soil and grown in greenhouse conditions. Temperature was maintained between 26.7 to 32.2°C during the day and 26.1 to 29.4°C during the night. The relative humidity ranged from 35% to 70%. Supplemental lighting was supplied by 1000-watt metal halide bulbs (Philips Lighting Co., Somerset, NJ, USA) from 0700 to 1800 hrs. Light intensity was measured at approximately 1200 hrs one day prior to submergence with LI-250A light meter and ranged from approximately 378 ± 62.4 μmol m^−2^ s^−1^ (LI-COR Biosciences, Lincoln, NE, USA). Pots were irrigated twice a day with approximately 50 ml of water. Half-strength Hoagland solution (50 ml) was applied once the first true leaf was visible to ensure that plants had adequate nutrition throughout the duration of the experiment [60]. Uniform seedlings (3 seedlings per inbred) were transferred to 416 L tubs at the V2 stage (three leaf stage) for submergence treatment. The water in the tubs was allowed to reach near ambient room temperatures (24–27°C) 24 to 48 h prior to submerging the plants. Plants were arranged in a complete randomized design, and were arranged towards the center to avoid shading by the walls of the tub. Plants were scored using a visual scoring system for the duration of one week post-submergence (S1 Fig). During the recovery period the temperatures maintained between 26.7 to 32.2°C during the day and 26.1 to 29.4°, and the relative humidity ranged from 35% to 70%. Supplemental lighting was supplied by 1000-watt metal halide bulbs (Philips Lighting Co., Somerset, NJ, USA) from 0700 to 1800 hrs. The duration of submergence was 48 or 96 h. Each leaf was scored visually on a 0 to 10 scale with 0 being completely healthy and 10 indicating complete senescence. Three independent biological replicates of the submergence experiments were conducted during May and August. Samples were collected from three biological replicates for each genotype for scoring and RNA extraction. For QTL mapping, a single RIL family (Mo18w x B73) consisting of 180 lines from the NAM population was selected for phenotypic screening. Four independent biological replicates of the submergence experiments described above were conducted in the months of November, December, May, and June. Pots were submerged for 48 h and arranged in an alpha lattice design with two adjacent tubs comprising one replication. Phenotypic screening of RILs was performed at 48 h rather than 96 h due to the high sensitivity to submergence observed in many lines. A large portion of the RIL population experienced complete senescence when seedlings were submerged for longer than 48 h. Leaf senescence was scored on the first three leaves at 24 h after submergence.

### Visual scoring for leaf H_2_O_2_ and Superoxide

Plants at the V2 stage were submerged for a period of 96 h. To detect superoxide production, leaves were excised immediately after removing from submergence and placed in a 0.5 mg/mL nitroblue tetrazolium (NBT; Sigma-Aldrich, St. Louis, MO, USA) solution in 10mM potassium phosphate buffer (pH 7.6) and were incubated at 25ºC for 3h in complete darkness. For H_2_O_2_ visualization, leaf tissue was collected as described above, immersed in 1 mg/mL 3,3-diaminobenzidine tetrahydrochloride (DAB; Sigma-Aldrich, St. Louis, MO, USA) in 50 mM tris-acetate buffer (pH 5.0), and were incubated at 25ºC for 24 h in complete darkness. For each assay, the leaves were boiled in a 95% ethanol solution until all chlorophyll was removed, and were rehydrated in a 40% glycerol solution for 16 h at 25ºC.

### RNA Isolation

For submergence experiments, plants were removed from submergence tubs and the shoot tissue was cut approximately 1 cm above the soil line and snap frozen in liquid nitrogen. This process was completed within 10 seconds. RNA was extracted using the TRIzol method and quantified using Nanodrop8000 spectrophotometer (ThermoScientific, Wilmington, DE, USA). RNA cleanup was performed according to RNeasy MinElute Cleanup kit protocol (Qiagen, Valencia, CA, USA). RNA was eluted with 15 μl RNase-free water after on-column DNase1 treatment using the protocol described by the manufacturer.

### RNA sequencing

RNA sequencing was done using Illumina HiSeq 2000 sequencer. Prior to library construction, RNA integrity was analyzed using Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). RNAseq libraries were prepared using PolyA+ mRNA isolated from each RNA sample following standard Illumina RNASeq protocol. cDNA synthesis and library construction was done according to the manufactures guidelines. The 36 samples were distributed evenly across six lanes of the Illumina HiSeq2000 flow cell. On average, approximately 34,308,889 101 bp single-end reads were produced in each lane. The total number of reads obtained is provided as S5 Table. The raw data are publicly available through the National Center for Biotechnology Information Gene Expression Omnibus (GSE63429).

### RNA-seq differential expression analysis

Short reads were mapped against the B73 genome (ZmB73_RefGen_v2 from maizesequence.org) using Bowtie, allowing up to two base mismatches per read [61]. Reads mapped to multiple locations were discarded. Detailed mapping information for each sample is provided in S6 Table. Numbers of reads in genes were counted by the HTSeq-count tool using B73 gene annotations (ZmB73_5b_FGS; http://ftp.maizesequence.org/current/filtered-set/ZmB73_5b_FGS.gff.gz) and the “union” resolution mode was used [62]. For pair-wise comparisons, the edgeR package with TMM normalization method was used to analyze the numbers of reads aligned to genes and to identify differential expressed genes [63, 64]. A threshold value for fold-change of differential expression was set at log_2_ (fold-change) > 1 (two-fold actual value) and adjusted *p*-values < 0.001 for the null hypothesis.

### Identification of unannotated transcripts

Short reads were mapped against the B73 genome (ZmB73_RefGen_v2) using TopHat, allowing up to two base mismatches per read [65, 66]. Reads mapped to multiple locations were discarded. All mapped reads were analyzed with Cufflinks package to discover novel transcripts [66]. First, mapped reads for one replicate were assembled by Cufflinks to find expressed transcripts, and results of all replicates for the same genotype were merged together using the “cuffmerge” program. Second, these discovered transcripts were compared with B73 gene annotation (ZmB73_5a_WGS) with the “cuffcompare” program to find unannotated transcripts, which were considered as novel transcripts. Finally, the sequences of novel transcripts were extracted and blasted against the non-redundant (NR) library to determine if they are coding or non-coding genes [67]. Transcripts were considered to be potential protein coding genes if the e-value was less than 1 x 10^–8^. Differential expression analysis for unannotated transcripts was performed using edgeR as described above. The nucleotide sequence for *PFP1* (TCONS_00005048) showed 99.8% identity to that described by Guo et al [68] (JQ522972; S11 Fig).

### Transcription Factor and Gene Ontology Enrichment Analysis

To test whether transcription factor families were significantly enriched among differentially expressed genes the hypergeometric test was performed for each transcription factor family. Gene annotations were obtained from the Plant Transcription Factor DatabaseV3.0 [69]. The total number of genes annotated for each transcription factor family is listed in S1 Table and S2 Table.

Gene ontology enrichment analysis was conducted on sets of genes that were up- and down-regulated in response to submergence with respect to control plants. GO annotations for the complete proteome of B73 (Release 4a.53) were retrieved from AgriGO (Zea mays V5a; http://bioinfo.cau.edu.cn/agriGO/). Enrichment analysis was carried out using the Bioconductor package TopGO in R [70]. Only the “biological function” category was used for analysis. Enrichment tests were performed using the “classic” algorithm with Fisher’s exact test. Results of the GO enrichment analysis are provided as S4 File.

### Phylogenetic Analysis of ERF transcription factors

To determine phylogenetic relationships between maize, rice and Arabidopsis ERF genes multiple sequence alignment of the AP2 domain was performed using ClustalOMEGA (V1.2.1) with the following settings:—iterations 3—max-guidetree-iterations 3—max-hmm-iterations 3 [71] The AP2 domain(s) sequence was obtained from Plant Transcription Factor DatabaseV3.0 [69]. In some cases where multiple isoforms were reported for a single gene, only the longest isoform was selected. Sequences with more than one AP2 domain were excluded from the analysis. In total 238 maize proteins, 111 Arabidopsis and 104 rice proteins were used for alignment. Construction of the phylogenetic tree was performed using FastTree2 with Jones-Taylor-Thorton model of amino acid evolution and the “CAT” approximation was used to account for variation in rates across sites [72]. Maize genes were classified into ERF subfamilies based on similarity to Arabidopsis and rice ERF family members as reported by Nakano et al. [73]. A complete phylogenetic tree is provided as S5 File.

### Microarray Analysis

Microarray analysis for rice (*Oryza sativa*) and Arabidopsis (*Arabidopsis thaliana*) data was carried out as described by Placido et al. [74]. Briefly, the Bioconductor “affy” and “limma” packages were used for reading CEL files and normalizing microarray data [75]. The raw intensity values for the GeneChip arrays were background corrected, log_2_ transformed, and quantile normalized with robust multiarray average within the R package affy [76]. The statistical computation and assessment of differential expression were done with the empirical Bayes function, which moderates the SE values of estimated log fold changes toward a pooled SD value. P values were adjusted to the Benjamini and Hochberg method (BH) to control the false discovery rate. The top table function was used to list the genes according to the specified *p-value* of 0.05, log_2_ fold change of 1, and *p-value* adjust = BH.

### cDNA synthesis and quantitative PCR

First strand cDNA synthesis was performed using SuperScript VILO for real-time quantitative PCR (qPCR) (Invitrogen Corp., Carlsbad, CA, USA). First-strand cDNA was generated for the two-step quantitative real-time PCR (qRT-PCR) by following the protocol from Superscript VILO cDNA synthesis kit. An amount of 2 μg of RNA was used in the 20 μL reaction mixture. For the qPCR reaction, 3 μL of the diluted cDNA (1:20) was used in the 15 μL reaction mixture. In the qPCR reaction volume, 7.5 μL of LightCycler 480 SYBR Green I Mastermix was used (Roche Diagnostics, Indianapolis, IN, USA). The qRT-PCR was carried out using Roche LightCycle 480 II with the following parameter settings (Roche Diagnostics, Indianapolis, IN, USA): 95°C pre-incubation for 5 min, amplification was done for 40 cycles at 95°C for 20 sec and 60°C for 15 sec and extension at 72°C for 15 sec; the melting curve was set-up for 95°C, 65°C, 97°C; cooling was set-up at 40°C for 30 sec. We used two independent tissue samples, each sample having two technical replicates. Primer sequences are provided in S6 Table. Ubiquitin-conjugating enzyme (GRMZM2G102471) was used as an internal control and showed stable expression patterns in all samples. Relative expression was determined using the delta-delta Ct method [77].

### QTL Analysis

We conducted QTL analysis on mean leaf senescence score for three leaves from a single plant following submergence. On hundred sixty-six RILs common across 4 independent biological replicates were included in the analysis. The genetic map consisted of 1478 SNPs scored using genotype by sequencing (GBS). Data is from the Panzea database labeled AllZeaGBSv2.3 (http://www.panzea.org/lit/data_sets.html#genos). Missing data was previously phased and imputed using the algorithm of Swarts et al. [46]. Interval mapping was implemented with the R/qtl package and percent phenotypic variation was determined using the “fitqtl” function [78, 79]. The 5% significance level corresponded to a logarithm of odds threshold of 3.2 and were determined using 10,000 permutations of the phenotypic data. QTL intervals were further examined for significance by determining a 95% Bayes credible interval. Potential candidate genes within this credible interval underlying the major QTL on chromosome 6 were identified.

## Supporting Information

S1 Fig Graphical summary of visual scoring system used for phenotypic evaluation of submergence and dark-induced senescence. Leaves were scored visually on a 0–10 scale, with 0 indicating no visual stress symptoms and 10 indicating complete senescence.
(PDF) Click here for additional data file.

S2 Fig Photograph describing leaf designations used for visual scoring. (PDF) Click here for additional data file.

S3 Fig Photographs showing tolerant (top and bottom left) and sensitive (top and bottom right pictures) inbreds. Photographs were taken on day 5 of recovery after 96 h of submergence.
(PDF) Click here for additional data file.

S4 Fig Venn diagrams showing differentially expressed genes at 24h and 72h after submergence. All genes showed significant differences in expression between submerged and control plants (p <0.001). Upregulation indicates higher expression in submerged samples.
(PDF) Click here for additional data file.

S5 Fig Gene Ontology (GO) enrichment analysis of differentially expressed transcripts. (A, C). A subset of GO terms that were significantly enriched among genes showing similar expression patterns in tolerant or sensitive inbreds. Genes that are down-regulated in response to submergence are shown in panel A, while those that were up-regulated are shown in panel C. (B, D) A subset of GO terms that were significantly enriched among genes showing similar expression patterns in all inbreds. GO categories that are enriched among transcripts that are down-regulated in response to submergence are displayed in panel B, while those that are up-regulated in response to submergence are shown in panel D. All genes including in GO enrichment analysis showed significant differences in expression (FDR < 0.001). Scale indicates Log10 p-values determined using Fisher’s Exact test. Full results are provided as S4 File.
(PDF) Click here for additional data file.

S6 Fig Expression of oxidative stress-related transcripts in comparisons between genotypes. (A). A subset of genes that are associated with oxidative stress responses and showed significant differences in expression between genotypes (FDR < 0.001). (B) Transcription factor genes belonging to families showing significant enrichment among significantly differentially expressed genes. These transcription factors were selected as they have been reported to be involved in leaf senescence in Arabidopsis. All genes including in GO enrichment analysis showed significant differences in expression (FDR < 0.001). Scale indicates Log2 fold change.
(PDF) Click here for additional data file.

S7 Fig Expression of a subset of ERF transcription factors. (A) ERFs displaying significant differences in response to submergence. (B) ERFs displaying significant differences between inbreds. All genes showed significant differences in expression between submerged and control plants (FDR < 0.001). The scale indicates log2 fold-change. Up-regulation indicates higher expression in submerged samples.
(PDF) Click here for additional data file.

S8 Fig An unrooted phylogenetic tree of maize, rice and Arabidopsis group B-2 (VII) ERF proteins. The amino acid sequence of AP2 domains were obtained from PlantTFDB [69] and aligned using ClustalOMEGA [70] and the phylogenetic tree was generated using the Jones-Taylor-Thorton model of amino acid evolution implemented in FastTree2 [71]. Maize genes were classified into ERF subfamilies based on similarity to Arabidopsis and rice ERF family members as reported by Nakano et al. [72]. Common names are provided for B-2 ERF proteins in Arabidopsis and rice. The protein sequences for rice were obtained from MSU Rice Genome Annotation Project Release 6.
(PDF) Click here for additional data file.

S9 Fig CBF (C-REPEAT/DRE BINDING FACTOR) co-expression clusters. Each gene in the network is represented by a gray circle. The top cluster was seeded with GRMZM2G069146, while the cluster on the bottom was seeded with GRMZM2G069126.
(PDF) Click here for additional data file.

S10 Fig Quantitative real-time PCR of a subset of *Subtol6* candidates. (a) Expression of *RELATED TO ABA-INSENSITIVE3(ABI3)/VIVIPAROUS1* in B73 and Mo18W. (b) Expression of *HEMOGLOBIN2 (HB2*; GRMZM2G168898) in B73 and Mo18W. Statistical significance was determined using a Student’s T-Test. Asterisks represent statistically significant differences between genotypes within each treatment: *** p < 0.001, ** p < 0.01.
(PDF) Click here for additional data file.

S11 Fig Alignment of *PFP1* (TCONS_00005048) and JQ522972.1. (PDF) Click here for additional data file.

S1 Table Transcription factor enrichment analysis from differentially expressed genes of each genotype at 24 h and 72 h after submergence. Comparisons were made between submerged and control samples.
(PDF) Click here for additional data file.

S2 Table Transcription factor enrichment analysis for comparisons between genotypes at 24 h and 72 h after submergence. (PDF) Click here for additional data file.

S3 Table Summary of comparative analysis of maize, Arabidopsis and rice submergence transcriptome analysis. (PDF) Click here for additional data file.

S4 Table Maize varieties and subfamily classification [29]. NA: not included in the classification by McMullen et al., [29].
(PDF) Click here for additional data file.

S5 Table Detailed mapping information for all 36 RNA-seq samples. Mapping was done using Bowtie and Tophat as described in Materials and Methods.
(PDF) Click here for additional data file.

S6 Table List of Primers (PDF) Click here for additional data file.

S1 File Genes displaying significant differences between treatments and genotypes (FDR < 0.001). (XLSX) Click here for additional data file.

S2 File Full list of unannotated genes. (XLSX) Click here for additional data file.

S3 File Genes within *Subtol6* displaying significant differences (FDR < 0.001) in transcript abundance between Mo18W and B73 under control, or after 24 and 72 h of submergence. (XLSX) Click here for additional data file.

S4 File Gene ontology (GO) enrichment analysis of differentially expressed genes. (XLSX) Click here for additional data file.

S5 File Phylogenetic tree of ERF transcription factors in rice, maize and Arabidopsis. (XLSX) Click here for additional data file.

# Supplementary material for: Genetic and Molecular Characterization of Submergence Response Identifies Subtol6 as a Major Submergence Tolerance Locus in Maize
**Source:** PLoS One. 2015 Mar 25;10(3):e0120385. doi: 10.1371/journal.pone.0120385
**Supplement:** S1 Fig — Leaves were scored visually on a 0–10 scale, with 0 indicating no visual stress symptoms and 10 indicating complete senescence.

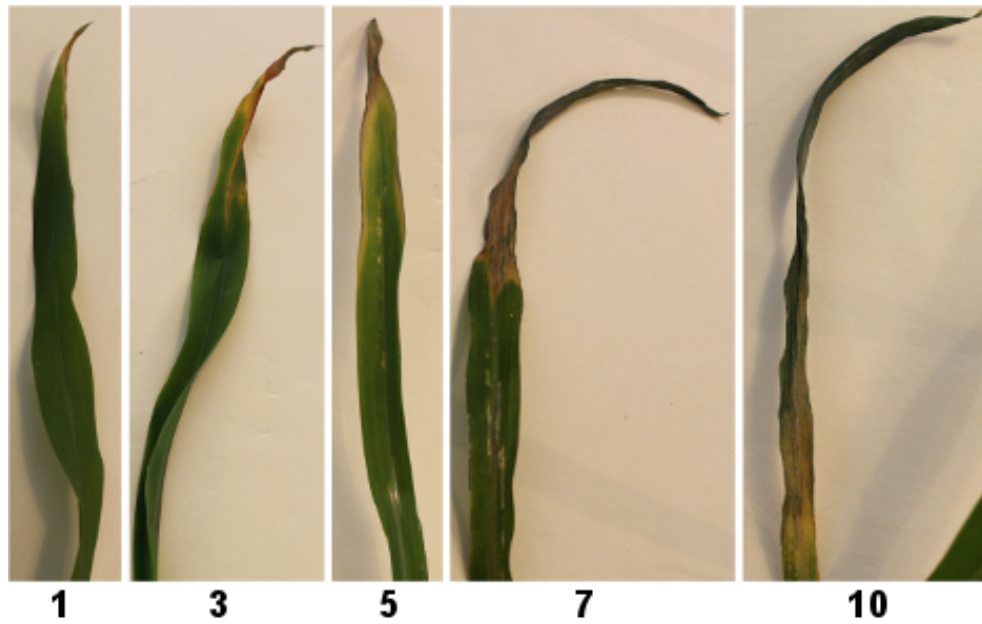

**S1 Figure.** Graphical summary of visual scoring system used for phenotypic evaluation of submergence and dark-induced senescence. Leaves were scored visually on a 0-10 scale, with 0 indicating no visual stress symptoms and 10 indicating complete senescence.

# Supplementary material for: Genetic and Molecular Characterization of Submergence Response Identifies Subtol6 as a Major Submergence Tolerance Locus in Maize
**Source:** PLoS One. 2015 Mar 25;10(3):e0120385. doi: 10.1371/journal.pone.0120385
**Supplement:** S3 Fig — Photographs were taken on day 5 of recovery after 96 h of submergence.

M162W

B73

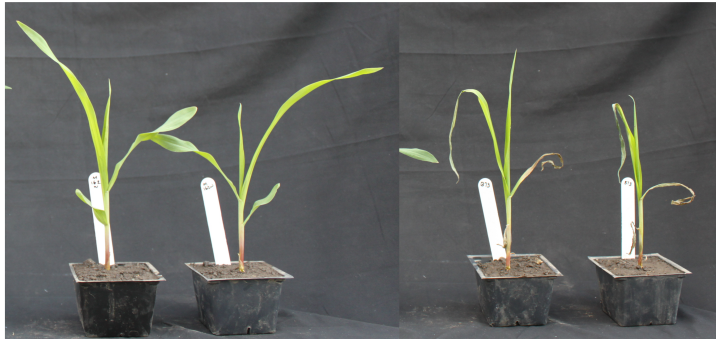

Mo18W

B97

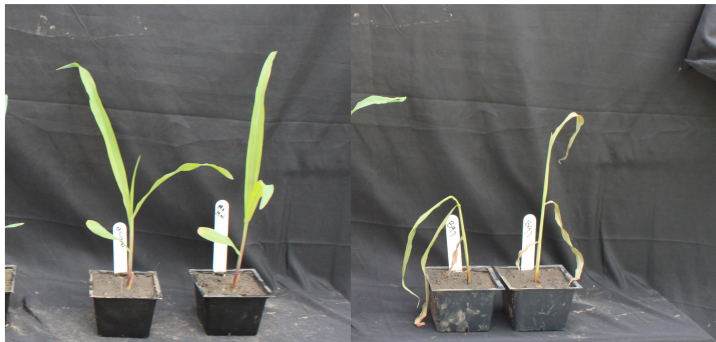

**S3 Figure.** Photographs showing tolerant (top and bottom left) and sensitive (top and bottom right pictures) inbreds. Photographs were taken on day 5 of recovery after 96 h of submergence.

# Supplementary material for: Genetic and Molecular Characterization of Submergence Response Identifies Subtol6 as a Major Submergence Tolerance Locus in Maize
**Source:** PLoS One. 2015 Mar 25;10(3):e0120385. doi: 10.1371/journal.pone.0120385
**Supplement:** S4 Fig — All genes showed significant differences in expression between submerged and control plants (p <0.001). Upregulation indicates higher expression in submerged samples.

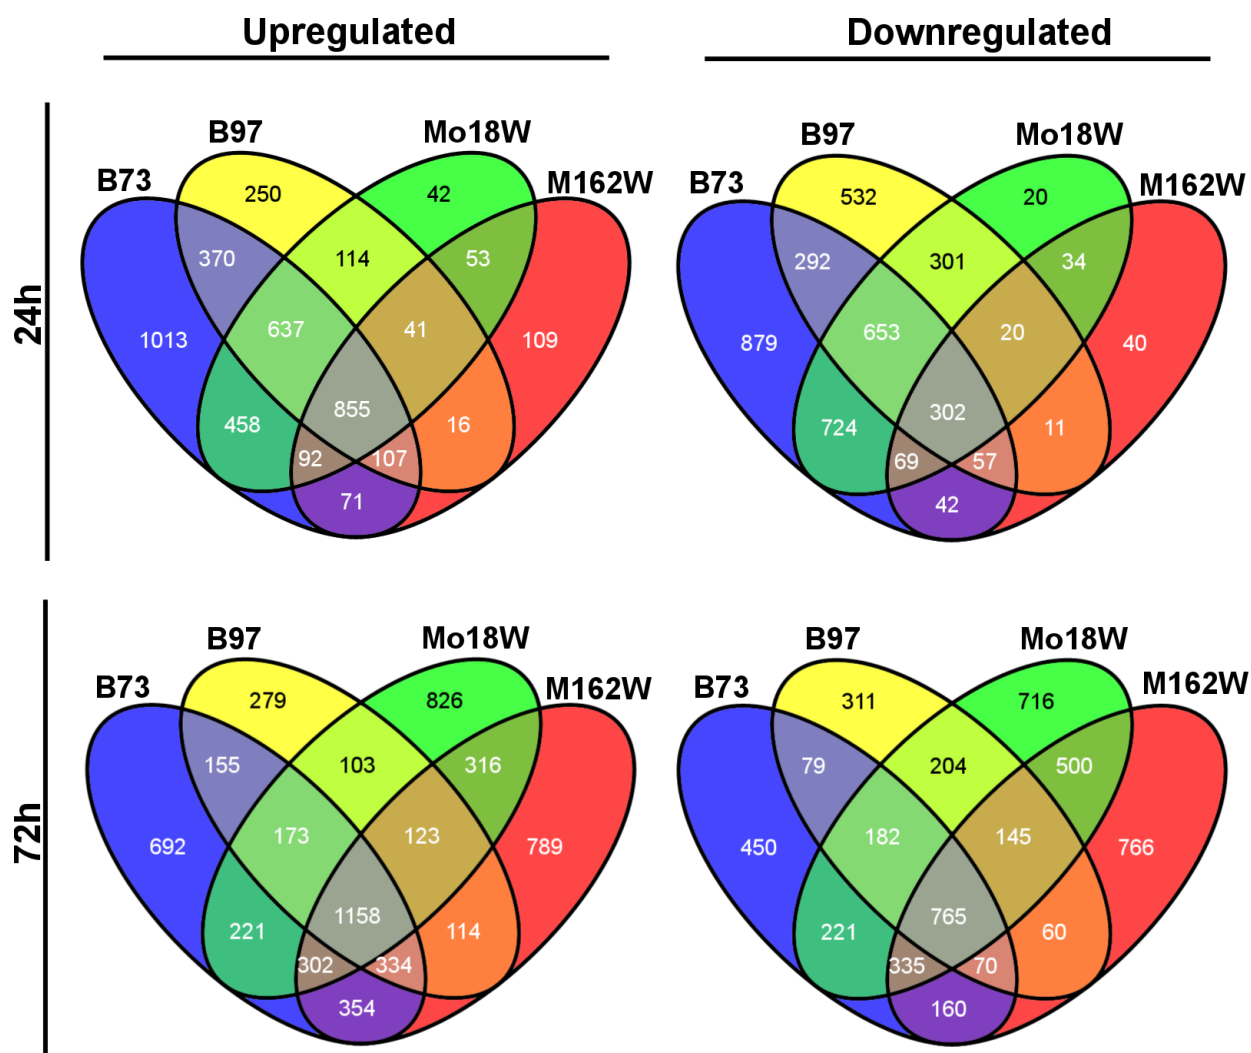

**S4 Figure.** Venn diagrams showing differentially expressed genes at 24h and 72h after submergence. All genes showed significant differences in expression between submerged and control plants ( $p < 0.001$ ). Upregulation indicates higher expression in submerged samples

# Supplementary material for: Genetic and Molecular Characterization of Submergence Response Identifies Subtol6 as a Major Submergence Tolerance Locus in Maize
**Source:** PLoS One. 2015 Mar 25;10(3):e0120385. doi: 10.1371/journal.pone.0120385
**Supplement:** S5 Fig — (A, C). A subset of GO terms that were significantly enriched among genes showing similar expression patterns in tolerant or sensitive inbreds. Genes that are down-regulated in response to submergence are shown in panel A, while those that were up-regulated are shown in panel C. (B, D) A subset of GO terms that were significantly enriched among genes showing similar expression patterns in all inbreds. GO categories that are enriched among transcripts that are down-regulated in response to submergence are displayed in panel B, while those that are up-regulated in response to submergence are shown in panel D. All genes including in GO enrichment analysis showed significant differences in expression (FDR < 0.001). Scale indicates Log10 p-values determined using Fisher’s Exact test. Full results are provided as S4 File.

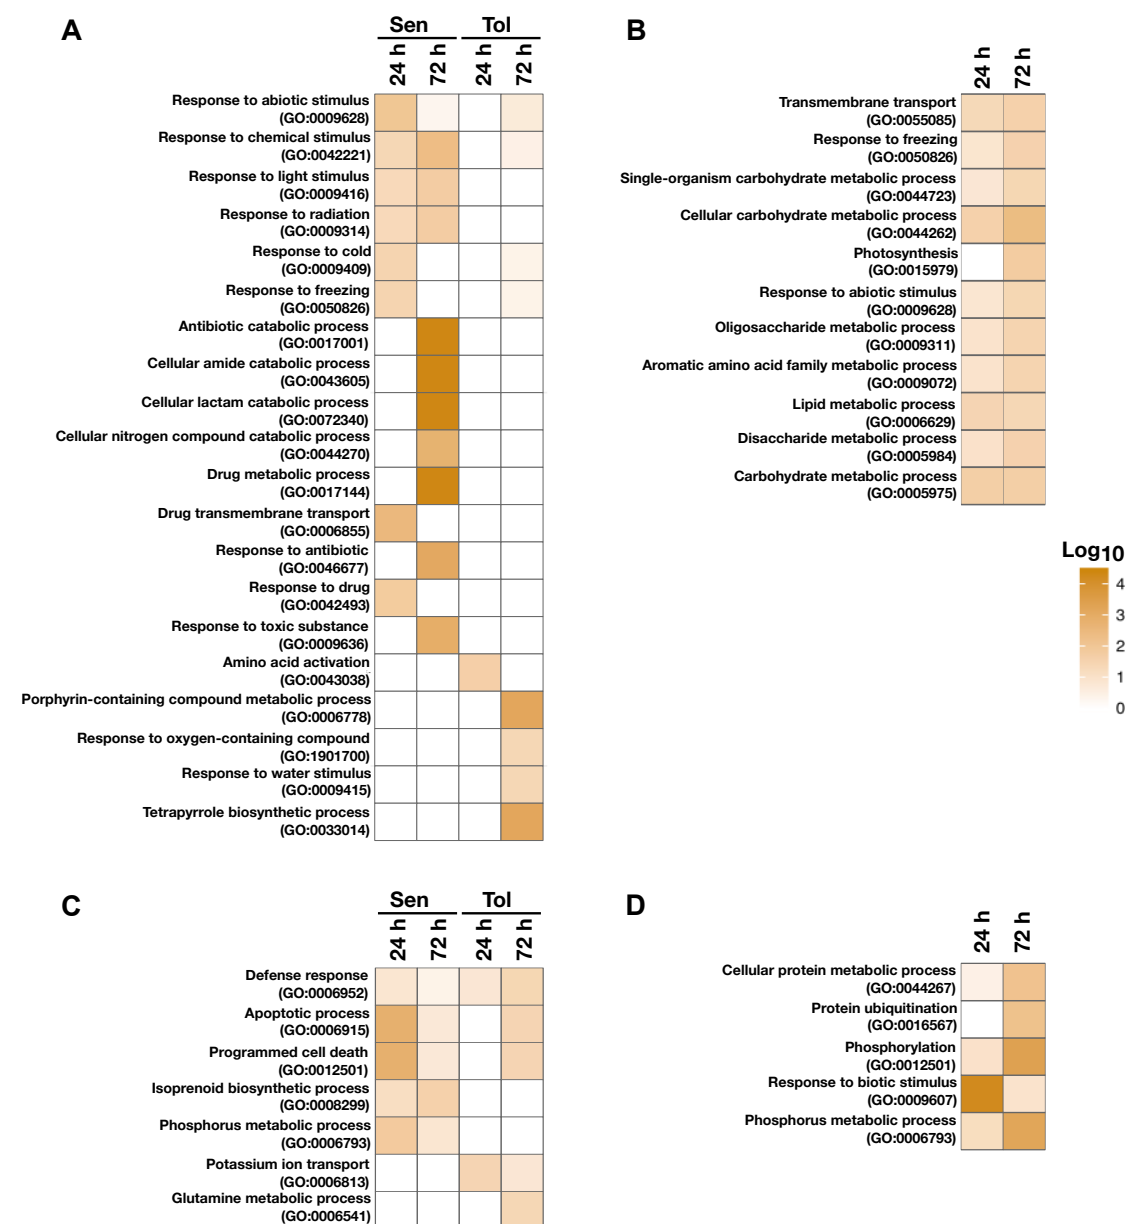

**S5 Figure.** Gene Ontology (GO) enrichment analysis of differentially expressed transcripts. (A, C). A subset of GO terms that were significantly enriched among genes showing similar expression patterns in tolerant or sensitive inbreds. Genes that are down-regulated in response to submergence are shown in panel A, while those that were up-regulated are shown in panel C. (B, D) A subset of GO terms that were significantly enriched among genes showing similar expression patterns in all inbreds. GO categories that are enriched among transcripts that are down-regulated in response to submergence are displayed in panel B, while those that are up-regulated in response to submergence are shown in panel D. All genes including in GO enrichment analysis showed significant differences in expression (FDR < 0.001). Scale indicates Log<sub>10</sub> *p*-values determined using Fisher's Exact test. Full results are provided as Supplemental File S4.

# Supplementary material for: Genetic and Molecular Characterization of Submergence Response Identifies Subtol6 as a Major Submergence Tolerance Locus in Maize
**Source:** PLoS One. 2015 Mar 25;10(3):e0120385. doi: 10.1371/journal.pone.0120385
**Supplement:** S6 Fig — (A). A subset of genes that are associated with oxidative stress responses and showed significant differences in expression between genotypes (FDR < 0.001). (B) Transcription factor genes belonging to families showing significant enrichment among significantly differentially expressed genes. These transcription factors were selected as they have been reported to be involved in leaf senescence in Arabidopsis. All genes including in GO enrichment analysis showed significant differences in expression (FDR < 0.001). Scale indicates Log2 fold change.

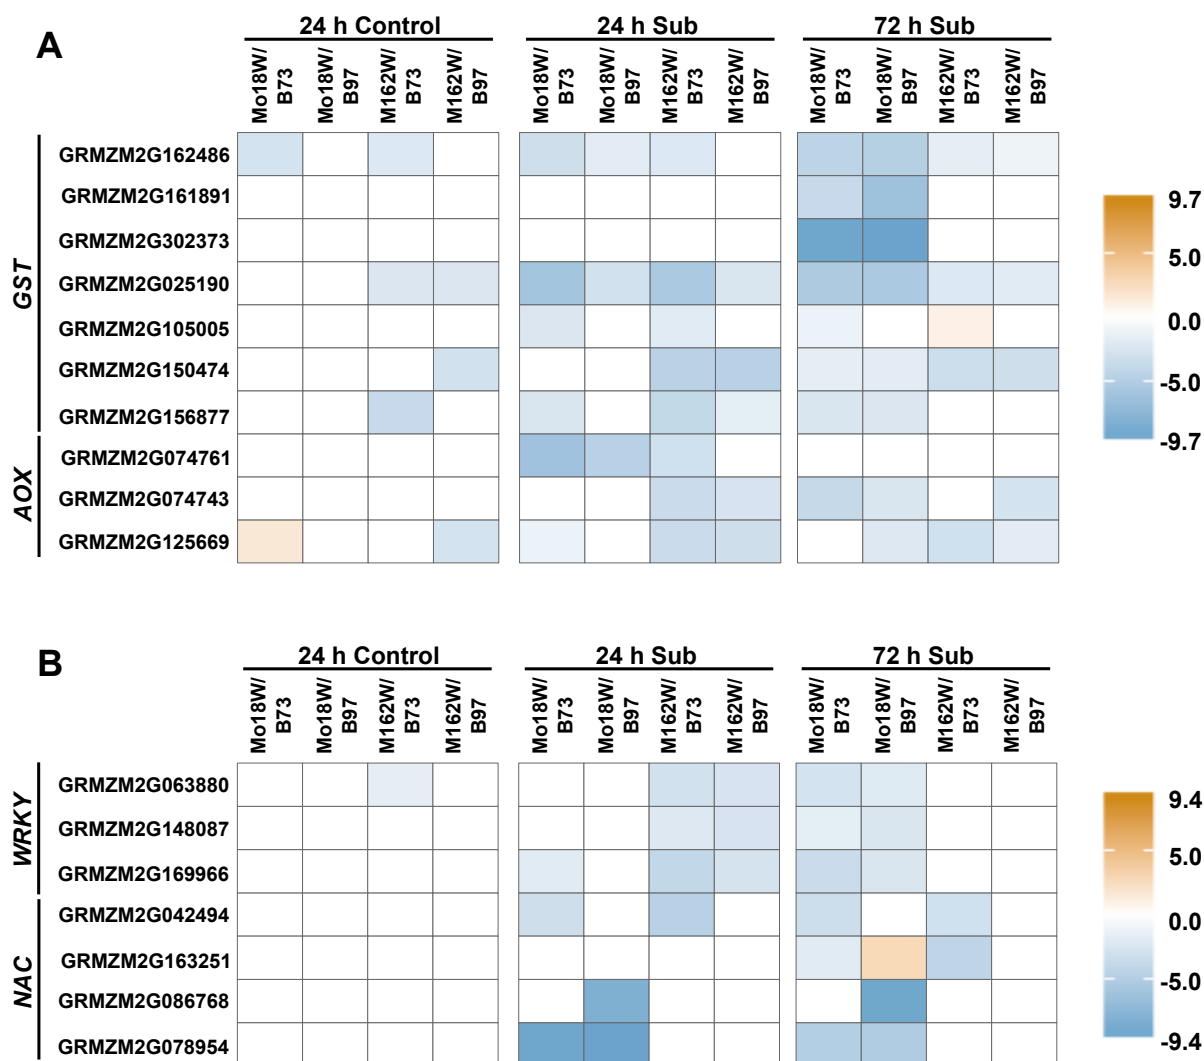

**S6 Figure.** Expression of oxidative stress-related transcripts in comparisons between genotypes. (A). A subset of genes that are associated with oxidative stress responses and showed significant differences in expression between genotypes (FDR < 0.001). (B) Transcription factor genes belonging to families showing significant enrichment among significantly differentially expressed genes. These transcription factors were selected as they have been reported to be involved in leaf senescence in Arabidopsis. All genes including in GO enrichment analysis showed significant differences in expression (FDR < 0.001). Scale indicates Log<sub>2</sub> fold change.

# Supplementary material for: Genetic and Molecular Characterization of Submergence Response Identifies Subtol6 as a Major Submergence Tolerance Locus in Maize
**Source:** PLoS One. 2015 Mar 25;10(3):e0120385. doi: 10.1371/journal.pone.0120385
**Supplement:** S7 Fig — (A) ERFs displaying significant differences in response to submergence. (B) ERFs displaying significant differences between inbreds. All genes showed significant differences in expression between submerged and control plants (FDR < 0.001). The scale indicates log2 fold-change. Up-regulation indicates higher expression in submerged samples.

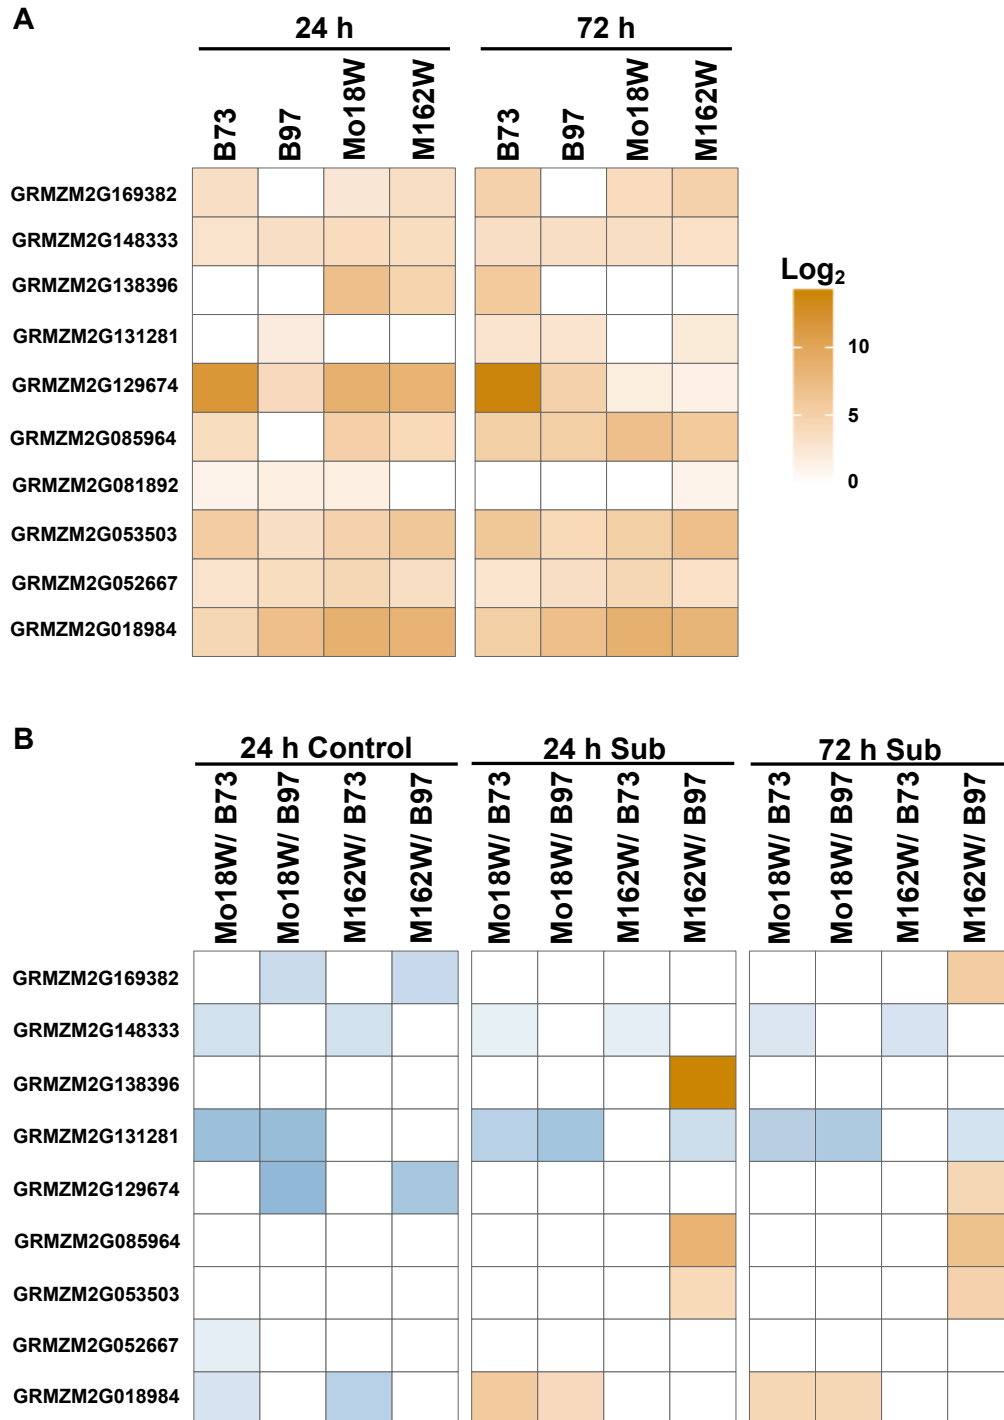

**S7 Figure.** Expression of a subset of ERF transcription factors. (A) ERFs displaying significant differences in response to submergence. (B) ERFs displaying significant differences between inbreds. All genes showed significant differences in expression between submerged and control plants (FDR <0.001). The scale indicates  $\log_2$  fold-change. Up-regulation indicates higher expression in submerged samples.

# Supplementary material for: Genetic and Molecular Characterization of Submergence Response Identifies Subtol6 as a Major Submergence Tolerance Locus in Maize
**Source:** PLoS One. 2015 Mar 25;10(3):e0120385. doi: 10.1371/journal.pone.0120385
**Supplement:** S8 Fig — The amino acid sequence of AP2 domains were obtained from PlantTFDB [69] and aligned using ClustalOMEGA [70] and the phylogenetic tree was generated using the Jones-Taylor-Thorton model of amino acid evolution implemented in FastTree2 [71]. Maize genes were classified into ERF subfamilies based on similarity to Arabidopsis and rice ERF family members as reported by Nakano et al. [72]. Common names are provided for B-2 ERF proteins in Arabidopsis and rice. The protein sequences for rice were obtained from MSU Rice Genome Annotation Project Release 6.

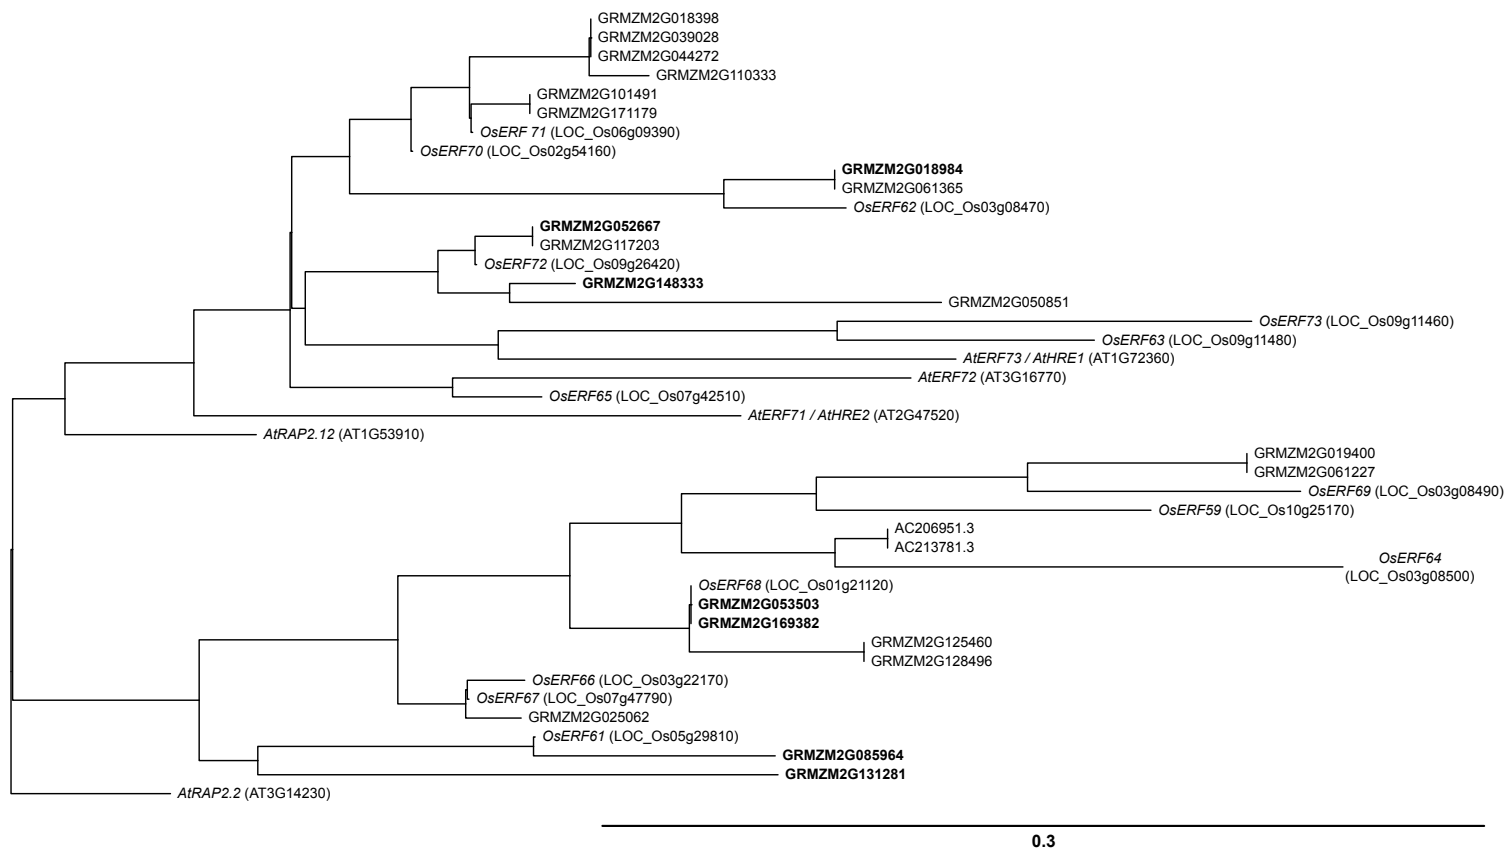

**S8 Figure.** An unrooted phylogenetic tree of maize, rice and Arabidopsis group B-2 (VII) ERF proteins. The amino acid sequence of AP2 domains were obtained from PlantTFDB (69) and aligned using ClustalOMEGA (70) and the phylogenetic tree was generated using the Jones-Taylor-Thorton model of amino acid evolution implemented in FastTree2 (71). Maize genes were classified into ERF subfamilies based on similarity to Arabidopsis and rice ERF family members as reported by Nakano et al. (72). Common names are provided for B-2 ERF proteins in Arabidopsis and rice. The protein sequences for rice were obtained from MSU Rice Genome Annotation Project Release 6.

# Supplementary material for: Genetic and Molecular Characterization of Submergence Response Identifies Subtol6 as a Major Submergence Tolerance Locus in Maize
**Source:** PLoS One. 2015 Mar 25;10(3):e0120385. doi: 10.1371/journal.pone.0120385
**Supplement:** S9 Fig — Each gene in the network is represented by a gray circle. The top cluster was seeded with GRMZM2G069146, while the cluster on the bottom was seeded with GRMZM2G069126.

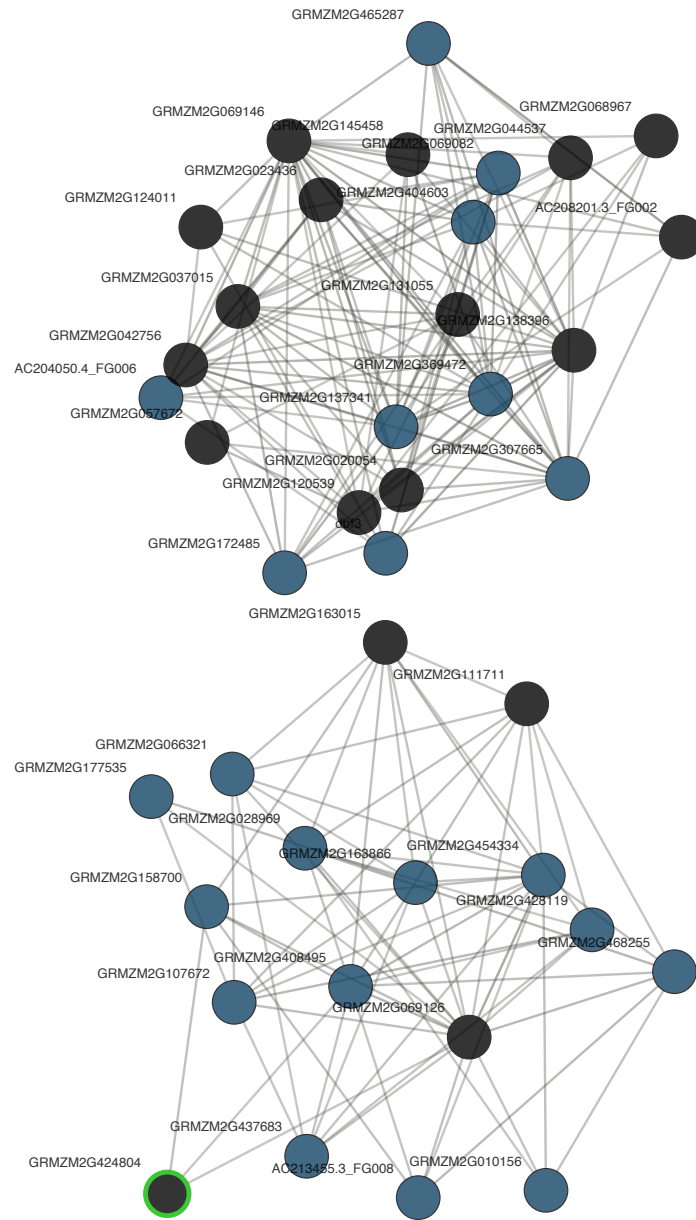

**S9 Figure. CBF (*C-REPEAT/DRE BINDING FACTOR*) co-expression clusters.** Each gene in the network is represented by a gray circle. The top cluster was seeded with GRMZM2G069146, while the cluster on the bottom was seeded with GRMZM2G069126.

# Supplementary material for: Genetic and Molecular Characterization of Submergence Response Identifies Subtol6 as a Major Submergence Tolerance Locus in Maize
**Source:** PLoS One. 2015 Mar 25;10(3):e0120385. doi: 10.1371/journal.pone.0120385
**Supplement:** S10 Fig — (a) Expression of RELATED TO ABA-INSENSITIVE3(ABI3)/VIVIPAROUS1 in B73 and Mo18W. (b) Expression of HEMOGLOBIN2 (HB2; GRMZM2G168898) in B73 and Mo18W. Statistical significance was determined using a Student’s T-Test. Asterisks represent statistically significant differences between genotypes within each treatment: *** p < 0.001, ** p < 0.01.

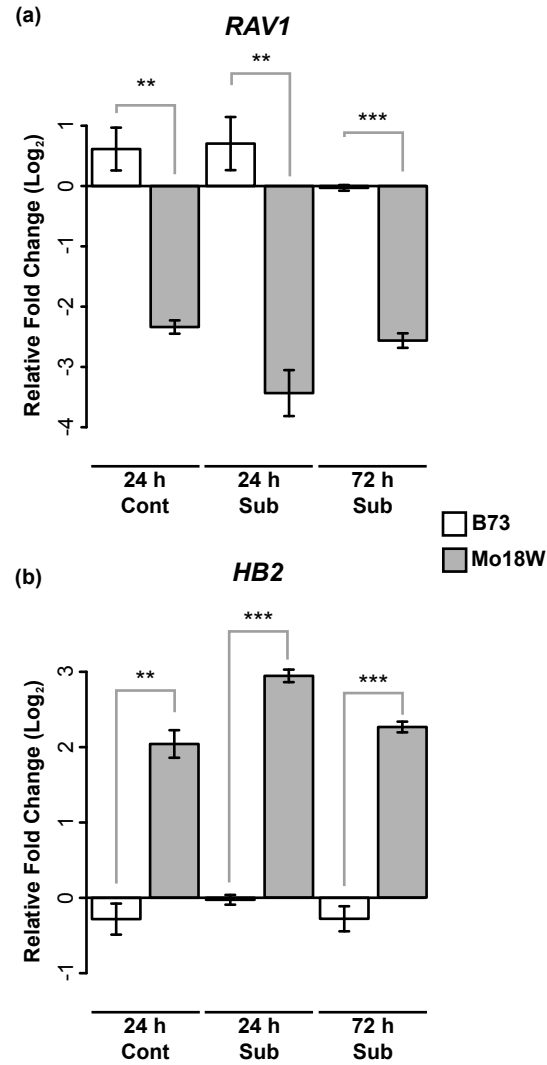

**S10 Figure. Quantitative real-time PCR of a subset of *Subtol6* candidates.** (a) Expression of *RELATED TO ABA-INSENSITIVE3(ABI3)/VIVIPAROUS1* in B73 and Mo18W. (b) Expression of *HEMOGLOBIN2 (HB2; GRMZM2G168898)* in B73 and Mo18W. Statistical significance was determined using a Student's T-Test. Asterisks represent statistically significant differences between genotypes within each treatment: \*\*\*  $p < 0.001$ , \*\*  $p < 0.01$ .

# Supplementary material for: Genetic and Molecular Characterization of Submergence Response Identifies Subtol6 as a Major Submergence Tolerance Locus in Maize
**Source:** PLoS One. 2015 Mar 25;10(3):e0120385. doi: 10.1371/journal.pone.0120385
**Supplement:** S11 Fig

|            |      |                                                     |      |
|------------|------|-----------------------------------------------------|------|
| JQ522972.1 | 1330 | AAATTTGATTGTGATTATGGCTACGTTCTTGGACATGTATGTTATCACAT  | 1379 |
|            |      |                                                     |      |
| PFP        | 1    | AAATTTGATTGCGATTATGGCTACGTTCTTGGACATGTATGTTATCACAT  | 50   |
| JQ522972.1 | 1380 | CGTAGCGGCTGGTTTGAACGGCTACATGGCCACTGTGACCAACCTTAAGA  | 1429 |
|            |      |                                                     |      |
| PFP        | 51   | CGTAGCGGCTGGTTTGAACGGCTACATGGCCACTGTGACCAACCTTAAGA  | 100  |
| JQ522972.1 | 1430 | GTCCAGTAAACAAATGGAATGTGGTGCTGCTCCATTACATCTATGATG    | 1479 |
|            |      |                                                     |      |
| PFP        | 101  | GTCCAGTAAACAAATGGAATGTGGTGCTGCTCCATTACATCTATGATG    | 150  |
| JQ522972.1 | 1480 | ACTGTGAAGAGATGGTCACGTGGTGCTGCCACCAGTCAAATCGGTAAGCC  | 1529 |
|            |      |                                                     |      |
| PFP        | 151  | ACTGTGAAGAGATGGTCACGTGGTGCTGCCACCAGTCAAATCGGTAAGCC  | 200  |
| JQ522972.1 | 1530 | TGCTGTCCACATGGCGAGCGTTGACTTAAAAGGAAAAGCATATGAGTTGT  | 1579 |
|            |      |                                                     |      |
| PFP        | 201  | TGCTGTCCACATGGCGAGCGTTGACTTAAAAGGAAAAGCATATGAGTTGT  | 250  |
| JQ522972.1 | 1580 | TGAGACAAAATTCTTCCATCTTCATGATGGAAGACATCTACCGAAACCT   | 1629 |
|            |      |                                                     |      |
| PFP        | 251  | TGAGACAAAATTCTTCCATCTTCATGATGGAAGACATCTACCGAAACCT   | 300  |
| JQ522972.1 | 1630 | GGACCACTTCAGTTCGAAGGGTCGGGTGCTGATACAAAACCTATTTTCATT | 1679 |
|            |      |                                                     |      |
| PFP        | 301  | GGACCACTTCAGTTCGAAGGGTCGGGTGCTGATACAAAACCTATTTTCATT | 350  |
| JQ522972.1 | 1680 | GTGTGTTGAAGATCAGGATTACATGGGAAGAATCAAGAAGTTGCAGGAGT  | 1729 |
|            |      |                                                     |      |
| PFP        | 351  | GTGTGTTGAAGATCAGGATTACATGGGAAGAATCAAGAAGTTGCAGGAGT  | 400  |
| JQ522972.1 | 1730 | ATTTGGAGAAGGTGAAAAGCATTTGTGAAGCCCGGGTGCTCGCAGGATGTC | 1779 |
|            |      |                                                     |      |
| PFP        | 401  | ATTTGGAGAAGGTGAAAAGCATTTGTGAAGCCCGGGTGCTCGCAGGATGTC | 450  |
| JQ522972.1 | 1780 | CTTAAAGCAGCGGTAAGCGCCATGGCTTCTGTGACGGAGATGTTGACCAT  | 1829 |
|            |      |                                                     |      |
| PFP        | 451  | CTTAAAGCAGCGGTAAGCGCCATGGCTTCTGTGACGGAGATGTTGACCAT  | 500  |
| JQ522972.1 | 1830 | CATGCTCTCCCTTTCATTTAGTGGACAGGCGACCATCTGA            | 1869 |
|            |      |                                                     |      |
| PFP        | 501  | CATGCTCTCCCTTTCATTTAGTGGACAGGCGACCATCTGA            | 540  |

**S11 Figure. Alignment of *PFP1* (TCONS\_00005048) and JQ522972.1.**

# Supplementary material for: Genetic and Molecular Characterization of Submergence Response Identifies Subtol6 as a Major Submergence Tolerance Locus in Maize
**Source:** PLoS One. 2015 Mar 25;10(3):e0120385. doi: 10.1371/journal.pone.0120385
**Supplement:** S1 Table — Comparisons were made between submerged and control samples.

**S1 Table.** Transcription factor enrichment analysis from differentially expressed genes of each genotype at 24 h and 72 h after submergence. Comparisons were made between submerged and control samples.

# Supplementary material for: Genetic and Molecular Characterization of Submergence Response Identifies Subtol6 as a Major Submergence Tolerance Locus in Maize
**Source:** PLoS One. 2015 Mar 25;10(3):e0120385. doi: 10.1371/journal.pone.0120385
**Supplement:** S2 Table

**S2 Table.** Transcription factor enrichment analysis for comparisons between genotypes at 24 h and 72 h after submergence.

# Supplementary material for: Genetic and Molecular Characterization of Submergence Response Identifies Subtol6 as a Major Submergence Tolerance Locus in Maize
**Source:** PLoS One. 2015 Mar 25;10(3):e0120385. doi: 10.1371/journal.pone.0120385
**Supplement:** S3 Table

**S3 Table.** Summary of comparative analysis of maize, Arabidopsis and rice submergence transcriptome analysis.

|               | 24h  |     |       |       | 72h  |     |       |       | Arabidopsis Submergence<br>(GSE24077) |               |              |               | Rice Submergence          |                |                             |                 |                            |                            |                |                        | Rice Locus                                                                   | Rice Affymetrix<br>ProbeSet | Maize Annotation | TF Family | Arabidopsis<br>Annotation |
|---------------|------|-----|-------|-------|------|-----|-------|-------|---------------------------------------|---------------|--------------|---------------|---------------------------|----------------|-----------------------------|-----------------|----------------------------|----------------------------|----------------|------------------------|------------------------------------------------------------------------------|-----------------------------|------------------|-----------|---------------------------|
|               | B73  | B97 | Mo18w | MI62w | B73  | B97 | Mo18w | MI62w | 7hr<br>Sub/C<br>ont                   | 24h<br>pvalue | Sub/C<br>ont | 24h<br>pvalue | M202<br>0d/<br>M202<br>1d | M202<br>pvalue | Sub1A<br>0d/<br>Sub1A<br>1d | Sub1A<br>pvalue | M202<br>1d/<br>Sub1A<br>6d | M202<br>6d/<br>Sub1A<br>6d |                |                        |                                                                              |                             |                  |           |                           |
| GRMZM2G137341 | -    | -   | 8.2   | 3.4   | 3.6  | -   | -     | 3     | -0.1                                  | 7.89E-01      | 0            | 9.85E-01      | -0.5                      | 9.01E-02       | -0.4                        | 2.61E-01        | -0.01                      | 1.87                       | LOC_Os02g45450 | Os.51078.1.S1_at       | dehydration-<br>responsive<br>element-binding<br>protein 1A                  | ERF (A-1)                   | AT4G25470        | CBF2      |                           |
| GRMZM2G175856 | 6.8  | -   | -     | -     | 7.6  | 4.1 | -     | 3.9   | -0.2                                  | 1.58E-01      | 0.1          | 5.96E-01      | -0.4                      | 2.44E-01       | -0.3                        | 1.23E-02        | 0                          | 0.01                       | LOC_Os08g43200 | OsAffx.6121.1.S1_at    | dehydration-<br>responsive<br>element-binding<br>protein 1B                  | ERF (A-1)                   | AT5G51990        | CBF4      |                           |
| GRMZM2G042756 | 3.6  | 2.2 | 6.2   | 3.6   | 5.6  | -   | 4.6   | 2.4   | -0.1                                  | 7.89E-01      | 0            | 9.85E-01      | -0.1                      | 8.67E-01       | -0.7                        | 1.07E-01        | -0.07                      | 1.33                       | LOC_Os04g48350 | Os.57527.1.S1_at       | dehydration-<br>responsive<br>element-binding<br>protein 1D                  | ERF (A-1)                   | AT4G25470        | CBF2      |                           |
| GRMZM2G124011 | 3.9  | 4.7 | 5.9   | 4     | 3.7  | 3.6 | 5.3   | 3.9   | -0.3                                  | 5.46E-02      | -0.1         | 4.03E-01      | 0.7                       | 3.76E-02       | 0.7                         | 1.76E-02        | 0.26                       | 1.29                       | LOC_Os09g35030 | Os.14125.1.S1_at       | sbCBF6                                                                       | ERF (A-1)                   | AT4G25480        | CBF3      |                           |
| GRMZM2G069146 | 2.1  | -   | 3.7   | 3.3   | 2.1  | -   | 2.7   | 2     | -0.1                                  | 7.89E-01      | 0            | 9.85E-01      | 0.7                       | 3.76E-02       | 0.7                         | 1.76E-02        | 0.26                       | 1.29                       | LOC_Os09g35030 | Os.14125.1.S1_at       | DNA binding                                                                  | ERF (A-1)                   | AT4G25470        | CBF2      |                           |
| GRMZM2G069126 | -    | -   | 4.3   | 3.5   | -    | -   | 2.5   | -     | -0.1                                  | 7.89E-01      | 0            | 9.85E-01      | 0.7                       | 3.76E-02       | 0.7                         | 1.76E-02        | 0.26                       | 1.29                       | LOC_Os09g35030 | Os.14125.1.S1_at       | sbCBF6                                                                       | ERF (A-1)                   | AT4G25470        | CBF2      |                           |
| GRMZM2G174917 | 1.6  | -   | 2.3   | -     | 1.7  | 1.3 | 2.5   | 1.4   | -2.5                                  | 5.39E-08      | -1.9         | 1.24E-06      | 0                         | 4.96E-01       | 0.5                         | 2.73E-02        | -0.09                      | 0.5                        | LOC_Os04g55520 | Os.22629.1.S1_at       | dehydration<br>responsive element<br>binding protein                         | ERF (A-5)                   | AT2G23340        | DEAR3     |                           |
| GRMZM2G068967 | 3.6  | 2.8 | 4.2   | 3.4   | 3.3  | 2.2 | 2.6   | 3.4   | 0.6                                   | 1.15E-03      | 1            | 5.32E-06      | 1.4                       | 1.39E-03       | 3                           | 1.62E-02        | 0.05                       | 0.45                       | LOC_Os04g52090 | OsAffx.14373.1.S1_s_at | ethylene-<br>responsive<br>transcription factor<br>4                         | ERF (B-1)                   | AT3G20310        | ERF7      |                           |
| GRMZM2G020054 | 4    | 2.6 | 5.5   | 3.8   | 3.4  | 1.9 | 2.9   | 3.3   | 0.6                                   | 1.15E-03      | 1            | 5.32E-06      | 1.4                       | 1.39E-03       | 3                           | 1.62E-02        | 0.05                       | 0.45                       | LOC_Os04g52090 | OsAffx.14373.1.S1_s_at | DNA binding                                                                  | ERF (B-1)                   | AT3G20310        | ERF7      |                           |
| GRMZM2G138396 | -    | -   | 7     | 4.7   | 5.8  | -   | -     | -     | -2.1                                  | 1.88E-02      | -2.1         | 1.79E-02      | 0.1                       | 7.45E-01       | -0.6                        | 1.58E-01        | -0.94                      | 2.13                       | LOC_Os09g28440 | Os.52451.1.A1_at       | DNA binding<br>pathogenesis-<br>related<br>transcriptional<br>activator PTI6 | ERF (B-2)                   | AT4G34410        | RRTF1     |                           |
| GRMZM2G081892 | 1.1  | 1.6 | 1.5   | -     | -    | -   | -     | 1.1   | -                                     | -             | -            | -             | 1.2                       | 6.29E-04       | 1.1                         | 2.63E-02        | 0.3                        | 0.08                       | LOC_Os01g04020 | Os.4663.1.S1_at        | ethylene response<br>factor                                                  | ERF (B-2)                   | AT1G68550        | -         |                           |
| GRMZM2G131281 | -    | 1.9 | -     | -     | 2.8  | 2.8 | -     | 2.1   | 0.2                                   | 1.39E-01      | 0.4          | 1.57E-02      | 1.2                       | 2.33E-02       | 1.3                         | 1.12E-02        | 0.07                       | -0.1                       | LOC_Os09g26420 | Os.5850.1.S1_at        | DNA binding                                                                  | ERF (B-2)                   | AT5G61890        | -         |                           |
| GRMZM2G148333 | 3    | 3.4 | 3.8   | 3.6   | 3.3  | 3.4 | 3.5   | 3.2   | 4.1                                   | 2.59E-11      | 3.9          | 4.27E-11      | 1.2                       | 2.33E-02       | 1.3                         | 1.12E-02        | 0.07                       | -0.1                       | LOC_Os09g26420 | Os.5850.1.S1_at        | ethylene response<br>factor                                                  | ERF (B-2)                   | AT1G72360        | HRE1      |                           |
| GRMZM2G052667 | 3    | 3.6 | 4.3   | 3.5   | 2.7  | 3.4 | 4.4   | 3.2   | 4.1                                   | 2.59E-11      | 3.9          | 4.27E-11      | 1.2                       | 2.33E-02       | 1.3                         | 1.12E-02        | 0.07                       | -0.1                       | LOC_Os09g26420 | Os.5850.1.S1_at        | DNA binding                                                                  | ERF (B-2)                   | AT1G72360        | HRE1      |                           |
| GRMZM2G085964 | 3.6  | -   | 5     | 4.1   | 5.2  | 5.2 | 7     | 5.8   | 4.1                                   | 9.18E-14      | 4.8          | 1.49E-14      | 4.2                       | 1.39E-03       | 4.5                         | 3.07E-03        | 0.6                        | 1.59                       | LOC_Os05g29810 | Os.4893.1.S1_at        | DNA binding<br>hypothetical<br>protein                                       | ERF (B-2)                   | AT3G16770        | ERF72     |                           |
| GRMZM2G018984 | 4.4  | 7   | 8.7   | 8.2   | 5.3  | 7   | 8.7   | 8.1   | 1.8                                   | 3.50E-08      | 2.1          | 6.95E-09      | 4.8                       | 2.20E-05       | 4.7                         | 6.28E-04        | 0.16                       | 0.59                       | LOC_Os03g08470 | Os.6009.3.S1_a_at      | LOC100192457<br>hypothetical<br>protein                                      | ERF (B-2)                   | AT1G53910        | RAP2.12   |                           |
| GRMZM2G169382 | 3.4  | -   | 2.5   | 3.5   | 4.9  | -   | 3.8   | 4.9   | 0.9                                   | 2.64E-02      | 0.3          | 5.29E-01      | 5.5                       | 2.23E-03       | 5.8                         | 5.28E-04        | 0.48                       | 2                          | LOC_Os01g21120 | Os.8031.1.S1_at        | LOC100193143<br>LOC100216626                                                 | ERF (B-2)                   | AT2G47520        | HRE2      |                           |
| GRMZM2G129674 | 11.8 | 3.9 | 8.6   | 8.4   | 13.7 | 4.9 | 1.8   | 1.4   | 4.1                                   | 2.59E-11      | 3.9          | 4.27E-11      | 6.5                       | 2.04E-03       | 6.8                         | 3.58E-03        | 0.12                       | 0.61                       | LOC_Os03g08460 | Os.11120.1.S1_at       | LOC100216626<br>ethylene-<br>responsive factor-<br>like protein 1            | ERF (B-2)                   | AT1G72360        | HRE1      |                           |
| GRMZM2G053503 | 5.5  | 3.4 | 4.8   | 5.9   | 6.2  | 4.1 | 5.3   | 6.9   | -                                     | -             | -            | -             | 5.5                       | 2.23E-03       | 5.8                         | 5.28E-04        | 0.48                       | 2                          | LOC_Os01g21120 | Os.8031.1.S1_at        | ethylene-<br>responsive factor-<br>like protein 1                            | ERF (B-2)                   | -                | -         |                           |
| GRMZM2G159592 | 3.6  | 5.1 | 8     | 6.5   | 3.9  | 5.3 | 8.6   | 6.5   | 2                                     | 2.08E-08      | 2.5          | 9.61E-10      | 0.3                       | 6.17E-01       | -0.1                        | 7.22E-01        | 0.37                       | -0.01                      | LOC_Os05g47650 | OsAffx.15137.1.S1_at   | DNA binding                                                                  | ERF<br>(RAV3)               | AT1G13260        | RAV1      |                           |
| GRMZM2G169654 | 2.2  | 2.5 | 2.1   | -     | 2.2  | 2.8 | 1.4   | 1.7   | 2.9                                   | 3.07E-11      | 3.6          | 1.60E-12      | 0.7                       | 3.05E-02       | 1                           | 8.10E-05        | 0.25                       | 0.54                       | LOC_Os01g49830 | Os.8019.1.S1_at        | DNA-binding<br>protein RAV1                                                  | ERF<br>(RAV3)               | AT1G68840        | RAV2      |                           |
| GRMZM2G059939 | 2.7  | 3   | 2.3   | 2.9   | 2.5  | 2.8 | 1.8   | 2.9   | 2                                     | 2.08E-08      | 2.5          | 9.61E-10      | 3.5                       | 4.23E-04       | 3.2                         | 6.12E-04        | 0.23                       | -0.32                      | LOC_Os05g47650 | OsAffx.15137.1.S1_at   | DNA binding                                                                  | ERF<br>(RAV3)               | AT1G13260        | RAV1      |                           |
| GRMZM2G038821 | 1.7  | -   | 3.9   | -     | -    | -   | -     | -     | 2                                     | 2.52E-08      | 0.8          | 1.34E-03      | 0.03                      | 9.58E-01       | 0.32                        | 9.48E-02        | -0.1                       | -1.13                      | LOC_Os01g06660 | Os.1445.1.S1_at        | pyruvate<br>decarboxylase                                                    |                             | AT5G54960        | PDC2      |                           |
| GRMZM2G073044 | 2.2  | 3.9 | 5     | 4.7   | 3.1  | 3.1 | 5.5   | 5     | 4.6                                   | 4.27E-12      | 4.5          | 5.90E-12      | 3.49                      | 2.01E-02       | 3.6                         | 2.07E-02        | 0.45                       | 1.54                       | LOC_Os01g32770 | Os.22577.1.S1_x_at     | seed specific<br>protein Bn1SD17A                                            | LOB                         | AT3G02550        | LBD41     |                           |
| GRMZM2G386674 | 3.2  | 3.9 | 5.1   | 6.6   | 4.6  | 4.1 | 5.8   | 7.3   | 4.6                                   | 4.27E-12      | 4.5          | 5.90E-12      | 3.49                      | 2.01E-02       | 3.6                         | 2.07E-02        | 0.45                       | 1.54                       | LOC_Os01g32770 | Os.22577.1.S1_x_at     | seed specific<br>protein Bn1SD17A                                            | LOB                         | AT3G02550        | LBD41     |                           |
| GRMZM2G305362 | 7    | 7.9 | 8.7   | 10.4  | 9    | 8.2 | 1.5   | 13.1  | 2                                     | 4.20E-06      | 0.7          | 4.57E-02      | -0.59                     | 2.59E-01       | -0.73                       | 7.30E-03        | 0.03                       | -0.18                      | LOC_Os12g06640 | Os.10232.1.A1_at       | Transcribed locus                                                            |                             | AT3G10040        |           |                           |
| GRMZM2G442658 | 3.2  | 1.9 | 4.8   | 5.1   | 3.8  | 2.8 | 5.5   | 5.8   | 3                                     | 3.05E-06      | 1.9          | 4.66E-04      | 2.87                      | 6.03E-03       | 4.58                        | 1.52E-03        | 1.24                       | 1.86                       | LOC_Os11g10480 | Os.12591.2.S1_x_at     | zinc ion binding                                                             |                             | AT1G77120        | ADH       |                           |

# Supplementary material for: Genetic and Molecular Characterization of Submergence Response Identifies Subtol6 as a Major Submergence Tolerance Locus in Maize
**Source:** PLoS One. 2015 Mar 25;10(3):e0120385. doi: 10.1371/journal.pone.0120385
**Supplement:** S4 Table — NA: not included in the classification by McMullen et al., [29].

**S4 Table.** Maize varieties and subfamily classification (29). NA: not included in the classification by McMullen et al., (29).

| <b>Variety</b> | <b>Subfamily</b> |
|----------------|------------------|
| B73            | NA               |
| B97            | NSS              |
| CML103         | Tropical         |
| CML228         | Tropical         |
| CML247         | Tropical         |
| CML277         | Tropical         |
| CML322         | Tropical         |
| CML333         | Tropical         |
| CML52          | Tropical         |
| CML69          | Tropical         |
| HP301          | Other            |
| II14H          | Other            |
| Ki11           | Tropical         |
| Ky21           | NSS              |
| M162W          | NSS              |
| Mo18W          | Mixed            |
| Ms71           | NSS              |
| NC350          | Tropical         |
| NC358          | Tropical         |
| Oh43           | NSS              |
| Oh7B           | NSS              |
| Tx303          | Mixed            |
| Tzi8           | Tropical         |

# Supplementary material for: Genetic and Molecular Characterization of Submergence Response Identifies Subtol6 as a Major Submergence Tolerance Locus in Maize
**Source:** PLoS One. 2015 Mar 25;10(3):e0120385. doi: 10.1371/journal.pone.0120385
**Supplement:** S5 Table — Mapping was done using Bowtie and Tophat as described in Materials and Methods.

**S5 Table.** Detailed mapping information for all 36 RNA-seq samples. 

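S5 Table gives, for each of the 36 samples, the total reads, the reads that Bowtie mapped to the B73 genome and the reads with a unique location. The mean of the total reads per sample in the table is 34380889. Dividing the counts on genes by the unique reads gave a median of 1.01 for the samples of 24 h (range 0.832 to 1.47) and 0.807 for those of 72 h (range 0.694 to 0.997). In 14 samples, more counts were deposited than the table lists unique reads. The highest ratio, 1.47, belongs to Mo18W control replicate 1, with 21181804 counts and 14407921 unique reads. Its counts also exceed its 16349081 mapped reads, and the 26525990 counts of M162W control replicate 1 exceed its 23260783 mapped reads. Counts of uniquely mapped reads, each counted once, could not exceed either number.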

Mapping was done using Bowtie and Tophat as described in Materials and Methods.

| Inbred                    | Time | Treatment | Rep | Total reads | Mapped reads | Unique reads |
|---------------------------|------|-----------|-----|-------------|--------------|--------------|
| B97                       | 72h  | Submerged | 1   | 40602519    | 22998687     | 20876031     |
| B97                       | 72h  | Submerged | 2   | 33274356    | 18297372     | 16388723     |
| B97                       | 72h  | Submerged | 3   | 30873281    | 17689088     | 15524797     |
| Mo18W                     | 72h  | Submerged | 1   | 31702648    | 17170552     | 15021700     |
| Mo18W                     | 72h  | Submerged | 2   | 32404534    | 17807409     | 15990448     |
| Mo18W                     | 72h  | Submerged | 3   | 33681068    | 18314970     | 16582453     |
| M162W                     | 72h  | Submerged | 1   | 27831500    | 15866717     | 14046889     |
| M162W                     | 72h  | Submerged | 2   | 30974798    | 17118949     | 15107963     |
| M162W                     | 72h  | Submerged | 3   | 35891773    | 20280691     | 18109335     |
| B73                       | 24h  | Control   | 1   | 28369161    | 16496388     | 15118808     |
| B73                       | 24h  | Control   | 2   | 29321780    | 17264287     | 15833521     |
| B73                       | 24h  | Control   | 3   | 25237690    | 14991060     | 13726624     |
| B97                       | 24h  | Control   | 1   | 31356907    | 16632472     | 15020298     |
| B97                       | 24h  | Control   | 2   | 32799769    | 17099857     | 15542828     |
| B97                       | 24h  | Control   | 3   | 31162018    | 16525246     | 14949959     |
| Mo18W                     | 24h  | Control   | 1   | 28548359    | 16349081     | 14407921     |
| Mo18W                     | 24h  | Control   | 2   | 25760142    | 13138623     | 11907877     |
| Mo18W                     | 24h  | Control   | 3   | 45738357    | 24728759     | 22455582     |
| M162W                     | 24h  | Control   | 1   | 42304662    | 23260783     | 20888814     |
| M162W                     | 24h  | Control   | 2   | 35832663    | 19384400     | 17515357     |
| M162W                     | 24h  | Control   | 3   | 34535719    | 18574325     | 16927615     |
| B73                       | 24h  | Submerged | 1   | 38823529    | 27468609     | 19992084     |
| B73                       | 24h  | Submerged | 2   | 35676878    | 23725752     | 21438790     |
| B73                       | 24h  | Submerged | 3   | 30137388    | 19331317     | 17314796     |
| B97                       | 24h  | Submerged | 1   | 42587599    | 24899452     | 21808426     |
| B97                       | 24h  | Submerged | 2   | 39195745    | 22691399     | 19775623     |
| B97                       | 24h  | Submerged | 3   | 44334211    | 25773067     | 22659936     |
| Mo18W                     | 24h  | Submerged | 1   | 40009294    | 22842495     | 19644268     |
| Mo18W                     | 24h  | Submerged | 2   | 39929607    | 22151346     | 19565898     |
| Mo18W                     | 24h  | Submerged | 3   | 33810057    | 18289131     | 16177832     |
| M162W                     | 24h  | Submerged | 1   | 30318702    | 16992094     | 14750814     |
| M162W                     | 24h  | Submerged | 2   | 34171144    | 18725679     | 16755845     |
| M162W                     | 24h  | Submerged | 3   | 38885567    | 21931110     | 19570034     |
| B73                       | 72h  | Submerged | 1   | 26873974    | 17741634     | 16180818     |
| B73                       | 72h  | Submerged | 2   | 29567026    | 19397347     | 17715062     |
| B73                       | 72h  | Submerged | 3   | 45187585    | 29952601     | 27492261     |
| <b>Average</b>            |      |           |     | 34380889    | 19775076     | 17577390     |
| <b>Standard Deviation</b> |      |           |     | 5644558.0   | 3773029.7    | 3192561.2    |

# Supplementary material for: Genetic and Molecular Characterization of Submergence Response Identifies Subtol6 as a Major Submergence Tolerance Locus in Maize
**Source:** PLoS One. 2015 Mar 25;10(3):e0120385. doi: 10.1371/journal.pone.0120385
**Supplement:** S6 Table

**S6 Table.** List of Primers

| Gene ID        | Gene Name                                                                      | Forward Primer         | Right Primer           | Product Size | Notes                 |
|----------------|--------------------------------------------------------------------------------|------------------------|------------------------|--------------|-----------------------|
| GRMZM2G442658  | <i>Alcohol Dehydrogenase (ADH)</i>                                             | TAACTAACTCGTTGAGTGGCC  | CTCCTCGATCGACAGTGGCT   | 197          | -                     |
| GRMZM2G087186  | <i>Pyruvate Decarboxylase (PDC)</i>                                            | ACCGAACCACAAACACACGTC  | GCCAACCGTCTGGTTCGA     | 210          | -                     |
| TCONS_00005048 | <i>Pyrophosphate-Dependent Fructose-6-Phosphate 1-Phosphotransferase (PFP)</i> | GCGATTATGGCTACGTTCTTGG | CCATGTGGACAGCAGGCTTA   | 202          | -                     |
| GRMZM2G125669  | <i>Alternative Oxidase 1a (AOX1a)</i>                                          | AGTCGCTGCGCTTCCCCA     | CGACGCGGTGCGCGAACT     | 324          | ROS Marker            |
| GRMZM2G087875  | <i>CYP81D8</i>                                                                 | GTGCGGCCAACCTGTGGA     | GTTAAGCAAGAGCGACATTGC  | 341          | ROS Marker            |
| GRMZM5G871347  | <i>WRKY6</i>                                                                   | ATCCGTCGACAACAGCAAGG   | CCTCGTAGGTAGTGATGAGGAT | 258          | ROS Marker            |
| GRMZM2G102471  | <i>Ubiquitin-Conjugating Enzyme</i>                                            | GCTAAAAGCTGGCCAACTG    | AACAGCAACACCACAAACCA   | 243          | qPCR Internal Control |
| GRMZM2G059939  | <i>RELATED TO ABA-INSENSITIVE3(ABI3)/VIVIPAROUS1 (RAV1)</i>                    | GTACTCGTACTGGAACAGCAG  | GTGGTGGTCATCGCGTTG     | 210          | -                     |
| GRMZM2G168898  | <i>HEMOGLOBIN2 (HB2)</i>                                                       | GTTTCAGTGAGGCACAGGAAG  | GCGCAGGAAGGAGAACATC    | 139          | -                     |

How the deposited data were processed for this re-analysis (not part of the article)

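Gene expression was measured by RNA-seq in seedlings of 4 maize inbreds, the submergence-sensitive B73 and B97 and the tolerant Mo18W and M162W. Each inbred has 3 replicates of a 24 h control, of 24 h of submergence and of 72 h of submergence, which makes 36 samples in 12 groups. No 72 h control is among the samples, so both submergence times were compared with the 24 h control, as in the paper. Samples were grouped by the inbred, treatment, time and replicate number in their labels.

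The deposited files give raw counts of reads per gene, without normalization. By the paper's methods, the authors mapped single-end reads to the B73 genome ZmB73_RefGen_v2 with Bowtie and allowed up to 2 mismatches. They discarded reads with more than 1 location and counted reads on genes of ZmB73_5b_FGS with HTSeq-count in union mode. The versions of these tools are not stated. The files hold 39656 genes, of which 32606 have at least 1 count in some sample and 7050 have none. Total counts per sample range from 10534158 to 26525990, with a median of 16481504.5. At a floor of 3 counts, the smallest level a sample can show lies between 0.11 CPM (counts scaled to library size) in the deepest and 0.28 in the shallowest sample.

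All tests were made on these counts in R 4.3.3. In each of 20 pair-wise comparisons, only the 6 samples of the compared groups entered the fit. These are 8 comparisons of submerged with control plants, by inbred and time, and 12 of a tolerant with a sensitive inbred under one condition. Genes with low counts were removed by filterByExpr of edgeR 4.0.16 with its default minimum of 10 counts and a total of 15. Counts were normalized by TMM, and groups were compared by edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p-value under 0.001 and an absolute log2 fold change over 1, the threshold of the paper. The numbers of tested genes differ by comparison. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of its F statistic. Expression levels are counts scaled to the TMM-normalized library size (CPM) over all samples, with the SD of 3 replicates.

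Differences between inbreds in the response to submergence were tested by contrasts in a model of group means with the 24 samples of the controls and one submergence time. The contrasts were Mo18W against the mean of the other inbreds, the mean of tolerant against the mean of sensitive inbreds, and Mo18W against B73. The threshold of these tests was an adjusted p-value of 0.05. Similarity of replicates was measured as the squared Spearman correlation over genes with at least 1 count in some sample.

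The genes named in the text were chosen by a rule. They are all genes with a maize identifier that the paper names for the RNA-seq data in its text, Fig. 4, Fig. 5D, S6 Fig, S7 Fig, S9 Fig or S3 Table, and the 5 genes with the largest mean absolute log2 fold change among those past the threshold in the same direction in all 8 submerged-against-control comparisons. The second part of the rule gave 0 genes, as 0 genes passed in all 8 comparisons. Without Mo18W control replicate 1, 165 up-regulated and 50 down-regulated genes did. Of the listed genes, GRMZM2G307665 and GRMZM2G408495 have no row in the files. Genes of the Subtol6 interval and their positions were taken from S3 File, and read numbers per sample from S5 Table.

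Several alternatives were tried, with one choice changed at a time. They were DESeq2 1.42.0 with its Wald test and size factors, edgeR's exact test, RLE normalization, no low-count filter, the replicate number as a block, all 36 samples in one fit, the adjusted p-value alone as threshold, and the omission of each sample in turn or of one replicate number from every group. Mo18W control replicate 1 was also left out alone. Other splits of the samples were fitted as well, 10 per pair-wise comparison and 100 random regroupings per test of a difference in response. The fits were tested on simulated data with 200 changed genes, of which the quasi-likelihood test recovered 198 with 0 false calls, the exact test 198 with 0 and DESeq2 192 with 0. These data had B73 library sizes, the same dispersion for all genes and no deviating sample. Their spread between replicates was smaller than in the Mo18W fits. Among the tests of a difference in response, Mo18W against the mean of the others recovered 199 with 12 false calls, Mo18W against B73 194 with 6, and tolerant against sensitive inbreds 105 with 2. For these tests, genes were changed only in submerged Mo18W samples. The true difference was therefore smaller for the last contrast than for the others. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

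Unannotated transcripts, quantitative PCR, staining, phenotypes and QTL mapping were not analysed here, since they rest on data other than the counts. Enrichment of gene ontology terms and transcription factor families, which needs gene annotations beside the counts, was not analysed either. GC content, gene length and reads shared between paralogs were not examined, because no reference genome was used.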

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

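The difference in submergence response between inbreds was tested gene by gene, in one edgeR fit per time with 24 samples and 3 replicates per group, by a quasi-likelihood test with Benjamini-Hochberg adjustment. At 24 h, the adjusted p-value was under 0.05 for 848 of 24950 genes when Mo18W was compared with the mean of the other inbreds, 261 with a higher and 587 with a lower response in Mo18W. The number was 807 for the mean of tolerant against the mean of sensitive inbreds, 389 higher and 418 lower, and 731 for Mo18W against B73, 245 higher and 486 lower. At 72 h, the 3 numbers among 24918 genes were 2775 (576 higher, 2199 lower), 1777 (514 higher, 1263 lower) and 2397 (536 higher, 1861 lower). These were flagged because the responses differed between inbreds by a test of the difference itself. For the RNA-seq data, the paper compares lists of genes between inbreds and does not report such a test. For a few genes measured by quantitative PCR, including AOX1a and CYP81D8, it compares expression relative to controls by Tukey's HSD.

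Chance is a first explanation to weigh. The inbred labels were shuffled in 100 regroupings, the real one included. At 24 h, 1 of 100 regroupings gave as many genes as the real one in each of the 3 contrasts, the real grouping itself, and the largest other numbers were 200, 267 and 375. At 72 h, the real grouping was the only 1 of 100 with as many genes for Mo18W against the mean of the others and for Mo18W against B73. For tolerant against sensitive inbreds, 2 of 100 had as many. The largest other numbers at 72 h were 1620, 3408 and 1295. Shuffled labels can place different inbreds in one group, and genes that differ between inbreds then widen the spread within it. Regroupings may give fewer genes for that reason, so these ranks do not exclude chance. On simulated data, the fit of Mo18W against the mean of the others recovered 199 of 200 changed genes and called 12 genes without a change. The fit of Mo18W against B73 recovered 194 and called 6 without a change, and that of tolerant against sensitive inbreds recovered 105 and called 2. The genes were changed only in submerged Mo18W samples, which gives the last contrast a smaller true difference. Its lower recovery therefore does not show how often a difference shared by both tolerant inbreds is missed.

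Technical explanations remain for these numbers. Normalization had a small effect, since RLE in place of TMM gave 862 and 2808 genes for Mo18W against the mean of the others. Without the low-count filter the numbers were 699 and 2465, and with the replicate number as a block 565 and 2236. Leaving out replicate 2 or 3 of every group left 62 or 12 genes at 24 h and 445 or 670 at 72 h. Leaving out replicate 1 of every group gave 944 genes at 24 h and 1377 at 72 h. That fit loses as many samples, so sample loss alone does not account for the fall at 24 h. It also drops the deviating Mo18W control, so the effects of sample loss and of the samples themselves are not separated. Mo18W control replicate 1, which differs from the other Mo18W controls, enters all 3 contrasts at both times. Without it, chosen after seeing the data, the numbers for Mo18W against the mean of the others were 996 and 1840, those for tolerant against sensitive inbreds 1813 and 2652, and those for Mo18W against B73 1145 and 2154. Samples differ in counts per uniquely mapped read, with a correlation of 0.892 with the main axis of variation between replicates. A batch that follows the inbreds cannot be separated from them, because the labels give no library or sequencing batch. Mapping to the B73 reference could lower the counts of the other inbreds. Whether the share of lost reads is the same in control and submerged samples was not tested. GC content, gene length and reads shared between paralogs were not tested, as no reference genome was used. A biological explanation, that inbreds respond differently, may hold for part of these genes, but it cannot be told apart from the untested explanations.

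Among the genes named by the paper, 5 of 27 tested pairs of a gene and a contrast were flagged, 4 for tolerant against sensitive inbreds and 1 for Mo18W against B73. AOX1a (GRMZM2G125669) had a difference in response of -3.48 on the log2 scale at 24 h (SE 0.891, adjusted p = 0.037, edgeR with Benjamini-Hochberg adjustment) and -3.37 at 72 h (SE 0.896, adjusted p = 0.028, same test). CYP81D8 (GRMZM2G087875) had -3.29 at 24 h (SE 0.817, adjusted p = 0.032, same test) and -4.29 at 72 h (SE 0.806, adjusted p = 0.003, same test). RAV1 (GRMZM2G059939) had -2.42 at 72 h for Mo18W against B73 (SE 0.761, adjusted p = 0.0498, same test), close to the threshold of 0.05. Each fit held 24 samples. In TMM-normalized CPM, AOX1a was higher in all 3 submerged than in all 3 control samples at 24 h in B73 (43.5, 45.4 and 47.1 against 1.95, 2.07 and 2.75), in B97 (40, 35.9 and 40 against 5.06, 9.78 and 5.8) and in M162W (3.93, 4.09 and 3.33 against 0.93, 0.745 and 1.17). In Mo18W, the submerged samples had 20.4, 28.5 and 14.3 and the controls 273, 7.3 and 5.8, so that replicate 1 was above every submerged sample. For CYP81D8, the Mo18W controls had 28.2, 1.19 and 1.38 and the samples submerged for 24 h 6.06, 10.8 and 2.22. RAV1 was higher in all 3 B73 samples submerged for 72 h than in all 3 B73 controls (26.8, 17.6 and 19.1 against 2.78, 4.62 and 3.89). In Mo18W, the submerged samples had 2.14, 1.72 and 2.19 and the controls 5.2, 0.679 and 0.535.

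Low counts were not an explanation, since 0 of the 5 pairs had a mean count under 10 in every group of one side of the contrast. Each of the 5 pairs lost the 0.05 threshold in at least 1 fit without one replicate number. Those fits hold fewer samples, so the loss alone does not show that a replicate drives the difference. Without replicate 2, AOX1a at 24 h and CYP81D8 at 72 h lost it at larger differences, -4.09 and -4.58. Without replicate 1, CYP81D8 at 24 h and RAV1 lost it at smaller ones, -1.43 and -0.346. With the replicate number as a block, 4 of the 5 lost it, with adjusted p-values of 0.07 and 0.056 for AOX1a at 24 and 72 h, 0.054 for CYP81D8 at 24 h and 0.091 for RAV1 (edgeR), and CYP81D8 at 72 h kept it. Without Mo18W control replicate 1, the difference for AOX1a was -1.55 at 24 h (SE 0.264, adjusted p = 0.0012, edgeR) and -1.46 at 72 h (SE 0.3, adjusted p = 0.0033, edgeR), and that for CYP81D8 was -1.81 (SE 0.453, adjusted p = 0.02, edgeR) and -2.85 (SE 0.461, adjusted p = 0.00044, edgeR). The difference for RAV1 was then -0.673 (SE 0.514, adjusted p = 0.53, edgeR) and did not pass. The size of these differences may thus come in large part from 1 control sample. For AOX1a and CYP81D8, a smaller difference in the same direction remains without it. WRKY6 (GRMZM5G871347), the other marker of reactive oxygen species, had -2.07 at 24 h (adjusted p = 0.12, edgeR) and -1.47 at 72 h (adjusted p = 0.19, edgeR) and failed the correction. At 24 h it passed under DESeq2 (-2.1, adjusted p = 0.042) and with all 36 samples in one fit (-2.09, adjusted p = 0.033, edgeR). It did not pass without Mo18W control replicate 1 (-1.23, adjusted p = 0.18, edgeR). A weaker induction of AOX1a and CYP81D8 in tolerant inbreds is a hypothesis that rests on the same 24 samples per time, and it cannot be told apart from a batch or from the explanations that need a genome.

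No sample group held 4 to 10 samples, so no group was searched for a single distant value. No data outside those the paper analyses were found in the files, apart from genes that the paper does not discuss. The genes with the largest change in the same direction in all 8 comparisons, which were to be named, numbered 0, so the planned check of their counts was not made. Without Mo18W control replicate 1, 165 genes were up-regulated and 50 down-regulated in all 8 comparisons, so the 0 depends on that sample.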

How the results depend on the processing

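The main settings and all alternatives were chosen before the processed files arrived, except 1: for shared genes, gene sets and differences in response, leaving out only Mo18W control replicate 1 was chosen after seeing the data. A number of genes counted as unchanged within 1.5 times its main value, and the share of B73 genes within the 95% binomial interval of its main value. A tested difference counted as unchanged when it kept its sign and its side of the threshold. Of 49 main results, 2 were unchanged in this sense under every alternative. These were the difference in response of RAV1 (GRMZM2G059939) between Mo18W and B73 at 24 h, with a main log2 value of -2.17, and that of CBF2 (GRMZM2G069126) between Mo18W and the mean of the other inbreds at 72 h, with 1.28. Neither passed the 0.05 threshold in any fit. Of 181 results for single genes and other measures, 61 were unchanged. Where a single sample or replicate number was left out, 776 rows of these other results were unchanged, 150 lost the threshold, 23 came to pass it, 29 changed sign and 2 other values moved. Under the other alternatives, 844 were unchanged, 55 lost the threshold, 100 came to pass it, 12 changed sign and 14 other values moved.

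With edgeR's exact test in place of the quasi-likelihood test, the number of differentially expressed genes between submerged and control plants was 5294 in B73 at 72 h, 5300 in B97 at 24 h, 5129 in B97 at 72 h, 1118 in Mo18W at 24 h, 1819 in Mo18W at 72 h and 2852 in M162W at 24 h. Between genotypes, the number was 1512 for Mo18W against B73 in the control, 5302 for Mo18W against B73 in plants submerged for 24 h, 1222 for Mo18W against B97 in the control, 3941 for Mo18W against B97 in plants submerged for 24 h, 4691 for Mo18W against B97 in plants submerged for 72 h and 3900 for M162W against B73 in plants submerged for 24 h. The number was also 4686 for M162W against B73 in plants submerged for 72 h, 4202 for M162W against B97 in the control, 3483 for M162W against B97 in plants submerged for 24 h and 4011 for M162W against B97 in plants submerged for 72 h. Shared genes numbered 3416 for sensitive inbreds at 24 h, 3185 for sensitive inbreds at 72 h, 639 for tolerant inbreds at 24 h, 1302 for tolerant inbreds at 72 h, 543 for all 4 inbreds at 24 h and 929 for all 4 inbreds at 72 h. The share of the B73 genes of 24 h that passed in the same direction in B97 was 60.1%. ERF genes of S3 Table up-regulated in all 4 inbreds numbered 6 at 24 h and 7 at 72 h. The pairs of a clade B-2 gene and a comparison past the threshold numbered 49. The exact test uses the estimated dispersion as if it were known, while the quasi-likelihood test adds the uncertainty of a variance estimated from 6 samples. That could explain the larger numbers under the exact test.

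With DESeq2's Wald test and its own size factors, the number of differentially expressed genes between submerged and control plants was 4952 in B97 at 24 h, 4795 in B97 at 72 h, 1787 in Mo18W at 24 h, 2687 in Mo18W at 72 h and 2982 in M162W at 24 h. Between genotypes, the number was 1889 for Mo18W against B73 in the control, 4889 for Mo18W against B73 in plants submerged for 24 h, 1664 for Mo18W against B97 in the control, 3798 for Mo18W against B97 in plants submerged for 24 h, 4318 for Mo18W against B97 in plants submerged for 72 h and 3864 for M162W against B73 in plants submerged for 24 h. The number was also 4289 for M162W against B73 in plants submerged for 72 h, 3921 for M162W against B97 in the control, 3665 for M162W against B97 in plants submerged for 24 h and 3659 for M162W against B97 in plants submerged for 72 h. Shared genes numbered 3244 for sensitive inbreds at 24 h, 3036 for sensitive inbreds at 72 h, 853 for tolerant inbreds at 24 h, 1736 for tolerant inbreds at 72 h, 668 for all 4 inbreds at 24 h and 1102 for all 4 inbreds at 72 h. The share of the B73 genes of 24 h that passed in the same direction in B97 was 60.5%. ERF genes of S3 Table up-regulated in all 4 inbreds numbered 6 at 24 h and 7 at 72 h. The pairs of a clade B-2 gene and a comparison past the threshold numbered 47. Genes with a different response numbered 1593 for Mo18W minus the mean of the other inbreds at 24 h, 1754 for the mean of tolerant minus the mean of sensitive inbreds at 24 h, 1400 for Mo18W minus B73 at 24 h and 2724 for the mean of tolerant minus the mean of sensitive inbreds at 72 h. Differences in response at 24 h also came to pass the 0.05 threshold. The log2 value was 3.02 for CBF2 (GRMZM2G069126) for Mo18W minus the mean of the other inbreds. For the mean of tolerant minus the mean of sensitive inbreds, it was 1.88 for ADH1 (GRMZM2G442658) and -2.1 for WRKY6 (GRMZM5G871347). A difference in response changed its sign, to a log2 value of 0.21 for RRTF1 (GRMZM2G138396) at 24 h for Mo18W minus the mean of the other inbreds. Log2 fold changes after submergence that changed sign were -0.109 for WRKY6 (GRMZM5G871347) in Mo18W at 24 h and -0.117 for RAV1 (GRMZM2G059939) in Mo18W at 72 h. The Wald test also takes the dispersion as known, and DESeq2 moves it toward a trend across genes, which could explain the larger numbers.

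With all 36 samples in one fit, the number of differentially expressed genes between submerged and control plants was 4078 in B97 at 24 h, 3945 in B97 at 72 h, 3016 in Mo18W at 24 h, 4060 in Mo18W at 72 h and 2497 in M162W at 24 h. Between genotypes, the number was 3207 for Mo18W against B73 in the control, 2997 for Mo18W against B97 in the control, 3461 for Mo18W against B97 in plants submerged for 24 h, 3430 for Mo18W against B97 in plants submerged for 72 h, 3480 for M162W against B73 in plants submerged for 24 h and 3793 for M162W against B97 in plants submerged for 24 h. The number was also 3042 for M162W against B97 in plants submerged for 72 h. Shared genes numbered 2231 for sensitive inbreds at 72 h, 1311 for tolerant inbreds at 24 h, 1954 for tolerant inbreds at 72 h, 929 for all 4 inbreds at 24 h and 1118 for all 4 inbreds at 72 h. The share of the B73 genes of 24 h that passed in the same direction in B97 was 66.1%. ERF genes of S3 Table up-regulated in all 4 inbreds numbered 6 at 24 h and 7 at 72 h. The pairs of a clade B-2 gene and a comparison past the threshold numbered 47. Genes with a different response numbered 1729 for Mo18W minus the mean of the other inbreds at 24 h, 1603 for the mean of tolerant minus the mean of sensitive inbreds at 24 h and 1566 for Mo18W minus B73 at 24 h. Differences in response at 24 h also came to pass the 0.05 threshold. The log2 value was 3.01 for CBF2 (GRMZM2G069126) for Mo18W minus the mean of the other inbreds. It was -2.09 for WRKY6 (GRMZM5G871347) for the mean of tolerant minus the mean of sensitive inbreds. Log2 fold changes after submergence that changed sign were -0.0227 for WRKY6 (GRMZM5G871347) in Mo18W at 24 h and -0.0552 for RAV1 (GRMZM2G059939) in Mo18W at 72 h. This fit estimates 1 dispersion per gene over all 12 groups. The variance of a comparison with a deviating replicate could be averaged down in this way, and that of a comparison with close replicates averaged up.

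With the replicate number as a block, the number of differentially expressed genes between submerged and control plants was 1998 in B73 at 24 h, 1124 in B73 at 72 h, 0 in B97 at 24 h, 0 in B97 at 72 h, 20 in M162W at 24 h and 2331 in M162W at 72 h. Between genotypes, the number was 5170 for Mo18W against B73 in plants submerged for 24 h, 0 for Mo18W against B97 in plants submerged for 24 h, 0 for Mo18W against B97 in plants submerged for 72 h, 1217 for M162W against B73 in the control, 523 for M162W against B73 in plants submerged for 72 h and 0 for M162W against B97 in plants submerged for 24 h. The number was also 354 for M162W against B97 in plants submerged for 72 h. Shared genes numbered 0 for sensitive inbreds at 24 h and 0 for sensitive inbreds at 72 h. The share of the B73 genes of 24 h that passed in the same direction in B97 was 0%. Genes past the threshold numbered 3 in the GRMZM2G069146 cluster and 1 in the GRMZM2G069126 cluster. The pairs of a clade B-2 gene and a comparison past the threshold numbered 17. Genes with a different response numbered 565 for Mo18W minus the mean of the other inbreds at 24 h. A difference in response no longer passed the 0.05 threshold, with a log2 value of -2.27 for RAV1 (GRMZM2G059939) at 72 h for Mo18W minus B73. Log2 fold changes after submergence that changed sign were 0.186 for AOX1a (GRMZM2G125669) in Mo18W at 24 h, 0.506 for CYP81D8 (GRMZM2G087875) in Mo18W at 24 h, 0.647 for WRKY6 (GRMZM5G871347) in Mo18W at 72 h and 0.655 for CYP81D8 (GRMZM2G087875) in Mo18W at 72 h. Of the 5 differences in response of named genes past the 0.05 threshold, 4 no longer passed it with the block. Beside RAV1, these were AOX1a (GRMZM2G125669), with -3.3 at 24 h and -3.22 at 72 h, and CYP81D8 (GRMZM2G087875), with -3.16 at 24 h. The block takes degrees of freedom from 6 samples, and the replicate numbers were not found to pair samples of different groups (permutation p = 0.22), so the lower numbers may come from those degrees of freedom. That would not explain the higher number for Mo18W against B73 in plants submerged for 24 h.

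Removing the low-count filter changed few results. Between genotypes, the number was 2 for Mo18W against B97 in the control and 612 for M162W against B97 in plants submerged for 24 h. The share of the B73 genes of 24 h that passed in the same direction in B97 was 40.6%. A difference in response no longer passed the 0.05 threshold, with a log2 value of -2.4 for RAV1 (GRMZM2G059939) at 72 h for Mo18W minus B73. Log2 fold changes after submergence that changed sign were 0.0155 for WRKY6 (GRMZM5G871347) in Mo18W at 72 h. Without the filter, more genes enter the adjustment and the dispersion trend.

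RLE in place of TMM normalization left all total numbers of genes within 1.5 times the main total, while the up-regulated genes of B97 at 72 h fell from 1164 to 761. The share of the B73 genes of 24 h that passed in the same direction in B97 was 36%. Log2 fold changes after submergence that changed sign were -0.106 for WRKY6 (GRMZM5G871347) in Mo18W at 24 h and -0.107 for RAV1 (GRMZM2G059939) in Mo18W at 72 h. With the adjusted p-value alone as threshold, that share was 33.8%, as more genes of B73 than of both inbreds were added. Subtol6 genes past the threshold in all 3 conditions between Mo18W and B73 numbered 0, since no gene passed in the controls. Over genes with at least 10 counts in every sample, the median squared Spearman correlation between replicates was 0.955 for M162W controls at 24 h, 0.826 for submerged M162W at 24 h and 0.955 for submerged M162W at 72 h. Genes without counts, which rank together in every sample, are absent from that set.

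Each sample was left out in turn. The number of differentially expressed genes between submerged and control plants then ranged from 2737 to 4257 in B73 at 24 h, 1513 to 3560 in B73 at 72 h, 378 to 2296 in B97 at 24 h and 134 to 2986 in B97 at 72 h. It ranged from 0 to 1975 in Mo18W at 24 h, 0 to 4145 in Mo18W at 72 h, 0 to 1276 in M162W at 24 h and 2400 to 3790 in M162W at 72 h. Between genotypes, the range was 0 to 2470 for Mo18W against B73 in the control, 1620 to 3266 for Mo18W against B73 in plants submerged for 24 h, 1494 to 3993 for Mo18W against B73 in plants submerged for 72 h and 0 to 1155 for Mo18W against B97 in the control. The range was also 233 to 1315 for Mo18W against B97 in plants submerged for 24 h, 163 to 3746 for Mo18W against B97 in plants submerged for 72 h, 1242 to 2999 for M162W against B73 in the control and 0 to 3253 for M162W against B73 in plants submerged for 24 h. The range was also 1161 to 2517 for M162W against B73 in plants submerged for 72 h, 798 to 2161 for M162W against B97 in the control, 0 to 288 for M162W against B97 in plants submerged for 24 h and 127 to 2351 for M162W against B97 in plants submerged for 72 h. A comparison keeps 5 of its 6 samples in such a fit, which lowers the degrees of freedom, while leaving out a deviating sample lowers the dispersion. Both could move the numbers: M162W at 24 h had 0 genes without any 1 of its control replicates and 1276 without submerged replicate 1.

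For results that combine comparisons, 1 replicate number was left out of every group, or Mo18W control replicate 1 alone where the result uses it, which those of the sensitive inbreds and of the S6A Fig genes do not. Shared genes ranged from 0 to 435 for sensitive inbreds at 24 h, 0 to 527 for sensitive inbreds at 72 h and 0 to 688 for tolerant inbreds at 24 h. Shared genes also ranged from 0 to 2388 for tolerant inbreds at 72 h, 0 to 274 for all 4 inbreds at 24 h and 0 to 958 for all 4 inbreds at 72 h. The share of B73 genes in B97 at 24 h ranged from 0 to 14.7%. ERF genes up-regulated in all 4 inbreds ranged from 0 to 2 at 24 h and from 0 to 4 at 72 h. Cluster genes past the threshold ranged from 2 to 9 in the GRMZM2G069146 cluster and 1 to 3 in the GRMZM2G069126 cluster. Subtol6 genes ranged from 26 to 119, pairs of S6A Fig genes from 7 to 21 and pairs of clade B-2 genes from 17 to 37. Genes with a different response ranged from 12 to 996 for Mo18W minus the mean of the other inbreds at 24 h, 25 to 1813 for the mean of tolerant minus the mean of sensitive inbreds at 24 h and 10 to 1159 for Mo18W minus B73 at 24 h. They ranged from 445 to 1840 for Mo18W minus the mean of the other inbreds at 72 h, 97 to 2652 for the mean of tolerant minus the mean of sensitive inbreds at 72 h and 148 to 2154 for Mo18W minus B73 at 72 h.

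For single genes in the same fits, the difference in response on the log2 scale ranged from -0.529 to 1.8 for CBF2 (GRMZM2G069146) at 24 h for Mo18W minus the mean of the other inbreds, 2.27 to 3.58 for CBF2 (GRMZM2G069126) at 24 h for Mo18W minus the mean of the other inbreds, -0.337 to 1.96 for CBF3 (GRMZM2G124011) at 24 h for Mo18W minus the mean of the other inbreds and -0.764 to 5.26 for RRTF1 (GRMZM2G138396) at 24 h for Mo18W minus the mean of the other inbreds. This difference ranged from -1.87 to 4.43 for CBF2 (GRMZM2G137341) at 72 h for Mo18W minus the mean of the other inbreds, -0.264 to 1.79 for CBF2 (GRMZM2G042756) at 72 h for Mo18W minus the mean of the other inbreds, -0.952 to 0.601 for CBF2 (GRMZM2G069146) at 72 h for Mo18W minus the mean of the other inbreds and -3.77 to 0.0676 for CBF4 (GRMZM2G175856) at 72 h for Mo18W minus the mean of the other inbreds. This difference ranged from -2.2 to 0.0873 for WRKY6 (GRMZM5G871347) at 72 h for the mean of tolerant minus the mean of sensitive inbreds and -3.05 to -0.346 for RAV1 (GRMZM2G059939) at 72 h for Mo18W minus B73. With each sample left out in turn, the log2 fold change ranged from -2.6 to 1.64 for AOX1a (GRMZM2G125669) in Mo18W at 24 h, -0.476 to 1.64 for WRKY6 (GRMZM5G871347) in Mo18W at 24 h, -1.19 to 2.24 for CYP81D8 (GRMZM2G087875) in Mo18W at 24 h and -0.565 to 1.77 for RAV1 (GRMZM2G059939) in Mo18W at 72 h. Such values ranged from -3.95 to 0.515 for AOX1a (GRMZM2G125669) in Mo18W at 72 h, -0.631 to 1.55 for WRKY6 (GRMZM5G871347) in Mo18W at 72 h, -1.46 to 2.06 for CYP81D8 (GRMZM2G087875) in Mo18W at 72 h and -0.218 to 0.254 for ADH1 (GRMZM2G442658) for Mo18W against B73 at 24 h of submergence. Such values ranged from -0.118 to 0.397 for ADH1 (GRMZM2G442658) for Mo18W against B73 at 72 h of submergence, -0.157 to 0.951 for ADH1 (GRMZM2G442658) for M162W against B73 at 24 h of submergence, -0.302 to 0.807 for PDC3 (GRMZM2G087186) for M162W against B73 at 24 h of submergence and -0.00486 to 0.597 for ADH1 (GRMZM2G442658) for M162W against B73 at 72 h of submergence. Such values ranged from -0.0259 to 0.56 for WRKY33 (GRMZM2G169966) for M162W against B97 at 72 h of submergence. For the Mo18W values of AOX1a, WRKY6, CYP81D8 and RAV1, the highest value is the one without Mo18W control replicate 1, in which these genes were high. Leaving that sample out lowers the control mean. The lowest values came from fits without control replicate 2 or 3, which give replicate 1 more weight, or without submerged replicate 2. Those ADH1 and PDC3 values had main values of the order of their SE or smaller, so that leaving out 1 sample could change their sign. The highest RRTF1 value, without replicate 1, has an SE of 13900, as all remaining control counts of B73, B97 and Mo18W were 0.

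The depth limits the genes with few counts. At 3 counts, a gene reaches 0.11 to 0.28 CPM, and RRTF1 (GRMZM2G138396), GRMZM2G137341 and GRMZM2G175856 fell below the low-count filter in all submerged-against-control comparisons, so their pair-wise changes were fitted only without it. For Mo18W, the SOG1-like gene (GRMZM2G078954) passed the filter only against B73 in plants submerged for 24 h. A gene below the filter has no value for that alternative.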

Differences from the paper's values

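Values are compared below in pairs, the main value of the re-analysis first. For numbers of genes, a pair differs when one is more than 1.5 times the other, and for log2 fold changes when the signs differ or the gap is larger than the SD between replicates. The alternatives set before the files arrived were DESeq2, edgeR's exact test, RLE normalization, no low-count filter, all 36 samples in one fit, a replicate block, the adjusted p-value alone for numbers of genes, and fits that left out single samples or one replicate number. For each pair, the settings that closed the gap to within that limit are named, and the other alternatives did not. For shared genes and clusters, the fit without only Mo18W control replicate 1 was chosen after seeing the values, and it closed none of those gaps.

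B73 at 24 h had down-regulated genes numbering 1586 against the paper's 3018, and the gap closed to within that limit under DESeq2 (2389) and the exact test (2424). B97 at 24 h had up-regulated genes numbering 1371 against the paper's 2390, and the gap closed to within that limit under DESeq2 (2617), the exact test (2875) and one fit of all 36 samples (2145). B97 at 24 h had down-regulated genes numbering 743 against the paper's 2168, and the gap closed to within that limit under DESeq2 (2335), the exact test (2425) and one fit of all 36 samples (1933). Mo18W at 24 h had up-regulated genes numbering 0 against the paper's 2292, and the gap closed to within that limit under one fit of all 36 samples (1610). Mo18W at 24 h had down-regulated genes numbering 0 against the paper's 2123, and no alternative closed the gap. M162W at 24 h had up-regulated genes numbering 307 against the paper's 1344, and the gap closed to within that limit under DESeq2 (1724), the exact test (1771) and one fit of all 36 samples (1546). M162W at 24 h had down-regulated genes numbering 114 against the paper's 575, and the gap closed to within that limit under the fit without M162W submerged 24 h replicate 1 (456).

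B73 at 72 h had up-regulated genes numbering 2100 against the paper's 3389, and the gap closed to within that limit under DESeq2 (2725), no low-count filter (2337) and the exact test (3081). B73 at 72 h had down-regulated genes numbering 1286 against the paper's 2262, and the gap closed to within that limit under DESeq2 (2307) and the exact test (2213). B97 at 72 h had up-regulated genes numbering 1164 against the paper's 2439, and the gap closed to within that limit under DESeq2 (2248), the exact test (2929) and one fit of all 36 samples (1972). B97 at 72 h had down-regulated genes numbering 910 against the paper's 1816, and the gap closed to within that limit under DESeq2 (2547), the exact test (2200), one fit of all 36 samples (1973) and the fit without B97 submerged 72 h replicate 3 (1782). Mo18W at 72 h had up-regulated genes numbering 0 against the paper's 3222, and no alternative closed the gap. Mo18W at 72 h had down-regulated genes numbering 0 against the paper's 3068, and the gap closed to within that limit under one fit of all 36 samples (2573). M162W at 72 h had up-regulated genes numbering 2303 against the paper's 3490, and the gap closed to within that limit under DESeq2 (2599), no low-count filter (2589), the exact test (3038) and the adjusted p-value alone (2471). M162W at 72 h had down-regulated genes numbering 1826 against the paper's 2801, and the gap closed to within that limit under DESeq2 (2639), RLE normalization (1952), no low-count filter (2071), the exact test (2515), the adjusted p-value alone (1985) and the fit without M162W control replicate 3 (1932).

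Up-regulated genes shared by sensitive inbreds at 24 h numbered 1148 against the paper's 1969, and the gap closed to within that limit under DESeq2 (1967), no low-count filter (1350), the exact test (2125) and one fit of all 36 samples (1442). Down-regulated genes shared by sensitive inbreds at 24 h numbered 510 against the paper's 1304, and the gap closed to within that limit under DESeq2 (1277) and the exact test (1291). Up-regulated genes shared by tolerant inbreds at 24 h numbered 0 against the paper's 1041, and the gap closed to within that limit under one fit of all 36 samples (803). Down-regulated genes shared by tolerant inbreds at 24 h numbered 0 against the paper's 425, and the gap closed to within that limit under DESeq2 (394) and one fit of all 36 samples (508). Up-regulated genes shared by sensitive inbreds at 72 h numbered 839 against the paper's 1820, and the gap closed to within that limit under DESeq2 (1564), the exact test (1876) and one fit of all 36 samples (1262). Down-regulated genes shared by sensitive inbreds at 72 h numbered 599 against the paper's 1096, and the gap closed to within that limit under DESeq2 (1472), the exact test (1309) and one fit of all 36 samples (969). Up-regulated genes shared by tolerant inbreds at 72 h numbered 0 against the paper's 1899, and no alternative closed the gap. Down-regulated genes shared by tolerant inbreds at 72 h numbered 0 against the paper's 1745, and the gap closed to within that limit under DESeq2 (1169) and one fit of all 36 samples (1213).

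Up-regulated genes common to all 4 inbreds at 24 h numbered 0 against the paper's value of about 860 in S4 Fig, read by eye, and the gap closed to within that limit under one fit of all 36 samples (587). Down-regulated genes common to all 4 inbreds at 24 h numbered 0 against the paper's value of about 300 in S4 Fig, read by eye, and the gap closed to within that limit under DESeq2 (306) and one fit of all 36 samples (342). Up-regulated genes common to all 4 inbreds at 72 h numbered 0 against the paper's value of about 1200 in S4 Fig, read by eye, and no alternative closed the gap. Down-regulated genes common to all 4 inbreds at 72 h numbered 0 against the paper's value of about 770 in S4 Fig, read by eye, and the gap closed to within that limit under DESeq2 (714), the exact test (556) and one fit of all 36 samples (615). Genes past the threshold in the GRMZM2G069146 cluster numbered 8 against the paper's 14, and the gap closed to within that limit under either time counted (11), DESeq2 (12), no low-count filter (10) and the exact test (12). Genes past the threshold in the GRMZM2G069126 cluster numbered 2 against the paper's 4, and the gap closed to within that limit under either time counted (3), DESeq2 (3), the exact test (3), one fit of all 36 samples (3) and the fit without replicate 1 (3). Between replicates of M162W, the lowest squared Spearman correlation was 0.8779 against the paper's 0.95, and no alternative closed the gap for squared values. The lowest unsquared value over all 39656 genes was 0.9519, so the paper's number may be an unsquared correlation. Subtol6 genes past the threshold in at least 1 condition numbered 111, more than 1.5 times the number in the paper's text. S3 File lists 178 genes in the interval.

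Log2 fold changes of the paper are from S3 Table and, for the controls, from S3 File. Of 168 values of S3 Table compared with the main fit, 151 were within the limit and 17 outside, and 166 had the same sign (r = 0.823). Only the values outside the limit are listed. GRMZM2G174917 had a log2 fold change in Mo18W at 72 h of 1.19 against the paper's 2.5, and the gap closed to within that limit under a replicate block (1.44), the fit without Mo18W control replicate 1 (2.08) and the fit without Mo18W submerged 72 h replicate 2 (1.39). GRMZM2G068967 had a log2 fold change in Mo18W at 24 h of 1.2 against the paper's 4.2, and the gap closed to within that limit under a replicate block (2.7) and the fit without Mo18W control replicate 1 (4.12). GRMZM2G068967 had a log2 fold change in Mo18W at 72 h of -0.392 against the paper's 2.6, and the gap closed to within that limit under a replicate block (1.22) and the fit without Mo18W control replicate 1 (2.59). GRMZM2G020054 had a log2 fold change in Mo18W at 24 h of 1.68 against the paper's 5.5, and the gap closed to within that limit under a replicate block (3.79) and the fit without Mo18W control replicate 1 (5.35). GRMZM2G020054 had a log2 fold change in Mo18W at 72 h of -0.898 against the paper's 2.9, and the gap closed to within that limit under a replicate block (1.08) and the fit without Mo18W control replicate 1 (2.86). GRMZM2G052667 had a log2 fold change in Mo18W at 72 h of 3.2 against the paper's 4.4, and the gap closed to within that limit under a replicate block (3.44), the fit without Mo18W control replicate 1 (4.07) and the fit without Mo18W submerged 72 h replicate 2 (3.32). GRMZM2G018984 had a log2 fold change in Mo18W at 72 h of 6.48 against the paper's 8.7, and the gap closed to within that limit under a replicate block (7.37) and the fit without Mo18W control replicate 1 (8.63). GRMZM2G129674 had a log2 fold change in B73 at 24 h of 11.16 against the paper's 11.8, and no alternative closed the gap. GRMZM2G129674 had a log2 fold change in Mo18W at 24 h of 6.47 against the paper's 8.6, and the gap closed to within that limit under the fit without Mo18W control replicate 1 (8.66).

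GRMZM2G129674 had a log2 fold change in B73 at 72 h of 13.1 against the paper's 13.7, and the gap closed to within that limit under the fit without B73 submerged 72 h replicate 1 (13.25). GRMZM2G129674 had a log2 fold change in Mo18W at 72 h of 8.6 against the paper's 1.8, and no alternative closed the gap. GRMZM2G129674 had a log2 fold change in M162W at 72 h of 10.55 against the paper's 1.4, and no alternative closed the gap. GRMZM2G159592 had a log2 fold change in Mo18W at 24 h of 2.09 against the paper's 8, and the gap closed to within that limit under a replicate block (4.6) and the fit without Mo18W control replicate 1 (8.09). GRMZM2G159592 had a log2 fold change in Mo18W at 72 h of 2.06 against the paper's 8.6, and the gap closed to within that limit under the fit without Mo18W control replicate 1 (8.08). RAV1 (GRMZM2G059939) had a log2 fold change in Mo18W at 72 h of 0.0281 against the paper's 1.8, and the gap closed to within that limit under a replicate block (0.67), the fit without Mo18W control replicate 1 (1.77) and the fit without Mo18W submerged 72 h replicate 2 (0.155). GRMZM2G038821 had a log2 fold change in Mo18W at 24 h of 2.24 against the paper's 3.9, and the gap closed to within that limit under a replicate block (2.75) and the fit without Mo18W control replicate 1 (3.84). GRMZM2G305362 had a log2 fold change in Mo18W at 72 h of 9.39 against the paper's 1.5, and no alternative closed the gap. GSTU8 (GRMZM2G097989) had a log2 fold change for Mo18W against B73 in the controls of -5.34 against the paper's -7.64051, and the gap closed to within that limit under a replicate block (-6.24) and the fit without Mo18W control replicate 1 (-7.75). RAV1 (GRMZM2G059939) had a log2 fold change for Mo18W against B73 in the controls of -0.813 against the paper's -2.72738, and the gap closed to within that limit under a replicate block (-1.66) and the fit without Mo18W control replicate 1 (-2.68).

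Some statements about genes or directions also differ. The paper describes few genes with similar patterns in the tolerant lines at 24 h. Here the shared number was 0, and without Mo18W control replicate 1 it was 324, or 77% of the genes of M162W and 16.4% of those of Mo18W. The paper describes the induction of CBF2 genes as higher in Mo18W than in the other genotypes at both times. For GRMZM2G069146, the log2 fold change at 24 h was highest in M162W, at 3.23 against 2.99 in Mo18W, and at 72 h in B73, at 2.2 against 1.33 in Mo18W. The Mo18W values were 3.73 and 2.09 without Mo18W control replicate 1, so that Mo18W was highest at 24 h and below B73 at 72 h. For GRMZM2G069126, Mo18W was highest of the fitted inbreds at 24 h, at 3.94 against 3.41 in M162W, and was the only inbred with a fit at 72 h, at 2.09. For GRMZM2G042756, Mo18W was highest at 24 h, at 5.79, and B73 at 72 h, at 5.74 against 4.2 in Mo18W. For RRTF1 (GRMZM2G138396), which the paper describes as induced at 24 h only in the tolerant lines, the fit without the low-count filter gave 4.31 in B73, 1.7 in B97, 3.31 in Mo18W and 4.71 in M162W, and no adjusted p-value passed the threshold. The B73 and B97 values have no determined size, since their controls had 0 counts. Their submerged replicates had 8, 0 and 0 counts in B73 and 1, 0 and 0 in B97, so these values do not contradict the paper. By quantitative PCR as well as in its RNA-seq values, the paper describes RAV1 (GRMZM2G059939) as lower in Mo18W than in B73 in the controls. The value in the counts here was -0.813 with an adjusted p-value of 0.7 (edgeR with Benjamini-Hochberg adjustment), and -2.68 without Mo18W control replicate 1. RAV1 is described as induced in both inbreds, and in Mo18W it changed by 0.662 at 24 h and 0.0281 at 72 h, or by 2.32 and 1.77 without Mo18W control replicate 1. By quantitative PCR, the paper describes WRKY6 (GRMZM5G871347) as lowered by submergence in both tolerant inbreds. In the counts, its log2 fold change was 2.36 at 24 h and 3.78 at 72 h in M162W, and 0.105 and -0.0377 in Mo18W, or 1.64 and 1.55 without Mo18W control replicate 1. The paper describes M162W as having fewer responsive genes at 24 h than the other genotypes, while here Mo18W had 0 and M162W 421. M162W had the fewest when Mo18W control replicate 1 was left out, with 421 against 1975 in Mo18W, and with all 36 samples in one fit, with 2497 against 3309 in B73, 4078 in B97 and 3016 in Mo18W. Mo18W had the fewest under edgeR's exact test, with 1118 against 2852 in M162W, and under DESeq2, with 1787 against 2982.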

Other observations

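The submerged-against-control and genotype results were compared with the other splits of the same 6 samples into 3 and 3. For B73, B97 and M162W at both times, 1 of 10 splits gave as many genes as the real one, which was the real one itself, and the largest number in another split was 0. The same held for 1 of 10 splits in each genotype comparison except those of the Mo18W controls. For Mo18W at 24 h and 72 h, and for the Mo18W controls against the B73 and B97 controls, no gene passed, so that 10 of 10 splits gave as many. With 10 splits, the share cannot be under 0.1, and chance cannot be excluded for any single comparison by this count.

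Mo18W control replicate 1 differed from the other Mo18W controls, with a Spearman correlation of 0.8422 and 0.8599 with them, where the other pair had 0.9847. It had 15780 genes with 0 counts and a TMM factor of 0.563. Every prediction about this sample was written after the difference was seen. A low number of counts is not a candidate, as its total was 1.29 times the median total. Mixing of RNA from another inbred found little in its favour, since genes without counts in the other 8 Mo18W samples reached at most 0.269% of their level in an inbred that expresses them. Its deviation correlated at 0.778 across genes with the first axis of the deviations in the other 11 groups, so it may be a strong case of a variation that other samples share. On a scale from 0 for the other Mo18W controls to 1 for Mo18W submerged for 24 h, its median position was 0.673 over genes raised in both sensitive inbreds. On the same scale, ADH1 (GRMZM2G442658) lay at 0.516 and PDC3 (GRMZM2G087186) at 0.82. A sample that had been partly exposed to submergence or another stress, or that was mixed with a submerged Mo18W sample, is therefore also a candidate source. An exchange would leave a control among the submerged Mo18W samples. Each of those was nearest to a sample of its own group (rho from 0.9777 to 0.9889), which argues against an exchange with one of them. The remaining explanations could not be separated, and the labels give no treatment other than control for this sample.

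The deposited counts were compared with the uniquely mapped reads of S5 Table. In 14 samples there were more counts than unique reads, and in some, such as Mo18W control replicate 1, more counts than mapped reads. Counts per unique read ranged from 0.832 to 1.47 in the samples of 24 h and from 0.694 to 0.997 in those of 72 h. Both predictions about this ratio were written after it was seen. The ranges of the 2 times overlap, with 8 of the 24 samples of 24 h inside the range of 72 h, so a difference in processing by time does not account for all of it. Exchanged files are possible by the numbers alone, as the exchange of 22 pairs of samples could bring both ratios to values below 1, but so many pairs point to none in particular. Each sample's nearest sample by Spearman correlation was of the same inbred, with 0 exceptions among 36, and for 33 of 36 it was of the same group. That leaves little room for exchanges between inbreds. Within inbreds, Mo18W control replicate 1 was nearest to Mo18W submerged 24 h replicate 1 (rho 0.9192). B97 submerged 24 h replicate 2 and B97 submerged 72 h replicate 3 were nearest to each other (rho 0.9768). All other samples were nearest to their own group, and exchanges within a group were not tested. No biological explanation was tested for a ratio of counts to reads.

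One axis held 61% of the variation between replicates over 25329 genes. All predictions about this axis were written after it was seen. Sample positions on it, as deviations from the group mean, correlated with the log2 counts per unique read (Pearson r = 0.892, permutation p = 1e-05, the smallest that the permutations can give, and 3e-05 after Benjamini-Hochberg adjustment over 3 measures, n = 36). The Spearman rho was 0.931 (adjusted permutation p = 3e-05), and r was 0.885 without the 2 farthest samples, 0.891 within the 24 samples of 24 h and 0.924 within the 12 of 72 h. With the number of genes with 0 counts, r was 0.852 (adjusted permutation p = 0.00014) and rho 0.842 (adjusted permutation p = 4.5e-05), with r = 0.79 without the 2 farthest, 0.859 at 24 h and 0.892 at 72 h. With the total count, r was 0.391 (adjusted permutation p = 0.26) and rho 0.363 (adjusted permutation p = 0.092), with r = 0.419 without the 2 farthest, 0.515 at 24 h and -0.0892 at 72 h. Across genes, the loading on the axis correlated at 0.131 with the mean log2 CPM and at 0.323 with the log2 fold change of B73 at 24 h. A technical source, such as reads counted more than once or processed differently in some samples, is consistent with the correlation of 0.892. Part of the axis may also be a difference between plants in a response that overlaps with submergence. The tests do not separate these, and both may be present.

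The variation of M162W was examined because it had 421 genes past the threshold at 24 h, fewer than B73 and B97. The biological coefficient of variation of that fit was 0.3383, above those of B73 and B97 and below the 0.5522 of Mo18W. M162W samples had 1.07 times the median total count of the other 18 samples, so that fewer counts were not the reason. The slope of its log2 fold changes on the mean of the other 3 inbreds was 0.805, just above the limit of 0.8 set for smaller fold changes, and 0.755 for Mo18W. Submerged replicate 1 of 24 h deviated from its group along the same axis as samples of other groups, with a correlation of 0.774. Leaving that sample out raised the number to 1276, while leaving out any other sample lowered it. One deviating replicate may thus explain part of the low number. The predictions about this replicate were written after its deviation was seen, and the other 3 before.

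Mapping to the B73 reference could lower the counts of the other inbreds. Among genes past the threshold, 71.8% were lower in the tolerant inbred when compared with B73 and 59.7% when compared with B97, a difference of 12.08 percentage points over 5 comparisons each. In the fit of all 36 samples, the shares were 66.6% and 52.8%. This is consistent with a loss of reads that differ from the reference, although B73 and B97 also differ in their biology. Genes without a count in one inbred and with at least 10 counts in every sample of the others numbered 8 for B73, 6 for B97, 9 for Mo18W and 3 for M162W, so that B73 did not stand out. Among the Subtol6 genes past the threshold between Mo18W and B73, 71% were lower in Mo18W, against 69.1% of all genes past the threshold, a difference of 1.95 percentage points over 2 conditions. The direction of the Subtol6 genes can therefore not be told apart from that of the genome as a whole, nor from a loss of reads.

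The composition of the counts differed between treatments, with 13.7% of counts on the 10 most counted genes in control samples and 7.92% in submerged samples (medians), a difference of 5.79 percentage points. This was under the 10 percentage points set as the limit for an effect on normalization. No pairing of samples of different groups by replicate number was detected, which does not exclude it. With the replicate block, the number for Mo18W against B73 in plants submerged for 24 h rose from 3223 to 5170. Over all samples, the mean correlation of deviations was 0.0219 for the same and -0.00452 for different replicate numbers (permutation p = 0.22).

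Log2 fold changes of Mo18W at 24 h in S1 File were compared with the values here for 1106 genes. The median absolute difference was 0.285 with all 6 samples and 0.0499 without Mo18W control replicate 1, and the correlation was 0.9056 and 0.9971. The fits without 1 of the other 5 samples had differences from 0.273 to 0.475. For the other inbreds at 24 h, with all samples, the differences were 0.0364 in B73, 0.0475 in B97 and 0.0623 in M162W. One possible explanation is that the values now in the files for this sample did not enter the fold changes of the paper, by its omission or by another file in its place. This prediction was written after the difference was seen, the other analysis settings were not compared in this way, and the files cannot tell which of these happened.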
